# The age-dependent regulation of pancreatic islet landscape is fueled by a HNF1a-immune signaling loop

**DOI:** 10.1016/j.mad.2024.111951

**Published:** 2024-05-31

**Authors:** Andreas Frøslev Mathisen, Thomas Aga Legøy, Ulrik Larsen, Lucas Unger, Shadab Abadpour, Joao A. Paulo, Hanne Scholz, Luiza Ghila, Simona Chera

**Keywords:** Pancreatic islets, HNF1A, Pathway analysis, Immune response, Islet ageing

## Abstract

Animal longevity is a function of global vital organ functionality and, consequently, a complex polygenic trait. Yet, monogenic regulators controlling overall or organ-specific ageing exist, owing their conservation to their function in growth and development. Here, by using pathway analysis combined with wet-biology methods on several dynamic timelines, we identified Hnf1a as a novel master regulator of the maturation and ageing in the adult pancreatic islet during the first year of life. Conditional transgenic mice bearing suboptimal levels of this transcription factor in the pancreatic islets displayed age-dependent changes, with a profile echoing precocious maturation. Additionally, the comparative pathway analysis revealed a link between *Hnf1a* age-dependent regulation and immune signaling, which was confirmed in the ageing timeline of an overly immunodeficient mouse model. Last, the global proteome analysis of human islets spanning three decades of life largely backed the age-specific regulation observed in mice. Collectively, our results suggest a novel role of Hnf1a as a monogenic regulator of the maturation and ageing process in the pancreatic islet via a direct or indirect regulatory loop with immune signaling.

## 1. Introduction

Adult development progression and subsequent ageing are multimodal complex processes, involving a wide range of changes impacting general homeostasis, induced by internal or environmental cues (Lopez-Otin et al., 2013). Its cellular and molecular hallmarks are diverse and concurrent, and thus mapping their exact causal network is challenging. The situation is further complicated by the inherent differences in the ageing progression and lifespan between the species. Decisive advances in understanding the molecular biology underlying the age-related processes stem from pioneering studies in classical invertebrate model systems such as *C. elegans*, *Drosophila*, or in the apparently immortal *Hydra* (Brunet, 2020; Tomczyk, 2020). Despite a rather unexpected level of conservation of core ageing mechanisms (Hildegard et al., 2018), the very specific biology and life cycle of these organisms impacted the translatability potential of these findings to mammalian systems, like for example *Sirtuin2* gene (Brenner, 2022). To add to the pain, an increasing body of recent research indicate that, alongside a common molecular backbone, the type and dynamic of the features characterizing adult development and ageing varies between tissues, probably determined by the supplied function (Kaletsky, 2018; Vougioukalaki, 2022). Consequently, mapping the exact chronology of age-related hallmarks requires the independent dynamic molecular mapping of each tissue or organ.

The pancreatic islet is an endocrine organ critical for regulating blood glucose levels. In adult mice, it consists of four main endocrine cell types, each secreting a certain hormone: alpha-cells (glucagon), beta-cells (insulin), delta-cells (somatostatin) and gamma cells (or PP-cells, Ppy). Ageing impacts both the number and functionality of the islet cells (Tuduri, 2022; Chandel et al., 2016). Most of the research focused on the aging of the insulin-secreting beta-cells, with a very limited number of studies addressing the non-beta-cell populations. Although there is a consensus regarding the significant expansion of the human beta-cell mass from birth to adulthood, the effects of ageing are less clear. A study analyzing subjects between 20 and 102 years of age found no significant beta-cell mass changes (Saisho, 2013), while others reported a slight age-related decrease (Rahier et al., 2008; Mizukami, 2014; Talchai et al., 2012; Montanya et al., 2000). In stark contrast, in mice and rats most studies report a significant age-related beta-cell mass increase (Rankin and Kushner, 2009), mostly by increased beta-cell size. Moreover, a similar age-related increase was observed also for the alpha-cell mass (Talchai et al., 2012).

As expected, beta-cell proliferation is age-dependent in both humans and rodents. In humans, it is characterized by a peak during fetal life followed by a steep decline after the second year of life (Gregg, 2012) and a subsequent decrease in the third decade (Arda, 2016). The age-dependent drop in the proliferation rate seems to be conserved in vertebrates being observed in rodents (Rankin and Kushner, 2009; Stolovich-Rain et al., 2012; Lam, 2019; Chen, 2011) or fish (Janjuha, 2018) amongst others, with studies proposing an inverse correlation between beta-cell functionality and proliferative capacity (Klochendler, 2016). Interestingly, experiments in zebrafish showed that the ageing islets display signs of inflammation, which ultimately impede on beta-cell proliferation (Janjuha, 2018).

Gene signatures of inflammageing were also observed in aged rat islets, where an increase in inflammation was reported (Sandovici, 2016). Moreover, the islet T cell population was shown to increase with age in a body-weight independent manner in both mouse and human islets (Denroche et al., 2021). However, there was no significant correlation between immune infiltration (insulitis) and age in the autoimmune form of diabetes (type 1 - T1D) (La Noce et al., 2022). Conversely, the type of insulitic profile influences the age of onset.

At molecular level, age-related changes in human beta- and alpha-cell identity maintenance doubled by transcriptional noise and decreases in certain key beta-cell markers were reported (Mizukami, 2014; Enge, 2017). In contrast, these markers were observed upregulated in mice during the first year of life (Avrahami, 2015).

As the insulin-producing beta-cells are the main producer of insulin in the body, their loss (Thorel, 2010; Chera, 2014) or dysfunction (White et al., 2016) leads to persistent hyperglycemia and diabetes (Eizirik et al., 2020). One of the most prevalent forms of diabetes (type 2 – T2D) is a well-known age-associated disorder (Gunasekaran and Gannon, 2011) (Perl, 2010). Moreover, there is an overlap between organ dysfunction in T2D progression and normal chronological ageing (Palmer et al., 2019) as well as reported insulitis (Boni-Schnetzler et al., 2008). This, combined with the accelerated onset of age-related diseases in diabetes patients, indicates that diabetes can be both a consequence and driver of ageing (Palmer et al., 2019; Xu, 2010; Aronson and Edelman, 2014). Thus, identifying the chronological molecular landscape regulation characterizing the early age-related changes in the pancreatic islet is a must for both calibrating the interventions and interpreting the experimental readouts.

Besides its role in prompting chronic conditions, chronological ageing impacts more subtle processes, such as cell plasticity or regeneration potential. The pancreatic islet is no exception, as chronological changes in the maturation profile, even in young individuals, will trigger highly differential responses. One relevant example is that, even during the first year of life, the murine islet deploys two distinct regenerative mechanisms following total beta-cell loss, according to age. These age-dependent regeneration programs are naturally age-locked and characterized by very different efficiencies, cell types and conversion mechanisms (Thorel, 2010; Chera, 2014). However, the exact dynamic changes in the cellular functions and pathways occurring in the pancreatic islet during the normal maturation process are still largely unknown. Moreover, we know even less about the global regulators controlling these age-related modulations. Consequently, identifying master regulators involved in normal islet ageing will also contribute to unlocking the mechanisms governing plasticity potential.

Yet, with few exceptions, most high-throughput studies focused on the important issue of murine islet ageing, thus employing comparisons with senescent animals (Almaca, 2014; Aguayo-Mazzucato, 2017; Arrojo, 2019), and therefore having reduced resolution on the overall dynamic of the progression of adult postnatal development fingerprint. Thus, a high-resolution mapping of the cellular functions and pathways driving the pancreatic islet during chronological postnatal development and ageing is still largely missing. Moreover, even less is known about the global regulators controlling these age-related modulations.

To bridge this gap, here we constructed several multipoint chronological timelines of murine islet first year postnatal development. By combining transgenic systems, global transcriptomics, pathway analysis, cell biology and physiology, we mapped the age-specific cellular and molecular changes characterizing the gradual transition from young to ageing mice as well as identified *Hnf1a* (*Hepatocyte nuclear factor 1-alpha*) as a novel master regulator of pancreatic islet maturation modulating a critical subset of these processes.

*Hnf1a* is a homeobox transcriptional activator crucial for both liver and pancreatic development (Boj et al., 2001; Odom, 2004; Servitja, 2009). Mutations in *Hnf1a* are responsible for HNF1A-MODY (MODY3 – Maturity Onset Diabetes of the Young), the most prevalent form of monogenic diabetes. The disorder presents an autosomal dominant inheritance pattern (e.g. heterozygous individuals are affected) and, interestingly, displays an age-related penetrance, the patients usually developing the disease in early adulthood. Moreover, a common HNF1A variant was previously associated with significantly decreased diagnosis age (Locke, 2018).

Of note, certain HNF1A mutations, that do not cause HNF1A-MODY, significantly increase T2D risk (Wiltshire, 2004; Najmi, 2017) in an age specific manner, being usually characterized by an earlier age of onset (Li et al., 2022). Three HNF1A variants were particularly related to increased risk for T2D, including two non-synonymous variants and one inter-genic single nucleotide polymorphism (SNP) (Gaulton, 2015).

## 2. Materials and methods

### 2.1. Murine models

Animal work was approved and performed according to the regulations of the Norwegian Animal Research Authority (authorization numbers FOTS 8423, 10785, 12105, 20547, 25526, 25531). All mice were fed ad libitum with standard diet RM1A (SDS) with free access to water and kept in individual ventilated cages at 22°C in a 12-hour light/dark cycle.

The following mouse strains were used C57BL6/J mice (mixed background) and NOD.*Cg-Prkdc*^*scid*^*Il2rg*^*tm1Wjl*^ Tg (Ins2-HBEGF) 6832Ugfm/Sz (termed NSG) (Yang, 2015; Furuyama, 2019). *Hnf1a*^*flox/flox*^ (termed Hnf1a^HMZ^) mice were generated by Ozgene Pty Ltd (Bentley WA, Australia). The targeting construct was electroporated into a C57BL/6 ES cell line, Bruce4 (Kontgen et al., 1993). Homologous recombinant ES cell clones were identified by Southern hybridization and injected into goGermline blastocysts (Koentgen, 2016). Male chimeric mice were obtained and crossed to ubiquitous Flp deleter females to remove the neomycin selection cassette. The resulting knock-in line introduced loxP sites flanking exon 4 of the murine *Hnf1a* gene. Upon Cre-recombination, exon4 is deleted, removing the IPR001356 homeobox domain, and producing a non-functional downstream sequence. Experimental mouse strain Hnf1a^HTZ^ was generated by crossing the *Hnf1a*^*HMZ*^ strain with *RIP-Cre* mice (Herrera, 2000), generously provided by Prof. Pedro Herrera. Experimental mice were identified by genotyping using the following primers for the *Hnf1a* flox allele: 5’-AACCACCCTCTCTCCCAGTAAG-3’(forward) and 5’-GTGTGTGTAACCGGAGTAGAAG-3’(reverse).

### 2.2. Assessment of blood glucose, intra-peritoneal glucose tolerance test and insulin levels

Blood glucose was measured bi-weekly using a Contour XT glucometer (Bayer) at set time-points. For the glucose tolerance testing, mice were fasted for 15 hours over night, before receiving an intraperitoneal injection at 2.0 g/kg of D-glucose (Sigma). Glycaemia was measured at 5, 10, 15, 20, 30, 45, 60, 75, 90, 115, and 120 min following the injection. Blood from the mice were collected in Lithium Heparin Microvette CB 300 tubes with subsequent serum preparation by centrifugation at 4°C, 14000 g for 10 minutes. Serum insulin levels were measured using the Mercodia Ultrasensitive Insulin ELISA kit (10–1132–01, Mercodia).

### 2.3. Immunofluorescence staining and imaging

Mouse pancreases were collected and processed as described previously (Legøy, 2020) with a fixation in 4 % PFA for 2 hours at RT, followed by successive incubations of 10, 20, 30 % sucrose, then embedded in Tissue Tek OCT compound (Sakura JP). Cryosections of 10 μM thickness were sliced using a cryotome (Leica CM 1950, Leica) and placed on SuperFrost Plus slides (Thermo Scientific). The following primary antibodies were used: mouse anti-porcine glucagon (1/1000, G2654, Sigma-Aldrich), guinea-pig anti-porcine insulin (1/400, A056401–2, Dako), rat-anti somatostatin (1:100, sc-47706 Santa Cruz), guinea pig anti-glucagon (1:400, AK247, Geneva antibody facility), mouse IgG1 anti-pancreatic polypeptide (1:300, MAB62971, R&D systems), rabbit anti-somatostatin (1:500, ab111912, Abcam), and rabbit anti-Hnf1a (1:100 ab204306, Abcam). The following secondary antibodies were used: goat anti-guinea pig (A546, A488), goat anti-mouse IgG1 (A647, A546), goat anti-Rat IgG (A546), goat anti-rabbit (A647) all used at a concentration of 1:500 and from Molecular Probes. DAPI (1:1000, D1306, Molecular probes) was used for nuclear stain. Prolong diamond antifade Mounting media (P36970, Life technologies) was used to mount the stained slides. Heat retrieval was used for the nuclear staining of HNF1A, by heating for 5 min in pH 6.0 10 mM citrate buffer using a pressure cooker (Ninja).

Image acquisition was performed on either Andor Dragonfly 505 confocal microscope (Oxford instruments), Leica TCS SP5 STED CW or Leica TCS SP8 STED 3X (Leica Microsystems, CMS gmbh). Some minor artefacts are known to randomly occur in the panoramic images stitching generated by the Andor Dragonfly confocal, thus volume segmentation and cell counting was never performed cross-instruments for the comparison of the same parameter in different conditions.

### 2.4. Volume segmentation and cell counting

Images from the Andor dragonfly were analysed using the accompanying Imaris software (Bitplane), version 9.1.2. For the segmentation of insulin volumes, the imaris surface segmentation algorithm was used at 2,0μm resolution, segmenting based on absolute signal intensity. Each surface was manually fit to the stained insulin area.

Cell counting was performed manually either in Imaris or using LASX (Leica) for images from the SP8 microscope. For supervised automated counting of HNF1A stained nuclei, FIJI (imageJ version 2.9.0) was used. Thresholding was done with “AutoThreshold” using Otsu Dark method on Max projection images from the SP8. Masks were then generated before a ROI was manually drawn around the islet. The number of cells was then counted by the “Analyse particles feature” with a size gating of 10μm.

### 2.5. Pancreatic Islet isolation

Pancreatic islets were isolated by injecting 0.2 % collagenase solution (Sigma Aldrich, C7657) into the common bile duct before the pancreas was collected and digested for 9 minutes on a water bath at 37°C. After subsequent washes, the islets were separated using a Histopaque gradient (Histopaque 1119, Sigma Aldrich 11191) of 1.119, 1.110, 1.100, and 1.080 g/mL. Islets were manually collected and washed before further processing.

### 2.6. RNA sequencing

Total RNA was prepared using RNeasy Mini Kit (Qiagen). The amount and quality of the purified RNA was measured with a NanodropOne (Thermo Scientific), before samples were shipped to Qiagen NGS-Centre for sequencing and analysis. The Qiagen Genomic Facility performed a second quality control, library preparation, sequencing, and mapping. Briefly, adapter and quality trimming was done by “Trim Reads” tool from CLC Genomics Workbench. Further, reads were trimmed based on quality scores and ambiguous nucleotides, e.g. due to stretches of Ns. A maximum of 2 ambiguous nucleotides were allowed in a read. The QC reports were generated by “QC for Sequencing Reads” tool from CLC Genomics Workbench. Read mapping and gene quantification were done by “RNA-seq Analysis” tool from CLC Genomics Workbench. The ‘Empirical analysis of DGE’ algorithm of the CLC Genomics Server 11.0.3 was used by Qiagen bioinformatics department or by us for differential expression analysis with default settings. It is an implementation of the ‘Exact Test’ for two-group comparisons developed by Robinson and Smyth (Robinson and Smyth, 2008) and incorporated in the EdgeR Bioconductor package (Robinson et al., 2010). Fold changes were calculated from the generalized linear model, which corrects for differences in library size between the samples and the effects of confounding factors. To account for multiple testing problem, “FDR p-values” were calculated using the Benjamini-Hochberg method. Normalized expression values (TPM) for each gene and sample were calculated.

The full datasets were deposited to the NCBI Gene Expression Omnibus repository, accession numbers GSE193327, GSE193403 and GSE231710.

### 2.7. Data and pathway analyses

Differentially expressed gene lists were generated using the CLC genomics workbench (Qiagen), see above. The gene lists (FC ≥ 1.5, p < 0.05) were then uploaded to the Ingenuity Pathway Analysis (IPA, Qiagen) software and used for expression core and comparison analyses with following parameters: Interaction networks: 35 molecules per network, 25 networks per analysis, causal Networks active; node types: all entities except chemical subclasses; Data sources: All, Species: mouse / human (according to the dataset origin).

Venn clustering of differentially expressed genes were performed with Venny version 2.1 (BioinfoGP).

### 2.8. Human islets sources and ethical statements

The Norwegian Regional Committee of Medical and Health Research Ethics approved the reported experimental protocols used for human islets (REK 2011/426 to Hanne Scholz). All methods were carried out in accordance with the Helsinki Declaration and informed consent was obtained from the relatives (organ donations). Human islets were isolated as previously described (Friberg et al., 2008), here from twelve donors, men and women (age between 35 and 67 years old) (Table S1). Briefly, human pancreas were obtained from brain-dead non-diabetic donors, and digested by collagenase solution. Islets were collected following a Ficoll gradient separation. In this study, one of the human islet samples was excluded because of technical issues (duplicated impure sample).

### 2.9. Global proteomics in human islets

Human islets were processed as previously described (Mathisen, 2023), being lysed in 4 % SDS buffer on a shaker at 95°C for 7 min, followed by sonication. The protein concentration was determined using a BCA protein assay kit (Thermo Fisher Scientific, Waltham, MA, USA, catalog number 23225). 100 μg of dry proteins were processed by Filter-Aided Sample Preparation method.

#### 2.9.1. Tandem mass Tag (TMTpro) labelling

TMTpro16 reagents were re-suspended in ACN. Desalted peptides were re-suspended in 50 μL of 200 mM HEPES pH 8.5, 15 μL of ACN, and 7 μL of the TMT reagents were added to the respective peptide samples, gently vortexed, and incubated for 1 h at RT. To prevent unwanted labelling, the reaction was quenched by adding 10 μL of 5 % hydroxylamine and incubated for 15 min at RT. Equal amounts of the TMT-labelled samples were combined and concentrated to near dryness, followed by desalting via C18 solid phase extraction.

#### 2.9.2. Off-line basic pH reversed-phase (BPRP) fractionation

We fractionated the pooled, labeled peptide sample using BPRP HPLC (Wang, 2011). We used an Agilent 1200 pump equipped with a degasser and a detector (set at 220 and 280 nm wavelength). Peptides were subjected to a 50-min linear gradient from 5 % to 35 % acetonitrile in 10 mM ammonium bicarbonate pH 8 at a flow rate of 0.6 mL/min over an Agilent 300Extend C18 column (3.5 μm particles, 4.6 mm ID and 220 mm in length). The peptide mixture was fractionated into a total of 96 fractions, which were consolidated into 24 super-fractions (Paulo, 2016). Samples were subsequently acidified with 1 % formic acid and vacuum centrifuged to near dryness. Each consolidated fraction was desalted via StageTip, dried again via vacuum centrifugation, and reconstituted in 5 % acetonitrile, 5 % formic acid for LC-MS/MS processing.

#### 2.9.3. LC-MS/MS-analysis

From each of 12 non-adjacent fractions, ~5 μg was dissolved in 5 % aqueous formic acid (FA) /5 % acetonitrile prior to LC-MS/MS analysis on an Orbitrap Eclipse mass spectrometer (Thermo Fisher Scientific, San Jose, CA) coupled to a Neo Vanquish liquid chromatography (LC) pump (Thermo Fisher Scientific). Peptides were fractionated on a 100-μm inner diameter microcapillary column packed with ~35 cm of Accucore resin (2.6 μm, 150 Å, ThermoFisher Scientific). For each analysis, we loaded ~1 μg onto the column.

The scan sequence began with an MS1 spectrum (Orbitrap analysis, resolution 60,000, 350–1350 Th, automatic gain control (AGC) target 4×105, maximum injection time 50 ms). The hrMS2 stage consisted of fragmentation by higher energy collisional dissociation (HCD, normalized collision energy 36 %) and analysis using the Orbitrap (AGC 200 %, maximum injection time 86 ms, isolation window 0.6 Th, resolution 50,000). Data were acquired using the FAIMSpro interface the dispersion voltage (DV) set to 5000 V, the compensation voltages (CVs) were set at −40 V, −60 V, and −80 V, and the TopSpeed parameter was set at 1 sec per CV.

#### 2.9.4. MS data analysis

Mass spectra were processed using a Comet-based in-house software pipeline (Huttlin, 2010), and spectra were converted to mzXML using a modified version of ReAdW.exe. Database searching included all entries from the human Uniprot database (March, 2021). This database was concatenated with one composed of all protein sequences in the reversed order. Searches were performed using a 50 ppm precursor ion tolerance for total protein level analysis. The product ion tolerance was set to 0.9 Da. These wide mass tolerance windows were chosen to maximize sensitivity in conjunction with Sequest searches and linear discriminant analysis (Huttlin, 2010; Beausoleil et al., 2006). TMTpro tags on lysine residues and peptide N termini (+304.207) and carbamidomethylation of cysteine residues (+57.021 Da) were set as static modifications, while oxidation of methionine residues (+15.995 Da) was set as a variable modification.

Peptide-spectrum matches (PSMs) were adjusted to a 1 % false discovery rate (FDR) (Elias and Gygi, 2007; Elias and Gygi, 2010). PSM filtering was performed using a linear discriminant analysis, as described previously (Huttlin, 2010), while considering the following parameters: XCorr, ΔCn, missed cleavages, peptide length, charge state, and precursor mass accuracy. For TMT-based reporter ion quantitation, we extracted the summed signal-to-noise (S/N) ratio for each TMT channel and found the closest matching centroid to the expected mass of the TMT reporter ion.

The search space for each reporter ion was limited to a range of 0.003 *m/z* to prevent overlap between the isobaric reporter ions. For protein-level comparisons, PSMs were identified, quantified, and collapsed to a 1 % peptide false discovery rate (FDR) and then collapsed further to a final protein-level FDR of 1 %. Moreover, protein assembly was guided by principles of parsimony to produce the smallest set of proteins necessary to account for all observed peptides.

Proteins were quantified by summing reporter ion counts across all matching PSMs using in-house software, as described previously (Huttlin, 2010). PSMs with poor quality, MS3 spectra with TMT reporter summed signal-to-noise ratio that is less than 100, or no MS3 spectra were excluded from quantitation (McAlister, 2012). Protein quantitation values were exported for further analysis in Microsoft Excel and GraphPad Prism (version 8). Each reporter ion channel was summed across all quantified proteins and normalized assuming equal protein loading of all samples.

The proteomics data have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository (Perez-Riverol, 2019) with the dataset identifier PXD041619.

### 2.10. Statistical analysis

Statistical analyses were performed using GraphPad Prism v9.5.1 (GraphPad Software Inc., USA). RNAseq data were generated with the “Empirical analysis of DGE’ algorithm in the CLC Genomics Workbench. FDR corrected p-values were used, with a p-value of ≤0.05 being considered the significance threshold. Statistical analysis on the proteomics data was performed using unpaired two-tailed Student’s t test and a p-value of ≤0.05 was considered significant. To assess the statistical differences between groups for the immunofluorescence data quantification and physiological parameters we used non-parametric Mann Whitney test, unless otherwise specified. Area under the curve was used for the glucose tolerance and long-term glycemia curves. In figures, data are represented as mean ± SD (standard deviation) unless otherwise specified. Statistical significance was defined at P < 0.05 (*), P < 0.01 (**), P < 0.001 (***), and P < 0.0001 (****).

## 3. Results

To identify the chronology of the age-related molecular processes in mice with a heterogeneous background, we performed transcriptomic analysis on isolated pancreatic islets at different ages (Fig. 1a). To avoid the strong interference of sexual maturation cues, all time points were collected post puberty and corresponded to: (i) young (*6-week-old* – not fully matured); (ii) fully-grown (*12-week-old*, 8–12 week-old being the standard adult timepoint for most experiments); (iii) middle-aged (*24-week-old -* some detectable signs of physical function decline) and ageing adults (*40-week-old* - possible presence of senescence changes).

### 3.1 The transcriptional landscape during the maturation stage in mice is governed by key islet regulators and reveals a tilt of the energy homeostasis towards increased lipid metabolism

We first focused on mapping the molecular changes characterizing the transition from young to fully-grown adult (maturation stage). To comprehensively assess this, we performed pathway analysis using IPA (Ingenuity Pathway Analysis software, Qiagen) on the differentially expressed genes (DEGs, FC≥1.5, p<0.05) delineating this final growth period. The analysis indicated signaling involved in protein, lipid, carbohydrate, and free radical scavenging metabolism in the top pathways with predicted regulation (Fig. 1b, c). Consistently, Lipid Metabolism and Carbohydrate metabolism were inferred in the top cellular and molecular functions of the analyzed transcriptional landscape (Supp. Fig. 1a).

The detailed functions analysis indicated the decrease of several key metabolic and cellular processes in fully-grown adults, such as the metabolism of carbohydrate, protein, and reactive oxygen species (ROS) amongst others (Fig. 1d). Of note, the same descending trend characterized a large number of immune functions involved in the inflammatory response and cell trafficking (Fig. 1e, Supp. Fig. 1b). In contrast, other metabolic processes, especially the metabolism of lipids and vitamin, were predicted to be increased based on the differential transcriptional landscape (Fig. 1d). Taken together, these results suggest a decrease in the carbohydrate and protein turnover, coupled with an increase in lipid metabolism during this final period of maturation, with fully-grown adults also presenting a lower ROS generation than their younger (6-week-old) counterparts.

To identify the master regulators responsible for these changes, we inspected the top predicted upstream regulators and focused on the ones observed to be also significantly deregulated (FC≥1.5, p<0.05) during this period in the dataset (Fig. 1 f). The top two hits, *Foxa2* and *Hnf1a* represented key genes involved in pancreas development as well as in islet cell identity and function (Cujba, 2022; Haliyur, 2019; Wang et al., 1998; Servitja, 2009). Of note, heterozygous mutations in human HNF1A gene cause HNF1A-MODY (or MODY3), the most prevalent form of monogenic maturity onset diabetes (Locke, 2018; Yamagata, 1996; Bjorkhaug, 2003). Besides being predicted as an upstream regulator of the analyzed transcriptional landscape, *Hnf1a* was indeed observed significantly upregulated (*2.185x, p*=*0.0132*) in fully-grown adults as well as detected in high levels by immunostaining in these islets (Fig. 1 g).

Due to its role in pancreas development, we specifically assessed genes involved in islet cell identity, including key markers of beta-cells (*Pdx1* [*p*=*0.0009*]*, Mafa* [*p*=*0.0036*]*, Nkx6.1* [*p*<*0.0001*], and *Neurod1* [*p*=*0.0003*]) and alpha-cells fate (*Arx, p*=*0.0050*) and found that these followed the same regulation as *Hnf1a*, being significantly upregulated in fully-grown adults (Fig. 1 h). Of note, despite these increased expression levels, the islet hormone regulation (Supp Fig. 1c *Ins2* [*p*=*0.4665*]*, Gcg* [*p*=*0.9752*]*, Sst* [*p*=*0.1155*]*, and Ppy* [*p*=*0.5564*]), glycemia (Fig. 1i, *p*=*0.9490*), total beta-cell volume (Fig. 1j, *p*=*0.8773,* Supp. Fig. 1d) or number of Ins+ cells / islet section (Fig. 1k, *p*=*0.4243*) were unchanged. Overall, these results suggest a role for *Hnf1a* in the regulation of the maturation stage in mice.

### 3.1. The regulatory pattern characterizing fully-grown adults is age-restricted and transient

We further mapped the transcriptional changes occurring during adulthood, i.e., between 12 and 24 weeks. The pathway analysis revealed signaling involved in lipid metabolism and free radical scavenging, however presenting an opposite pattern of activation than during the previous stage (compare Fig. 2a and Fig. 1b), suggesting only a transient regulation of these pathways in fully-grown adults.

Consistent with the change in the regulatory pattern of the top signaling pathways, the analysis indicated a switch in the regulation of several metabolic functions as well as a diversification of deregulated processes as compared to the maturation stage (compare Fig. 2b with Fig. 1d and Supp. Fig. 1b). Amongst these, the metabolism of carbohydrate and ROS, were inferred increased in middle-aged adults. These data suggest changes in the energy metabolism leading to accumulation of reactive oxygen species with the progression of adulthood.

Of note, *Hnf1a*was again inferred in the top predicted upstream regulators, being also observed significantly downregulated *(−2.48x, p*=*0.0020*) in middle-aged adults (Fig. 2c). Similarly, islet cell identity markers were significantly downregulated (Fig. 2d), however without a significant impact on glycemia regulation (Fig. 2e *p*=*0.4754)* or total beta-cell volume (Fig. 2 f *p*=*0.9267*). Of interest, one of the main islet hormones, *Somatostatin* (*Sst*), was also significantly downregulated in middle-aged mice *(−1.834x, p*=*0.0282*), while *Insulin 2* (*Ins2* - the main insulin gene in mice, *p*=*0.2117*), *Glucagon* (*Gcg, p*=*0.3619*) and *Pancreatic polypeptide (Ppy, p*=*0.1027)* transcripts were unchanged (Fig. 2 g).

### 3.2. Hormone secretion, carbohydrate and energy metabolism are impacted during ageing initiation

The comparison pathway analysis between middle-aged and ageing mice indicated, amongst others, a decrease in the carbohydrate metabolism, hormone secretion and energy metabolism, and an increase in the hyperlipidemia and excretion of K+ (Fig. 3a, Supp Fig. 1e), while other functions, such as oxidation of fatty acids or ROS metabolism were unchanged as compared to the previous stage (Supp Fig. 1 f).

The pathway analysis indicated signaling involved in protein, lipid, and energy metabolism in the top canonical pathways (Fig. 3b). Of note, signaling involved in energy production, such as OXPHOS was predicted activated (activation z-score: 2.449) in ageing mice as compared to their middle-aged counterparts. In contrast, in the top reactome pathways with inferred inhibition were signaling involved in extracellular matrix organization and carbohydrate metabolism (Fig. 3c).

In contrast with the other two analyzed periods (maturation and adulthood), *Hnf1a* was not differentially expressed between ageing and middle-aged mice (Fig. 3d, *p*=*0.8002*), being also absent from the top upstream regulators (Supp. Fig. 1 g). Similarly, few β-cell markers were significantly deregulated in ageing mice (Fig. 3d). Moreover, there was no significant difference in the *Ins2, Sst or Ppy* gene expression levels (Supp. Fig. 1 h, *Ins2* [*p*=*0.3520*], *Sst* [*p*=*0.0776*], *Ppy* [*p*=*0.5762*]) or glycemia (Fig. 3e, *p*=*0.6195*) between the two age groups.

Interestingly, the insulin volume was significantly increased in ageing adults (Fig. 3 f, *p*=*0.0424*), while the Ins+ cells / islet section remained unchanged (Fig. 3 f, p=0.4063), suggesting an increase in volume (hypertrophy) but not in numbers of the beta-cell population. In contrast, the number of Sst+ cells / islet section (Fig. 3 g, *p*=*0.0204*) and Gcg+ cells / islet section (Fig. 3 h, *p*=*0.0495*) were significantly decreased. Similarly, *Gcg* was significantly downregulated *(−2.08x, p*=*0.0116*) in the 40-week-old mice, a trend also followed by other key alpha-cell markers, such as *Arx* (*p*=*0.0257*) and *Mafb (p*=*0.0199)* (Fig. 3i).

Taken together, the analysis of the ageing timeline indicates the presence of a regulatory inflection point for many metabolic functions and pathways in fully-grown adults, followed by the establishment of a steadily decaying molecular landscape in late adulthood (Fig. 3j, Supp Fig. 1 f). The data indicated Hnf1*a* as one of the main regulators of chronological ageing in the islet, however it is unclear which are the exact processes regulated by it.

### 3.3. Similar to HNF1A-MODY patients, suboptimal levels of Hnf1a impact critical metabolic processes at the onset of maturity

To address this issue and demultiplex the exact cellular and molecular functions regulated by Hnf1a during the age timeline, we generated a conditional mouse model allowing the knock-out of *Hnf1a* in a tissue specific manner (Supp. Fig. 2a). To study the effect of *Hnf1a* loss specifically in beta-cells, we crossed this model with a β-cell constitutive tagger (*RIP-Cre)* (Herrera et al., 1998). In this setup, beta-cells are efficiently recombined (96.21 %±6.3). In contrast to their human counterparts, adult mice heterozygous for the beta-cell specific *Hnf1a* mutation (Hnf1a^HTZ^) were normoglycemic, while the homozygous mutation (Hnf1a^HMZ^) caused mild hyperglycemia (~14 mmol/L) (Supp. Fig. 2b) and progressively impaired glucose tolerance. Yet, the weight gain was similar between the controls (RIP-Cre, Hnf1a^WT^), Hnf1a^HMZ^ and Hnf1a^HTZ^ animals (Supp. Fig. 2c). This is in line with the previously reported *Hnf1a* knock-out mouse models, which also required a homozygous mutation status to display a HNF1A-MODY-like phenotype (Lee et al., 1998; Pontoglio, 1996; Pontoglio, 1998; Parrizas, 2001).

To avoid the interference of hyperglycemia and diabetic phenotype on the metabolic functions and pathways readouts, we decided to use mice heterozygous for *Hnf1a* mutation. As expected, Hnf1a^HTZ^ mice exhibited suboptimal Hnf1a expression (Supp. Fig. 2d) as well as decreased levels of key beta-cell markers including insulin (Supp. Fig. 2e).

We thus performed transcriptomic analysis on isolated pancreatic islets from Hnf1a^HTZ^ mice at the same ages as before. The number of differentially expressed genes (FC≥1.5, p<0.05) between Hnf1a^HTZ^ and the age-matched controls varied in an age-specific manner, suggesting that suboptimal Hnf1a levels impact mostly the transcriptional landscape of the fully-grown (7435 DEGs) and middle-aged mice (3761 DEGs), while young mice are the least affected (297 DEGs) (Fig. 4a).

To identify the processes and pathways driven by these DEG sets, we performed a comparison analysis of all four time points. As expected, Glucose metabolism disorder was in the top Diseases and Disorders, being inferred increased across all age groups (Fig. 4b). Moreover, transport of molecule (top function) and secretion of molecule were predicted decreased at all time points (Fig. 4c), the only two functions with this pan-age regulatory dynamic. These data suggest that suboptimal Hnf1a levels affect glucose metabolism as well as molecular transport and secretion regardless of age.

In contrast, all other processes presented an age-specific activity pattern. For example, processes related to metabolism of lipid (such as fatty acid metabolism or lipid synthesis) and ion homeostasis were inferred as decreased particularly in ageing mice with suboptimal levels of Hnf1a (Fig. 4c). Of note, most functions had a change in the inferred activity pattern in both fully-grown and middle-aged mice, such as the decrease of processes involved in cytoskeleton regulation and the increase of those governing immune response and inflammation (Fig. 4c).

As anticipated, *Hnf1a* was the pan-landscape top upstream regulator (Fig. 4d). Of note, the top second and third were the proinflammatory cytokines *Tnf* and *interferon-alpha*, both being predicted activated in fully-grown and middle-aged, but not in young or ageing mice. Taken together these results suggest an activation of the immune response in fully-grown and middle-aged mice with suboptimal Hnf1a levels.

Furthermore, the comparison analysis of the canonical pathways revealed that signaling involved in carbohydrates biosynthesis (such as Gluconeogenesis), fatty acid & lipids biosynthesis (such as Triacylglycerols biosynthesis) and energy metabolism (such as Glycolysis) is predicted to be decreased in fully-grown and middle-aged Hnf1a^HTZ^ mice (Fig. 4e). In contrast, hormone metabolism (both biosynthesis and degradation), detoxification and lipid degradation were impacted by suboptimal Hnf1a levels either regardless of age or following the maturation stage.

Last, most pathways regulating diverse cellular and molecular processes were predicted deregulated in fully-grown and middle-aged Hnf1a^HTZ^ mice, including apoptosis (such as Death receptor signaling, TNFR1/TNFR2 signaling), cellular immune response (such as Th1 Pathway, Th2 Pathway, Interferon signaling, Inflammasome pathway and a wide variety of ILs Signaling) and developmental pathways (such as PCP, PI3K/AKT, Netrin pathways) (Fig. 4 f). Few others, such as the ones related to nuclear receptor signaling (such as Estrogen Receptor Signaling, LXR/RXR, PXR/RXR, PPAR*α*/RXR signaling), were inferred deregulated in mice with suboptimal levels of Hnf1a only after the onset of maturity.

Globally, these data suggest that similar to the human counterpart, suboptimal Hnf1a levels caused by the loss of one allele become evident with the onset of maturity. Despite remaining normoglycemic, the Hnf1a^HTZ^ presented an overall transcriptional landscape evocative of glucose metabolism disorder, with inactivation of pathways and processes involved in carbohydrate, lipid and energy, metabolism (especially in fully-grown mice) and an increase of the ones involved in immune response. Nevertheless, direct age comparison does not allow for an exact assessment of the process regulation dynamic over time and thus it is still unclear how suboptimal levels of Hnf1a impact maturation and ageing. Moreover, it must be established if there is an impaired/retained Hnf1a age-specific regulation or if this is abolished due to a decrease in Hnf1a levels.

### 3.4. Suboptimal Hnf1a level during maturation leads to a premature adulthood stage signature

To map the chronology of the molecular processes characterizing the ageing timeline in mice with suboptimal levels of Hnf1a, we analyzed the same developmental periods along the Hnf1a^HTZ^ timeline (Fig. 5a).

The comparative pathway analysis revealed a stark regulatory contrast between the Hnf1a^HTZ^ mice maturation period and the one of Hnf1a^WT^ mice (Fig. 5b, c, compare first and second column), the activity profile during this period being reminiscent of the one presented during adulthood in WT mice (Fig. 5b, c, compare second column and third column).

The activity pattern of most metabolic and signaling pathways in mice maturing under suboptimal Hnf1a levels (Hnf1a^HTZ^) was opposite to the one observed during normal maturation phase, evocating the one observed during the adulthood period in Hnf1a^WT^ mice (Fig. 5b, c). Amongst these, there were pathways involved in degradation of lipids and certain hormones, as well as biosynthesis of vitamins (retinoate) and hormones (estrogen) (Fig. 5b). In addition, the activity pattern of many developmental signaling, such as the ones involved in the cellular immune response, nuclear receptor signaling or pathways with known role in ageing progression (such as AMPK, mTOR, PI3K/AKT and ROS & NOS signaling) followed the same inverted trend (Fig. 5c), i.e. opposing the one observed during normal maturation and reminiscent to the one inferred during the adulthood stage in Hnf1a^WT^ mice (Fig. 5c).

In contrast, a second category of metabolic pathways, involved in the degradation of lipids and hormones, were unchanged between young and fully-grown Hnf1a^HTZ^ mice, despite being regulated during the maturation and adulthood in healthy mice with optimal Hnf1a levels (Supp. Fig. 3a). Moreover, a minority of pathways (such as Triacylglycerol (TAG) Degradation) were inferred regulated only during maturation in suboptimal Hnf1a levels (Supp. Fig. 3b). The few exceptions retaining the same activity pattern observed in mice with normal Hnf1a levels were involved in amino acid metabolism (Methionine, Valine and Cysteine) and electron transfer (Supp. Fig. 3c).

Correspondingly, the top predicted upstream regulators retained an opposing activity pattern between maturing Hnf1a^WT^ and Hnf1a^HTZ^ mice. Moreover, the Hnf1a inferred activity pattern was always in antithesis with the ones exhibited by the anti-inflammatory cytokines presented in the top (such as *Tnf, Il1b* and *Ifng*), regardless of the condition (Fig. 5d). Of note, *Hnf1a* was strongly predicted as inactivated during this stage in Hnf1a^HTZ^ mice (activation z-score −7.580). Indeed, in suboptimal Hnf1a level conditions, *Hnf1a* was observed downregulated in fully-grown as compared to young mice (Figs. 5e, *−6.759x p*<*0.0001*), this being in stark contrast to the upregulation observed during the normal maturation stage (compare with Fig. 1 f). As expected, key beta cell markers (Fig. 5 f), including the insulin genes, were also downregulated. Of interest, except for *Ins1*, *Ins2*, these genes presented an opposite regulatory pattern (upregulated) during the normal maturation stage (see Fig. 1 g). Despite this decrease in the expression level, there was no significant difference in the glucose tolerance between Hnf1a^WT^ and Hnf1a^HTZ^ fully-grown adults (Fig. 5 g, *p*=*0.9261*) measured by ipGTT, indicating the presence of compensatory mechanisms.

Furthermore, the pathway analysis of the adulthood stage in Hnf1a^HTZ^ mice revealed a swap in the activity pattern of several metabolic pathways (involved in lipid metabolism and pathway transport) compared to the previous stage (Supp Fig. 3d), indicating the maintenance of the regulatory inflection point in fully-grown Hnf1a^HTZ^ adults, although with an opposite regulation pattern than in Hnf1a^WT^. This was also true for immune system signaling, which was inferred decreased at this stage (Supp Fig. 3e) and was accompanied by an upregulation of the Hnf1a expression levels (Supp Fig. 3 f).

Globally, these data suggest that mice growing under suboptimal Hnf1a levels are unable to deploy the normal maturation program, presenting a regulatory activity evoking the adulthood patterns, such as the activation of pathways involved in the immune system response. Moreover, the fact that, besides its already suboptimal levels, there is also an age-specific Hnf1a deregulation, suggests the presence of a regulatory loop, in which targets affected by Hnf1a reduced levels, regulate, in turn, its activity. Of interest, the regulatory pattern of the immune response (especially lymphocyte and NK signaling) invariably opposed the one of Hnf1a during both postnatal development and genetic alteration, indicating a possible connection between the two.

### 3.5. Hnf1a age-specific regulation is replaced by a sustained expression in immunodeficient mice

To further explore the link between *Hnf1a* and immune response, we investigated the pattern of Hnf1a regulation and the chronology of molecular processes during adult development progression in NSG (*NOD scid gamma*) immunodeficient mice. The NSG animals are extremely immunodeficient, carrying two distinct mutations (i) *scid* (*Prkdc* mutation) and *IL2rg*^*null*^ (complete null allele of IL2 receptor gamma chain) on a NOD genetic background. These two mutations render the mice deficient in mature T and B lymphocytes (*scid*), while NK cells cytotoxic activity is very low (*IL2rg*^*nul*^*)*. Consequently, in contrast with NOD mice, NSG mice do not develop spontaneous diabetes.

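Transcripts that mark lymphocytes were close to the floor in the islets of these mice. Islet RNA from NSG mice of 6 to 40 weeks was sequenced in 17 libraries, and the deposited values are TPM, transcript levels divided by gene length and scaled to a sum of 1000000 in each library. Cd3e and Cd3g, which encode parts of the T-cell receptor complex, reached at most 0.012 and 0.0181 TPM in any library, and Trac, the constant region of the receptor's alpha chain, was listed at 0 in all 17. Among the B-cell genes, Cd19 reached 0.0159 TPM and Ms4a1, which encodes CD20, reached 0.124 TPM, while Ighm, the heavy chain of IgM, was listed at 0 in every library. The NK-cell genes Ncr1, an activating receptor, and Gzma, a granzyme, were likewise listed at 0 throughout, and Klrb1c reached 0.238 TPM. Cd4, which macrophages can also express, lay between 0.0364 and 5.81 TPM and Cd79a between 0.72 and 11.4 TPM. These 2 genes are named because their values were seen to reach 1 TPM, and no other gene of the T-, B- and NK-cell marker lists did so in any library.

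The genes that carry the mutations were both measured. Prkdc, the catalytic subunit of the DNA-dependent protein kinase (ENSMUSG00000022672), lies on the plus strand of chromosome 16 of GRCm38 from 15637866 to 15842235. Its values were 1.96 ± 1.04 TPM (SD, n = 4) at 6 weeks, 1.83 ± 1.2 TPM (SD, n = 4) at 12 weeks, 2.13 ± 2.21 TPM (SD, n = 4) at 24 weeks and 4.43 ± 1.48 TPM (SD, n = 5) at 40 weeks. Il2rg (ENSMUSG00000031304) lies on the minus strand of chromosome X from 101264378 to 101268255. It had 0.156 ± 0.106 TPM (SD, n = 4), 0.226 ± 0.126 TPM (SD, n = 4), 0.175 ± 0.114 TPM (SD, n = 4) and 0.334 ± 0.093 TPM (SD, n = 5) at the same ages, below the level set for testing. A value for the whole gene does not show which allele is carried.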

As before, we performed the transcriptomic analysis on isolated pancreatic islets from NSG mice at the same ages as previously considered (Fig. 6a). 

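The islets came from male NSG mice at 6 weeks (4 libraries), 12 weeks (4 libraries), 24 weeks (4 libraries) and 40 weeks (5 libraries). According to the paper's methods the mice also carried a transgene that places HBEGF, the receptor for diphtheria toxin, under the Ins2 promoter. The authors digested the pancreas with collagenase, separated the islets on a Histopaque gradient and collected them by hand. RNA was extracted with an RNeasy column kit (the Mini Kit in the paper's methods, the Micro Kit in the sample labels), and stranded mRNA libraries were made with depletion of ribosomal RNA. Reads were trimmed, mapped and quantified per gene in CLC Genomics Workbench, on GRCm38 according to the submitters' processing notes. The annotation release is not given in the sources used here. The deposited TPM cover 41740 genes. TPM keep no read depth, so the depth of each library is unknown and no counting interval can be given. The number of genes at 1 TPM or more was 10462 to 12671 at 6 weeks (median 12086), 9906 to 13397 at 12 weeks (median 12041), 10607 to 13773 at 24 weeks (median 11452) and 13097 to 14092 at 40 weeks (median 13628).

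Transcripts of exocrine acinar cells made up a large part of every age and less at 40 weeks. The 22 acinar markers, among them digestive enzymes, held 42.8 ± 8.75% of all TPM (SD, n = 4) at 6 weeks, 43.5 ± 10.4% (SD, n = 4) at 12 weeks, 42.2 ± 13.9% (SD, n = 4) at 24 weeks and 21.4 ± 9.91% (SD, n = 5) at 40 weeks. The 5 hormone genes Ins1, Ins2, Gcg, Sst and Ppy held 11.6 ± 6.03%, 10.5 ± 6.65%, 10.9 ± 9.17% and 25.9 ± 6.86% (SD) at the same ages. Libraries are named here by their running numbers in the series, 14 to 17 at 6 weeks, 10 to 13 at 12 weeks, 6 to 9 at 24 weeks and 1 to 5 at 40 weeks. Library 9 had the lowest acinar share of its age, 21.9%, and library 2 the lowest of all, 4.75%. Libraries 4 and 9 also held transcripts of intestinal epithelium: Fabp2, an intestinal fatty acid binding protein, was at 530 and 65.1 TPM there and at most 0.0625 TPM in the other 15 libraries. Libraries 8, 15 and 11 held transcripts of sympathetic neurons or chromaffin cells, with Dbh, which makes noradrenaline, at 192, 64.7 and 33.4 TPM and at most 0.132 TPM elsewhere.

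The 13646 genes with at least 1 TPM in at least 4 libraries were compared with limma on log2(TPM + 0.5), with the 4 ages as groups. A gene was past the threshold at an adjusted p under 0.05 and a fold change of at least 1.5. Counts of genes at an unadjusted p, here and below, also require this fold. Maturation is the comparison of 12 with 6 weeks, adulthood that of 24 with 12 weeks and ageing initiation that of 40 with 24 weeks. Fold changes on the log2(TPM + 0.5) scale understate the change of genes with low values. The median log2 fold change over all genes tested was -0.03 during maturation, 0.02 during adulthood and 0.94 during ageing initiation. Changes at ageing initiation are therefore also given relative to this median, or after median-ratio rescaling, which divides each library by the median ratio of its values to those of a mean library. The gene lists, the test, its threshold and the rule for naming genes were set before the data were examined. The names of the genes in Table S3, without values, had been read by then, so the lists of intestinal, acinar, sympathetic, interferon, circadian, cell cycle and cytochrome P450 genes are not independent of the study's results. Nothing in the paper or labels says whether each library came from its own mouse, so p-values measure the spread between these libraries, which may be technical.

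**Figure D1:**
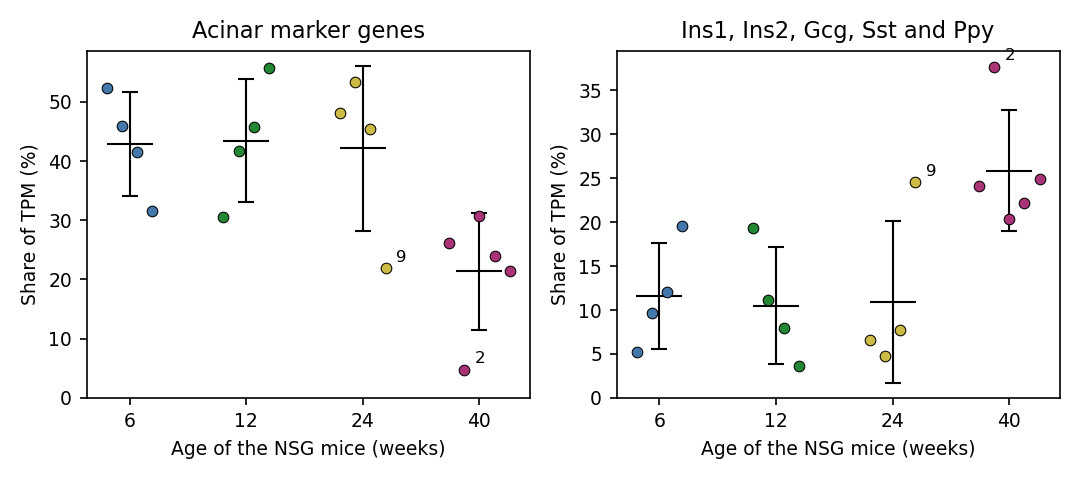
Share of all TPM (percent, vertical axis) held by the acinar markers and by the 5 hormone genes in each library, by age in weeks (horizontal axis). Points are libraries and bars the mean ± SD of each age; the mean acinar share is 42.2% at 24 weeks and 21.4% at 40 weeks, and libraries 9 and 2 are numbered.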

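Few genes of the NSG islets were past the threshold between consecutive ages up to 24 weeks, and most genes tested were higher at 40 than at 24 weeks. In simulated data, with noise drawn independently for each gene, this test recovered 6% (maturation) and 10% (adulthood) of genes changed by a log2 value of 1. Few calls therefore do not show that few genes differed. During maturation 1 gene rose and none fell in limma (51 were higher and 13 lower at an unadjusted p under 0.05 with the same fold), and during adulthood none did (42 higher and 40 lower unadjusted). During ageing initiation 8815 genes rose and 110 fell. After median-ratio rescaling the counts were 0 during maturation, 3 during adulthood and 67 during ageing initiation (45 higher and 22 lower), and 48 of these 67 were also past the threshold as deposited. The 3 genes of adulthood were Ddit4, a stress-induced inhibitor of mTOR signalling, which was higher, and Mid1 and Ptpn11, which were lower. They are named because their values were seen. At ageing initiation every library of 40 weeks lay above every library of 24 weeks for 355 genes and below it for 22, where chance gives 1.59% of the 13646 genes.

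The gene that rose during maturation was Rnase2b (ENSMUSG00000059606, plus strand of chromosome 14 of GRCm38 from 51162260 to 51163018), a member of the eosinophil-associated ribonucleases. It was at 0.197 ± 0.0397 TPM (SD, n = 4) at 6 weeks and 3.96 ± 0.542 TPM (SD, n = 4) at 12 weeks, a log2 fold change of 2.67 (standard error 0.452, adjusted p = 0.0301 from limma). All 12-week libraries lay above all 6-week libraries, which the rule for naming genes required. The exact permutation test (two-sided, p = 0.0286, the smallest p that 4 against 4 allow) therefore adds no support. During maturation 35 genes lay higher and 18 lower without overlap, where chance gives 2.86% of the 13646 genes. Rnase2b was at 21.8 ± 9.39 TPM (SD, n = 4) at 24 weeks and 25.5 ± 13 TPM (SD, n = 5) at 40 weeks. Close paralogs of this gene may share its reads. Its adjusted p was 0.602 after rescaling and between 0.0509 and 0.21 without library 4 or any 1 of libraries 10 to 17. The log2 fold change was 2.62 to 2.75 with 1 library left out and 2.04 to 3.77 over the other alternatives.

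Dbp, Nr1d1, Hba-a2, Necab2, Rbm3, Barhl1 and Ptpn11 were among the largest rises at ageing initiation. Dbp, a clock output gene, went from 2.59 ± 2.21 TPM (SD, n = 4) at 24 weeks to 21.7 ± 29 TPM (SD, n = 5) at 40 weeks, and Nr1d1, the clock repressor REV-ERB alpha, from 6.62 ± 5.51 to 27.4 ± 15.7 TPM. Library 5 of 40 weeks was at 73.6 TPM of Dbp and 55.3 TPM of Nr1d1, and the other 40-week libraries were at 8.7 ± 1.45 and 20.5 ± 2.57 TPM (SD, n = 4). The 6-week libraries were at 5.52 to 15.4 TPM of Dbp and 11.6 to 21.3 TPM of Nr1d1, and those of 12 weeks at 1.08 to 4.96 and 2.24 to 10.1 TPM. The log2 fold change of Nr1d1 during maturation was -1.63. As a set the 17 circadian clock genes did not pass at this stage (camera, adjusted p = 0.289, 0.995 with an estimated correlation and 0.0636 after median-ratio rescaling), except without library 5 (circadian clock during ageing initiation, adjusted p = 0.0466), and 13 of them rose in limma, over all genes and over the list alone (0 and 8 after rescaling). Of all 13646 genes tested, 8815 rose. The mean score of the clock list was higher by 0.38 on the log2 scale at 40 weeks after rescaling (exact permutation test, p = 0.00794 with 4 against 5 libraries). During maturation the clock list was lower (relative median -0.13, camera, adjusted p = 0.0127, 0.799 with an estimated correlation and 0.238 after rescaling). Its rescaled mean score changed by -0.19 from 6 to 12 weeks (exact permutation test, p = 0.0286). Hba-a2, an alpha-globin, went from 3.5 ± 2.71 to 20.7 ± 10.1 TPM, a log2 fold change of 2.74 (standard error 0.653, adjusted p = 0.0365 from limma). Reads of the near-identical Hba-a1 may be counted there. Necab2, a calcium-binding protein, went from 8.67 ± 8.28 to 30.9 ± 9.05 TPM, Rbm3, a cold-induced RNA-binding protein, from 12.6 ± 8.27 to 47.3 ± 13.5 TPM, Barhl1, a homeobox factor, from 1.58 ± 1.67 to 5.94 ± 1.76 TPM, and Ptpn11, the phosphatase SHP2, from 17.6 ± 13.3 to 55.9 ± 12.8 TPM. The neuropeptide gene Gal fell from 12.4 ± 4.14 to 3.81 ± 2.08 TPM (log2 fold change -1.65, standard error 0.396, adjusted p = 0.0365), and the linker histone genes Hist1h1d and Hist1h1e fell from 4.39 ± 1.52 to 1.43 ± 0.178 TPM and from 9.06 ± 3.57 to 4.49 ± 0.424 TPM. Cd300ld3 and Prkdc also rose (log2 fold changes 1.89 and 1.17), and Fetub, Kctd14 and Grpr also fell (-0.97, -0.78 and -0.65). After rescaling, Necab2 (1.09, adjusted p = 0.0291), Rbm3 (0.98, 0.0018), Barhl1 (1.05, 0.0143), Ptpn11 (0.84, 0.0018), Hist1h1d (-2.10, 0.0247) and Hist1h1e (-1.82, 0.0439) were past the threshold, and the other genes named for this stage were not (adjusted p 0.0543 to 0.217).

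The acinar share of the libraries was lower at 40 than at 24 weeks, and with the acinar score as a covariate no gene passed the threshold. The count for ageing initiation was 0 without library 2, 5 or 7, 1 without library 4 or 8, 2 without library 6 and 7240 to 12075 without any other single library apart from library 1 (6072), and it was 0 without the filter on low values and 2 with the intestinal score as a covariate.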

Along the ageing timeline fewer deregulated genes were detected in immunodeficient mice than in the immunocompetent controls (Fig. 6b), with the larges difference being observed during maturation (297 vs 2558 DEGs), suggesting that the normal maturation program is impacted by the absence of critical immune system components. Furthermore, the PCA analysis clearly discriminated between normal and immunodeficient groups (Fig. 6c). In contrast, the separation by life stage only occurred for the immunocompetent, but not NSG group, which were still clustered together, indicating fewer transcriptional differences between the stages in immunocompromised mice.

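The NSG libraries of one age did not form a group apart from the other ages in the first components. Only NSG libraries were analysed here, whereas the paper's analysis also held control mice. In a principal component analysis of the 500 genes with the largest variance, the first component held 61% of the variance. Its correlation with the acinar score was 0.797, and that with the intestinal score -0.564. The 40-week libraries lay at its lower end, from -30.3 (library 2) to -11 (library 3), together with library 9 of 24 weeks (-23.5) and library 10 of 12 weeks (-12.2), which had the lowest acinar share of their ages (21.9 and 30.6%). The other 24-week libraries, 6, 7 and 8, lay at 24.2, 28.3 and 3.58, the other 12-week libraries between -1.34 and 33.9 and the 6-week libraries between -3.95 and 28.5. The second component (12.3%) placed libraries 8, 15 and 11 of 3 different ages at 28, 15 and 8.99 and all others at 1.22 or below. Among the genes with the largest weights on it were Slc18a2, Th and Npy, which make, store or accompany noradrenaline, and Ntrk1 and Ngfr, receptors of nerve growth factor. The third component (8.12%) had a correlation of 0.689 with the intestinal score, and library 4 lay at 21.8. Among its largest weights were the interferon-stimulated gene Ifit1bl1, the alpha-defensin gene Defa30, Pigr, Cldn15 and Agr2.

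Age accounted for 34.8% of the variance of these genes (permutation test of the age labels, p = 0.0476). Shuffled labels also give a share above 0, so the share alone does not show a separation. For consecutive ages the share was 9.31% during maturation (exact permutation test, p = 0.629), 5.12% during adulthood (p = 0.857) and 32.2% during ageing initiation (p = 0.0476, n = 4 and 5). At ageing initiation the exact p was 0.0635 after median-ratio rescaling (29.9%) and 0.0556 with a pseudocount of 0.1 or 1 (25.6% and 36%). Without any 1 of libraries 1 to 8 it was above 0.05, at most 0.114 (without library 2), and the p over all ages was above 0.05 without any 1 of libraries 1 to 6, 8, 11, 12 and 14 to 17, at most 0.129 (without library 2).

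**Figure D2:**
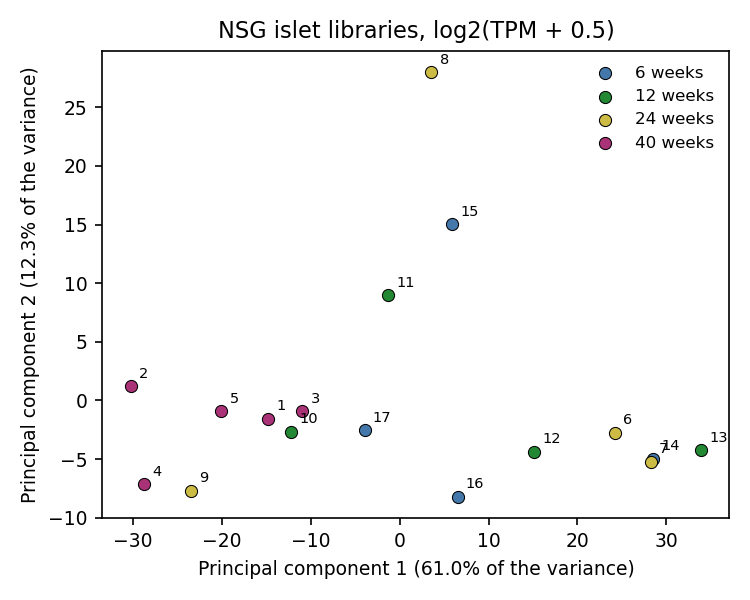
The 17 NSG islet libraries on the first (61% of the variance, horizontal axis) and second (12.3%, vertical axis) principal components of log2(TPM + 0.5) for the 500 most variable genes, coloured by age and numbered. Library 9 of 24 weeks lies at -23.5 on the first component among the 40-week libraries (-30.3 to -11), and libraries 8, 15 and 11 lie highest on the second.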

In the NSG mice, the comparison pathway analysis inferred the presence of an activity pattern for all the metabolic pathways observed to be deregulated in an age-specific manner by the suboptimal levels of Hnf1a (Fig. 6d, Fig. 5b). 

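Many enzymes that oxidize or conjugate steroids, monoamines and xenobiotics were too low in NSG islets to be tested, and none of those tested was past the threshold during adulthood. Of 58 genes of the cytochrome P450 families 1 to 3, 6 were high enough to be tested. Cyp2j6, an epoxygenase of fatty acids, was at 8.27 ± 1.8 TPM (SD, n = 4) at 6 weeks, 8.87 ± 4.15 TPM (SD, n = 4) at 12 weeks, 8.37 ± 3.64 TPM (SD, n = 4) at 24 weeks and 15.5 ± 5.67 TPM (SD, n = 5) at 40 weeks, and Cyp2d22 was at 2.02 ± 0.544, 2.8 ± 1.74, 2.36 ± 1.53 and 5.95 ± 1.16 TPM (SD). Of 21 UDP-glucuronosyltransferases, which conjugate steroids and xenobiotics, 3 were tested, and the highest, Ugt2b34, was at 23.3 ± 15.5 TPM at 12 weeks and 21 ± 20.9 TPM at 24 weeks (SD, n = 4 each). Among 5 of 21 cytosolic sulfotransferases, Sult1d1 was at 5.37 ± 3.85 and 6.92 ± 7.29 TPM at these ages, and among 4 of 7 flavin monooxygenases and aldehyde oxidases Fmo2 was at 6.35 ± 3.37 and 4.17 ± 2.11 TPM. Maob, which oxidizes monoamines, was at 59.1 ± 35.6 and 62.3 ± 56.4 TPM, and Hsd17b12, a dehydrogenase of steroids and fatty acyl chains, at 24.9 ± 13.1 and 36.8 ± 20.3 TPM.

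During adulthood no member of these 6 lists was past the threshold in limma, also when adjusted over the list alone, and none was higher or lower at an unadjusted p under 0.05 with the same fold. As sets against all other genes (camera with a preset correlation of 0.01, adjusted over all lists), none passed either: the adjusted p was 0.335 for cytochrome P450, 0.633 for UDP-glucuronosyltransferases, 0.576 for sulfotransferases, 0.0924 for flavin monooxygenases, 0.0538 for monoamine and aldehyde oxidation and 0.305 for 17-beta hydroxysteroid dehydrogenases. Their median log2 fold changes relative to all genes were -0.13, -0.01, 0.16, -0.19, 0.10 and 0.04. The P450 list holds genes seen in Table S3. Ingenuity Pathway Analysis was not run here. The set of flavin monooxygenases had an adjusted p of 0.038 without library 9 (-0.36) and 0.0164 with the 3 marker scores as covariates (-0.35), and that of monoamine and aldehyde oxidation had 0.0466, 0.0456, 0.0459 and 0.0171 without library 4, 6, 9 or 13.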

Of note, their activity profile is similar to the one presented during normal maturation in control immunocompetent mice. 

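The P450 and UDP-glucuronosyltransferase transcripts of NSG islets were spread widely among the libraries of 12 and of 24 weeks, and the ranges of these ages overlapped. Summed over the families 1 to 3, P450 transcripts were at 32, 23.2, 12.7 and 9.58 TPM in libraries 10 to 13 of 12 weeks and at 10.9, 13.5, 22 and 71.9 TPM in libraries 6 to 9 of 24 weeks. UDP-glucuronosyltransferases were at 51.5, 27.3, 18.1 and 9.75 TPM in libraries 10 to 13 and at 11.3, 12, 15.2 and 76.6 TPM in libraries 6 to 9. Ugt2b34 alone was at 52.3 TPM in library 9, and it reached 44.5 TPM at 12 weeks. In library 9, Cyp2d26 was at 9.64 TPM against at most 0.0325 TPM in the other 24-week libraries, Cyp3a13 at 6.26 TPM, Cyp3a25 at 5.96 TPM and Ugt1a1, the glucuronosyltransferase of bilirubin, at 3.54 TPM. These genes were singled out after their values were seen. In library 4 of 40 weeks the same 4 genes were at 51.1, 33, 44.1 and 25.8 TPM, and the sums were 359 TPM for P450 and 198 TPM for UDP-glucuronosyltransferases. The P450 sums of the other 40-week libraries were 26.4 to 42.7 TPM. Libraries 4 and 9 are those that hold transcripts of intestinal epithelium: Alpi, the intestinal alkaline phosphatase, was at 450 and 83.2 TPM and Sis, sucrase-isomaltase, at 61.9 and 15.6 TPM, against at most 0.0393 and 0.00786 TPM in the other 15 libraries. Summed over all intestinal markers, these libraries held 1840 and 396 TPM and the others 12.5 to 152 TPM.

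**Figure D3:**
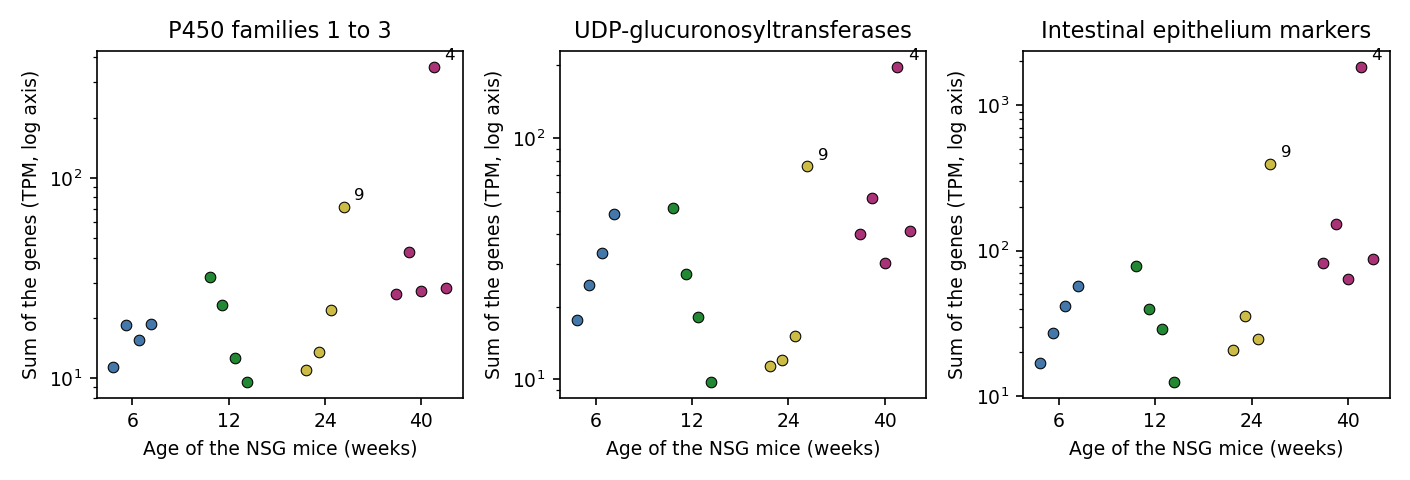
Summed TPM (log axis) of the cytochrome P450 families 1 to 3, of the UDP-glucuronosyltransferases and of the intestinal epithelium markers in each library, by age in weeks. Libraries 4 and 9, numbered, have the highest sum of their age in all panels, such as 71.9 TPM of P450 in library 9 against 10.9 to 22 TPM in the other 24-week libraries.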

Interestingly, while this is reversed during the next stage in normal healthy mice, it is initiated during the adulthood of the immunodeficient counterpart (Fig. 6d).

In contrast, pathways which were not impacted by Hnf1a levels, such as the ones involved in amino acids metabolism, followed a different activity pattern, being largely not regulated in NSG mice until ageing initiation (Supp. Fig. 4a).

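No gene of the 3 lists of amino acid metabolism was past the threshold in NSG islets during maturation or adulthood, and some of each list were at ageing initiation. Of all 13646 genes tested, 1 and 0 were past it at the earlier stages and 8925 at ageing initiation. The stage pattern is therefore not particular to these lists, and a smaller part of each list than of all genes was past the threshold at ageing initiation. In limma 0 of 15 genes of methionine and cysteine metabolism, 0 of 18 of branched-chain amino acid degradation and 0 of 25 of other amino acid synthesis and degradation passed at either of the earlier stages, also when adjusted over the list alone. At an unadjusted p under 0.05 there was 1 gene, Arg2, the mitochondrial arginase, at 4.26 ± 1.07 TPM (SD, n = 4) at 12 weeks and 21.2 ± 4.94 TPM (SD, n = 4) at 24 weeks. During ageing initiation 4 genes of methionine and cysteine metabolism rose and 1 fell (2 and 1 when adjusted over the list alone), 2 of branched-chain amino acid degradation rose (0 over the list alone) and 4 of the other genes rose and 2 fell (0 over the list alone). After median-ratio rescaling none of the 3 lists had a gene past the threshold over all genes, and over the list alone 5, 5 and 13 genes were lower and none higher. Ahcyl1 rose from 29.7 ± 22 TPM (SD, n = 4) to 63.5 ± 15.8 TPM (SD, n = 5), Gclm, a subunit of the enzyme that starts glutathione synthesis, from 10.2 ± 7.17 to 20.1 ± 4.38 TPM and Glul, glutamine synthetase, from 72 ± 59.3 to 152 ± 41.5 TPM. Arg1, the cytosolic arginase, rose from 8.87 ± 7.46 to 22.8 ± 6.02 TPM (log2 fold change 1.57, standard error 0.464, adjusted p = 0.0365). Cth, which makes cysteine, fell from 12.4 ± 3.83 to 6.21 ± 3.05 TPM, and Gatm, the first enzyme of creatine synthesis, from 159 ± 36.6 to 85.5 ± 23.4 TPM (log2 fold change -0.90, standard error 0.316, adjusted p = 0.0365).

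Relative to all genes, the medians of the 3 lists at ageing initiation were below 0: -0.295 for methionine and cysteine metabolism (camera, adjusted p = 1.06e-05, and adjusted p = 0.383 with an estimated correlation), -0.39 for branched-chain amino acid degradation (adjusted p = 0.00148, and 0.995 with an estimated correlation) and -0.58 for the other genes (adjusted p = 7.33e-21, and 0.00327 with an estimated correlation). During maturation the relative medians were -0.01 (adjusted p = 0.906), 0.02 (0.739) and -0.05 (adjusted p = 0.0209, and 0.62 with an estimated correlation), and for the first and second the median and the test differ in sign. The list of other amino acid synthesis and degradation during maturation had -0.04 after median-ratio rescaling (adjusted p = 0.493) and had an adjusted p of 0.678, 0.139, 0.853 and 0.0775 without library 10, 11, 14 or 15 (relative median 0.06 and 0.04 without 10 and 14), and the second had 0.0324 without library 13. During adulthood the relative medians were 0.05 (adjusted p = 0.0609), 0.04 (0.178) and 0.13 (adjusted p = 8e-07, and 0.19 with an estimated correlation). The set of methionine and cysteine metabolism during adulthood had an adjusted p of 0.0408, 0.000977 and 0.00145 without library 2, 9 or 13, that of branched-chain amino acid degradation during adulthood 0.0212 and 0.00427 without library 9 or 13, and the other genes 0.0504 without library 10. After median-ratio rescaling neither Arg1 (0.58, adjusted p = 0.0648) nor Gatm (-1.94, adjusted p = 0.0644) was past the threshold, and both lost their call without library 2, 4, 5, 6, 7 or 8 (Arg1, adjusted p 0.0605 to 0.15).

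Genes that the transcription factor ATF4 induces when amino acids are short were higher at 24 than at 12 weeks as a set. The median of 13 such genes was 0.52 relative to all genes (camera, adjusted p = 1.71e-33, and 0.00133 with an estimated correlation), and the mean score of every 24-week library lay above those of 12 weeks (exact permutation test, p = 0.0286, the smallest that 4 against 4 allow), which did not hold after median-ratio rescaling (exact p = 0.143, with the set at an adjusted p of 6.72e-08). During maturation the same genes had -0.17 (camera, adjusted p = 3.39e-06, 0.213 with an estimated correlation and 0.133 after median-ratio rescaling), with Chac1 at 14.1 ± 3.27 TPM (SD, n = 4) at 6 weeks. During adulthood none was past the threshold over all genes (6 unadjusted, and 1 over all genes after rescaling), and 5 were when adjusted over the list alone. Chac1, which degrades glutathione, was at 7.25 ± 1.67 TPM (SD, n = 4) at 12 weeks and 37.8 ± 16.1 TPM (SD, n = 4) at 24 weeks (log2 fold change 2.18, standard error 0.385, adjusted p = 0.0583), and Fgf21, a stress-induced hormone, at 2.22 ± 0.308 and 15.4 ± 9.51 TPM (log2 fold change 2.12, standard error 0.498, adjusted p = 0.716). Trib3, a pseudokinase, was at 2.67 ± 1.53 and 6.66 ± 1.02 TPM. During ageing initiation the relative median was -0.68 (camera, adjusted p = 6.04e-15, and 0.0183 with an estimated correlation): Atf4, Atf3 and Sesn2 rose and Chac1, Stc2 and Fgf21 fell (1 and 3 over the list alone; after median-ratio rescaling 0 and 1 over all genes, and 0 and 9 over the list alone), with Chac1 at 14.2 ± 3.7 TPM and Fgf21 at 2.42 ± 1.02 TPM at 40 weeks (SD, n = 5). In library 9, which has a lower acinar share than the other 24-week libraries, Chac1 was at 14.3 TPM and Fgf21 at 1.8 TPM, against 40 to 49.5 and 16.3 to 23.1 TPM in libraries 6 to 8. Without library 9 the adjusted p of Chac1 during adulthood was 6.28e-05 (log2 fold change 2.59) and that of Fgf21 during adulthood 1.68e-05 (2.90), and without library 2 that of Chac1 was 0.0459.

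**Figure D4:**
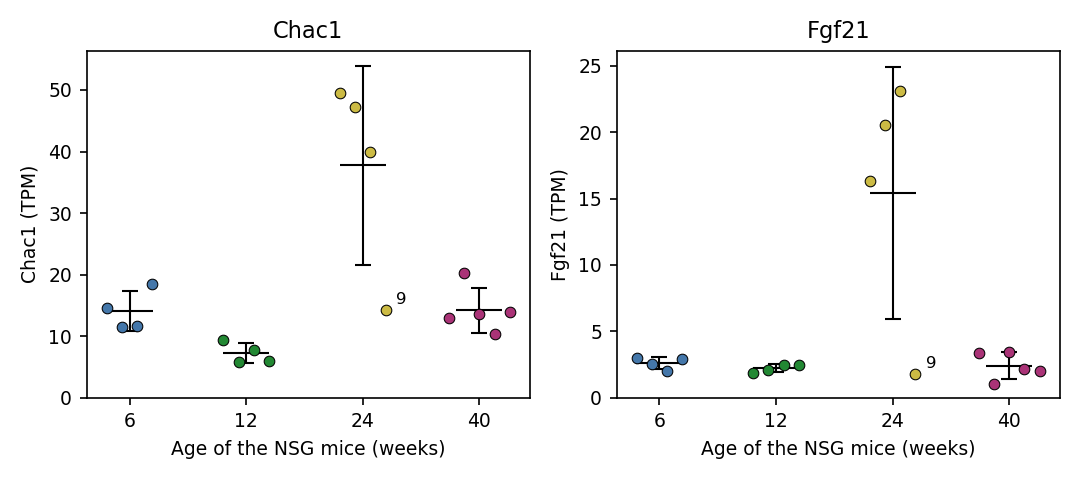
TPM of Chac1 and Fgf21 (vertical axes) in each library by age in weeks (horizontal axis), with the mean ± SD of each age. Chac1 is 37.8 ± 16.1 TPM at 24 weeks and 14.2 ± 3.7 TPM at 40 weeks, and library 9, numbered, lies below the other 24-week libraries.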

Considering that during normal maturation the inferred activity status of the pathways regulated by Hnf1a was in direct relationship with the *Hnf1a* expression levels, we investigated the *Hnf1a* expression pattern. This was unchanged during all stages (Fig. 6e), suggesting that *Hnf1a* modulations are dependent on an immunocompetent environment. Moreover, neither the three main islet hormones (Supp. Fig. 4b), nor key beta- or alpha-cell specific markers (Supp. Fig. 4c) were found deregulated along the timeline.

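Hnf1a (ENSMUSG00000029556) lies on the minus strand of chromosome 5 of GRCm38 from 114948980 to 114971094. It was at 3.79 ± 1.18 TPM (SD, n = 4) at 6 weeks, 3.93 ± 1.81 TPM (SD, n = 4) at 12 weeks, 5 ± 2.48 TPM (SD, n = 4) at 24 weeks and 7.66 ± 2.41 TPM (SD, n = 5) at 40 weeks. The log2 fold change was -0.01 during maturation (standard error 0.387, adjusted p = 1 from limma), 0.32 during adulthood (standard error 0.387, adjusted p = 1) and 0.61 during ageing initiation (standard error 0.367, adjusted p = 0.122). Exact permutation tests, two-sided, gave p = 1, p = 0.457 and p = 0.0952 for the same comparisons. The test of any difference among the 4 ages gave an adjusted p of 0.0739. The mean at 24 weeks includes library 9 at 8.7 TPM, and the other 3 libraries of that age were at 3.44 to 4 TPM.

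At ageing initiation the median of all genes moved by more than Hnf1a did. After median-ratio rescaling the log2 fold changes of Hnf1a were 0.01, 0.32 and -0.34 (adjusted p = 1 for maturation and 0.0816 for ageing initiation), and with the acinar score as a covariate the last was -0.058 (adjusted p = 0.929). Without library 9 the change at ageing initiation was 0.89 (adjusted p = 0.0193), and with sample quality weights estimated gene by gene it was 0.74 (adjusted p = 8.72e-06). With rescaling and without libraries 4, 8, 9, 11 and 15 it was -0.59 (adjusted p = 0.011). These weights and this set of libraries were chosen after the values were seen. From the unchanged level over all stages, the paper proposes that modulation of Hnf1a depends on an immunocompetent environment.

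**Figure D5:**
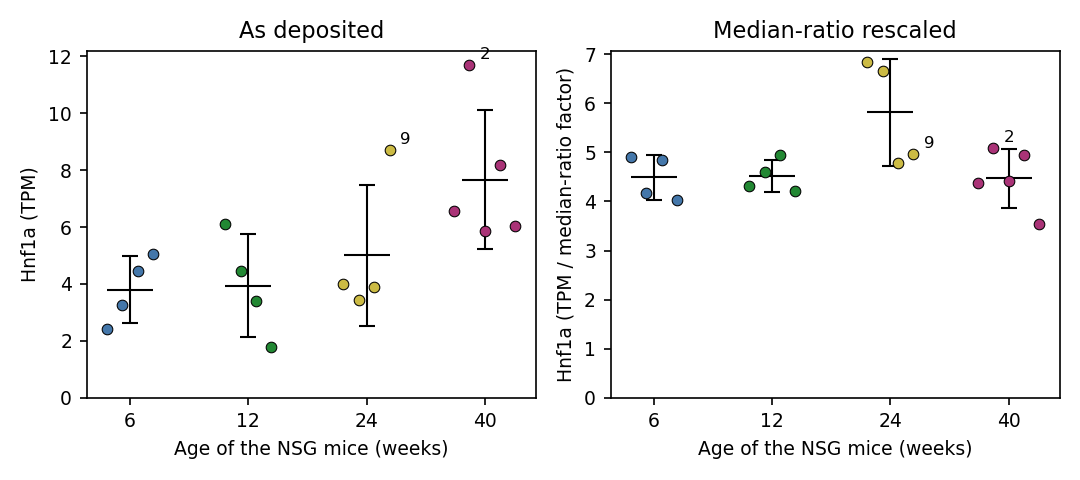
Hnf1a in each NSG islet library by age in weeks (horizontal axis), as TPM (left) and after median-ratio rescaling (right), with the mean ± SD of each age. As TPM the mean is 5 at 24 weeks and 7.66 at 40 weeks, and after rescaling the log2 fold change between these ages is -0.34.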

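No hormone gene and no beta- or alpha-cell marker of the 12 genes examined, Hnf1a included, was past the threshold during maturation or adulthood in limma (none at an unadjusted p under 0.05 with the same fold), and 10 of the 12, all but Arx and Hnf1a, were past it at ageing initiation, higher at 40 than at 24 weeks. Of all 13646 genes tested, 8815 rose at that stage. Ins2, the main insulin gene of the mouse, was at 63403 ± 32756 TPM (SD, n = 4) at 6 weeks, 58270 ± 37358 TPM (SD, n = 4) at 12 weeks, 61231 ± 51346 TPM (SD, n = 4) at 24 weeks and 147480 ± 39471 TPM (SD, n = 5) at 40 weeks, a log2 fold change of 1.54 at ageing initiation (adjusted p = 0.0365). Gcg, which encodes glucagon, was at 7699 ± 3751, 7366 ± 4659, 5507 ± 5009 and 11899 ± 2634 TPM (SD; log2 fold change 1.46), and Sst, which encodes somatostatin, rose from 4931 ± 4089 TPM at 24 weeks to 10477 ± 2894 TPM at 40 weeks (1.35). Ins1 and Ppy rose by 1.53 and 1.26 on the log2 scale. Pdx1, a transcription factor of beta cells, was at 58.7 ± 58.1 TPM at 24 weeks and 134 ± 33.6 TPM at 40 weeks (1.57), Mafa, which drives insulin transcription, at 159 ± 120 and 392 ± 119 TPM (1.50), and Nkx6-1 and Neurod1 changed by 1.33 and 1.57. Mafb, expressed in alpha cells of adult mice, went from 5.91 ± 4.76 to 11.6 ± 2.31 TPM (1.14). Arx, the factor that sets alpha-cell identity, was at 1.24 ± 1.14 and 2.24 ± 0.671 TPM (0.81, adjusted p = 0.0565) and did not pass the test.

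As sets under a preset correlation of 0.01, the 9 alpha-cell markers were lower than all genes during maturation (relative median -0.11, camera, adjusted p = 0.0186, 0.799 with an estimated correlation and 0.00814 after median-ratio rescaling) and adulthood (-0.33, adjusted p = 0.000939, 0.808 and 0.000926), and the 12 genes were lower during adulthood (-0.19, adjusted p = 0.0384, 0.833 and 0.0437). The sets alpha-cell markers during maturation (adjusted p = 0.24 and 0.149 without library 13 or 17) and genes the paper names for NSG islets during adulthood (0.164, 0.247, 0.141 and 0.263 without library 7, 8, 10 or 12) depended on single libraries.

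The steps at ageing initiation came with the fall of the acinar share and the higher hormone share of the 40-week libraries. After median-ratio rescaling the changes at ageing initiation were 0.50 for Ins2, 0.41 for Gcg, 0.31 for Sst, 0.53 for Pdx1, 0.46 for Mafa and 0.08 for Arx, and none of the 12 genes was past the threshold. The count of 10 was also 0 with the acinar or the intestinal score as a covariate, without the filter on low values, and without library 2, 4, 5, 6, 7 or 8. In library 9 of 24 weeks Ins2 was at 137520 TPM, against 26451 to 43453 TPM in the other libraries of that age.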

To identify if the lack of *Hnf1a* age-specific regulation is caused by constantly high levels or, alternatively, by a transcriptional block, we compared *Hnf1a* expression between the immunodeficient and immunocompetent environments. *Hnf1a* was found to be significantly upregulated in the NSG mice (Fig. 6 f) at all time points except in fully-grown adults (12-week-old), the reason for this exception being the transient *Hnf1a* upregulation at this particular time point in immunocompetent mice (see Fig. 1 f). Confirmatory, we also observed more cells expressing Hnf1a protein in NSG islets (Fig. 6 g). These data suggest that in the absence of a competent immune system the transient regulation of *Hnf1a* observed during normal postnatal development is replaced by a sustained expression, possibly explaining the activation pattern inferred for the metabolic pathways regulated by *Hnf1a*.

Consistent with the *Hnf1a* expression pattern, key beta-cell markers exhibited the same sustained upregulation trend (Supp. Fig. 4d). Furthermore, the insulin volume was significantly higher in immunodeficient mice at all time points except ageing 40 weeks-old adults (Fig. 6 h), suggesting that constantly increased *Hnf1a* levels might lead to changes in islet size and functionality. Indeed, glucose tolerance was improved in NSG mice (showed by ipGTT in Fig. 6i, *p*=*0.0388*), probably due to an increased insulin release at 30 minutes following glucose administration (see plasma insulin levels in Fig. 6j, *p*=*0289*).

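Under a preset correlation between genes, lists of central metabolism and protein synthesis differed from all other genes at some stages in NSG islets. None of the 5 lists passed with an estimated correlation, during adulthood or ageing initiation. During adulthood 77 subunits of oxidative phosphorylation had a median log2 fold change of 0.11 relative to all genes (camera, adjusted p = 4.63e-06, and adjusted p = 0.833 with an estimated correlation). Among them Ndufs7, a subunit of complex I, was at 18.8 ± 4.69 TPM (SD, n = 4) at 12 weeks and 22.9 ± 6.03 TPM (SD, n = 4) at 24 weeks. The 15 glycolysis genes had a relative median of 0.27 (adjusted p = 0.000939, and 0.808 with an estimated correlation), with Ldha, which makes lactate, at 12.9 ± 3.74 and 23.2 ± 12 TPM and Pgk1 at 41.4 ± 19.1 and 66.8 ± 43.3 TPM. The 16 genes of the unfolded protein response had 0.40 (adjusted p = 3.94e-12, and 0.255 with an estimated correlation), with Creld2, an endoplasmic reticulum stress gene, at 61.7 ± 14.9 and 107 ± 45.6 TPM. The 18 cytosolic aminoacyl-tRNA synthetases had 0.30 (adjusted p = 1.67e-11, and 0.521 with an estimated correlation), and 79 cytosolic ribosomal proteins had 0.10 (adjusted p = 5.59e-07, and 0.833 with an estimated correlation), with Rpl12 at 151 ± 13.9 and 183 ± 31.2 TPM. No member of these 5 lists was past the threshold during adulthood in limma, over all genes or when adjusted over the list alone, and none was so at an unadjusted p under 0.05. After median-ratio rescaling 1 gene of the unfolded protein response was higher over the list alone.

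During ageing initiation the relative medians were -0.53 for ribosomal proteins (adjusted p = 4.59e-08, and 0.995 with an estimated correlation) and -0.45 for the unfolded protein response (adjusted p = 1.43e-06, and 0.632 with an estimated correlation). In each of these lists 1 member rose and none fell (0 over the list alone), and after median-ratio rescaling 54 of the 79 ribosomal protein genes and 7 of the unfolded protein response were lower over the list alone, with none higher (0 and 1 lower over all genes). Of the aminoacyl-tRNA synthetases 3 rose (0 over the list alone, and 5 were lower there after rescaling), with a relative median of -0.36 (adjusted p = 0.0723, 6.18e-10 after median-ratio rescaling, and 0.0131 and 0.0389 without library 2 or 7). Subunits of oxidative phosphorylation had a relative median of -0.22 at ageing initiation (adjusted p = 0.929, 0.995 with an estimated correlation and 3.09e-13, lower, after median-ratio rescaling), with 26 of 77 higher (0 over the list alone). Glycolysis had -0.06 (adjusted p = 0.167, 0.995 with an estimated correlation and 0.357 after rescaling; for glycolysis during ageing initiation 0.0244 and 0.0201 without library 6 or 7, and a relative median of 0.14 without library 8), with 5 of 15 higher (4 over the list alone). Of all 13646 genes tested, 8815 rose at ageing initiation. After rescaling no member of the oxidative phosphorylation and glycolysis lists was past the threshold, over all genes or over the list alone. During adulthood the glycolysis median was -0.01 without library 8 (adjusted p = 0.941), which holds transcripts of sympathetic neurons or chromaffin cells. The 12 markers of those cells had a relative median of 0.41 at that stage (camera, adjusted p = 0.00334, 0.833 with an estimated correlation and 0.234 after rescaling) and of -0.59 without library 8; as sympathetic neuron and chromaffin cell markers during adulthood they had an adjusted p of 0.965 without library 10. The median of ribosomal proteins during adulthood was -0.03 and -0.04 without library 6 or 7 (adjusted p = 0.217 and 0.157) and had an adjusted p of 0.0752 after median-ratio rescaling.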

Overall, these data suggest that, along with the anticipated immune system signature differences, the immunodeficient mice with sustained *Hnf1a* levels present age-specific metabolic changes.

### 3.6. HNF1A regulation and metabolic pathways profile are similar between human and mice

To establish if any of the above observations are translatable in human islets, we further assessed human islets isolated from cadaveric donors following their grouping according to the age decade. Due to the scarcity of the material and limitations related to the pre-processing of the material, we could analyze only three age-groups (i) 35–49 – (here after quadragenerians or 40 s), (ii) 50–59 (here after quinquagenarians 50 s) and (iii) 60–69 (here after sexagenarians or 60 s) by TMT-plex global proteomics.

We first performed the comparison between quadragenerians and sexagenarians, which revealed 1583 proteins with significantly different (FC≥1.5, p<0.05) abundancy levels (DEPs) in islets (Fig. 7a). Interestingly, very few proteins presented increased abundancy in sexagenarians (106), most being exhibiting decreased levels (93.4 %). Importantly, HNF1A was detected amongst these DEPs, being downregulated (−16.55x) in the older group (Fig. 7b), suggesting its involvement in the regulation of age-specific processes also in humans.

The pathway analysis revealed signaling involved regulating the carbohydrate and lipid metabolism balance, second messenger signaling and autophagy (Fig. 7c), all inferred as inhibited in the sexagenarians. Furthermore, the comparison analysis revealed several canonical pathways, which exhibited the same activity pattern as the one inferred between ageing and fully-grown mice (Fig. 7d). Amongst these, there were pathways involved in lipid metabolism, growth (such as Hippo signaling, Autophagy, Insulin Secretion, SNARE) and intracellular signaling (such as RAC, RHOGDI, Integrin). Of interest, only two pathways were inferred as activated: Hippo (involved in regulating organ size, growth and proliferation) and RHOGDI (cytoskeletal organization, membrane trafficking, growth).

Last, the comparison between quinquagenarians’ and sexagenarians’ islets revealed only 661 DEPs (Fig. 7e). As before, most proteins exhibited significantly less abundancy levels in the older group (84.3 %). Interestingly almost the same number of proteins were detected to be more abundant in sexagenarians (104 DEPs), with 50 (~50 %) being commonly upregulated in both comparisons. In this comparison HNF1A was not significantly regulated (p=0.063), however several key endocrine (CHGA) and islet markers, including the hormones GCG and Ghrelin (GHRL, detectable only in the adult human, but not mouse, islet), showed a significant decrease in abundancy levels (Fig. 7 f). Of interest, the comparison analysis determined that most of the pathways with a predicted activity pattern in the previous comparison (between the more distant groups the sexagenarians and quadragenerians) were not inferred regulated between the two older groups (Fig. 7 g, compare first and last column).

Overall, these data suggest a certain level of conservation of the age-specific regulatory landscapes and metabolic processes between mice and human islets.

## 4. Discussions

The complexity of the maturation and ageing processes, involving a wide range of cellular and molecular changes, makes their comprehensive characterization extremely challenging. In this study we focused on the characterization of the dynamic transcriptional changes characterizing the murine islet adult development process. Briefly, we show that post-pubertal murine islets exhibit significant non-linear changes in the transcriptional landscape during maturation, adulthood, and ageing initiation. Their developmental curve is characterized by a regulatory inflection point in fully-grown adults (~12-week-old). We identified that Hnf1a, a key regulator of pancreatic islet fate and functionality, follows the same regulatory dynamic. Suboptimal levels of *Hnf1a*, caused by the loss of one allele, reverse its age-specific regulatory dynamic, impacting mostly the maturation stage. This leads to a switch in the activity pattern of several key metabolic processes, generating a regulatory landscape similar to the one observed during the adulthood of control mice. In addition, the regulatory pattern of the immune response signaling invariably opposed the one of Hnf1a during both postnatal development and genetic alteration. We observe that in severely immunodeficient mice, Hnf1a age-specific regulation is replaced by sustained expression coupled with improved glucose tolerance and age-specific metabolic changes. Finally, we show that the regulatory profile of HNF1A as well as the one of many signaling and metabolic pathways was similar in adult human islets.

Changes in energy homeostasis represent one of the main hallmarks of adulthood progression and ageing. Lipid metabolism plays an important role in life-span regulation (Johnson and Stolzing, 2019), with the ability of oxidizing fat being shown to decrease with age (Toth and Tchernof, 2000). Moreover, studies in several model systems, including rodents, demonstrated that different genetic and nongenetic interventions leading to improved lipid metabolism significantly extend lifespan and is accompanied by enhanced tolerance to oxidative stress (Johnson and Stolzing, 2019). During the final maturation stage (from young to fully-grown adults), we identified a switch in the energy balance, defined by an increase in lipid- and a decrease in carbohydrate metabolism, coupled with reduced ROS synthesis. Interestingly, as lipid signaling is absolutely necessary for the *in vivo* beta-cells’ glucose- and non-glucose-stimulated insulin secretion (Dobbins, 1998; Langlois et al., 2021; Roduit, 2004), these results suggest a more effective islet function in fully-grown adults and an improved energetic profile. This is accordance with previous studies (Stolovich-Rain, 2015) indicating that weaning (i.e. switch from milk-based diet to standardized chow usually around 3-weeks of age) triggers a discrete maturation step in the islet. Admittedly, our first analysis time-point (6-week-old) is significantly later than the moment of weaning (3-week-old), suggesting that the maturation process still refines between 6- and 12-weeks of age.

In contrast, in middle-aged adults, lipid oxidation (especially fatty acid) is decreased, while ROS synthesis is increased, a combination observed in many tissues during the normal ageing process (Johnson and Stolzing, 2019; Levadoux, 2001; Solomon et al., 2008). Moreover, the age-dependent modulation of energy metabolism was also reported by *in vivo* quantitative proteomics following a comparison in 1-month-old and 1-year-old mice (Wortham, 2018). However, the wide time range covered by this comparison and the difference in time-points does not allow for a comparison analysis with the data presented here.

Another feature of ageing is immunosenescence leading to chronic low-grade inflammation caused by the persistent activation of the immune system (Fulop, 2017; Franceschi, 2000). Indeed, the transient downregulation in the inflammatory response observed in fully-grown mice, was reversed during the later stages. This is in line with previous observations in rat islets, where an age-related persistent low-grade inflammation status was identified by comparing two age time points) (Sandovici, 2016).

The age-dependent hormone regulation pattern was characterized by a significant reduction of somatostatin and glucagon expression with adulthood progression. The decrease of glucagon expression with age was previously reported in an older study, while the same work did not observe a decrease in somatostatin, probably because of the difference in the sensitivity of the technique employed (Perfetti et al., 1996).

At cellular level, the decrease in hormone expression was paralleled by a significant decrease in glucagon and somatostatin cell numbers in ageing adults. In contrast, the insulin volume increased, while insulin transcripts remained stable. This apparent counterintuitive tendency is resolved by an elegant study by Dor and colleagues (Anzi, 2018) showing that mouse beta cells grow significantly during postnatal life, reaching a peak in cell volume at around 8.5 mo (~34-week-old). These observations were also confirmed by independent studies addressing the morphology and physiology of ageing islets, showing an aged-related increase in islet size and beta cell mass (Tuduri, 2022), while glycemia and insulin levels in the plasma were unchanged with age even in very old mice (Kehm, 2018). If this is a compensatory mechanism for coping with the increase in insulin demand or age-related decline in beta-cell function remains to be uncovered (Anzi, 2018). Although surprising, the stable insulin expression along the age timeline was also observed in rat islets by qPCR quantification in rats from to 2- to 24-month-old (Giddings et al., 1995) as well as in human islets of diverse ages, where insulin mRNA levels were also stable with age (Arda, 2016).

Pathway and network analysis of the transcriptomic landscape proved to be an efficient tool for pinpointing novel gene candidates regulating the ageing process (Kaletsky, 2018; Wang, 2022; Yang, 2016; Cohen, 2022). By using this approach, we identified Hnf1a as a top upstream transcriptional regulator with observed modulations during maturation, adulthood, and ageing initiation. Hnf1a is a key regulator of pancreas development (Servitja, 2009), its suboptimal expression levels being responsible for the most prevalent form of maturity onset monogenic diabetes (HNF1A-MODY or MODY3) (Yamagata, 1996). Here we used a novel conditional mouse model that allowed the study of the post-natal development in the pancreatic islet with suboptimal levels of Hnf1a, however in the absence of the confounding effects caused by hyperglycemia and diabetes. Interestingly, similar to the human counterpart, the effect of suboptimal Hnf1a levels on the transcriptional landscape become evident with the onset of maturity. Of note, the maturation stage regulatory fingerprint in these mice resembles the one mapped during healthy control adulthood, characterized by reduced lipid oxidation and increased inflammation, suggesting a possible premature metabolic maturation in this model. Moreover, the activity pattern of the immune response (especially lymphocyte and NK signaling) invariably opposed the one of Hnf1a during both maturation and genetic alteration, indicating a possible connection between the two.

To our knowledge, this is the first study involving Hnf1a in the natural maturation/ageing processes, besides a recent report linking, in silica, Hnf1a to the low muscle mass in elderly women (Jales Neto, 2021). In contrast, there is a slightly larger body of recent literature linking Hnf1a to inflammation and immune system response in diverse disease models, such as heart disease or steatohepatitis (He, 2022; Armendariz and Krauss, 2009). However, the finding of a direct or indirect regulatory loop between Hnf1a and the immune system signaling, especially inflammation is, to our knowledge, new. We show here that suboptimal Hnf1a levels increased the inflammatory activity, while in immunodeficient mice Hnf1a expression is persistently upregulated as compared to immunocompetent mice. This suggests a regulatory crosstalk, yet it also stems a chicken and egg dilemma regarding the trigger of this loop, which will require further investigation. Based on the principle of Occam’s razor (“The simplest explanation is the most likely one”) it is tempting to speculate that the chronic low-grade inflammation occurring with islet chronologically ageing passively causes the decrease of Hnf1a expression, a scenario backed by Hnf1a constitutively high levels in immunodeficient mice. In contrast, Hnf1a actively modulates the immune system signature as its suboptimal level triggers a regulation pattern inversion of both immune signaling and itself.

Taken together, we propose here a model where Hnf1a is involved in islet post-natal development by regulating the energy metabolism and immune signaling, being in turn controlled by immune system modulations.

Nevertheless, while endorsing this model, one should carefully consider the specific limitations of the study, like the absence of a comprehensive experimental validation of the observed immune signatures. Moreover, the important impact of the inherent mouse strain differences on the observed differential signature between the immunodeficient and immunocompetent backgrounds should be assumed, however this could not be demultiplexed in the current analyses. Along the same line, this study is almost entirely based transcriptomics analysis, thus it is not covering the posttranscriptional and posttranslational modifications that could impact the actual process regulation. Despite these limitations, the results presented here aim to promote future experimentally driven research into further deciphering the Hnf1a role in ageing and inflammation.

## Supplementary Material

Table S2

Table S1

Table S3

Table S4

Figure S1

Figure S2

Figure S3

Figure S4

## Figures and Tables

**Fig. 1.**
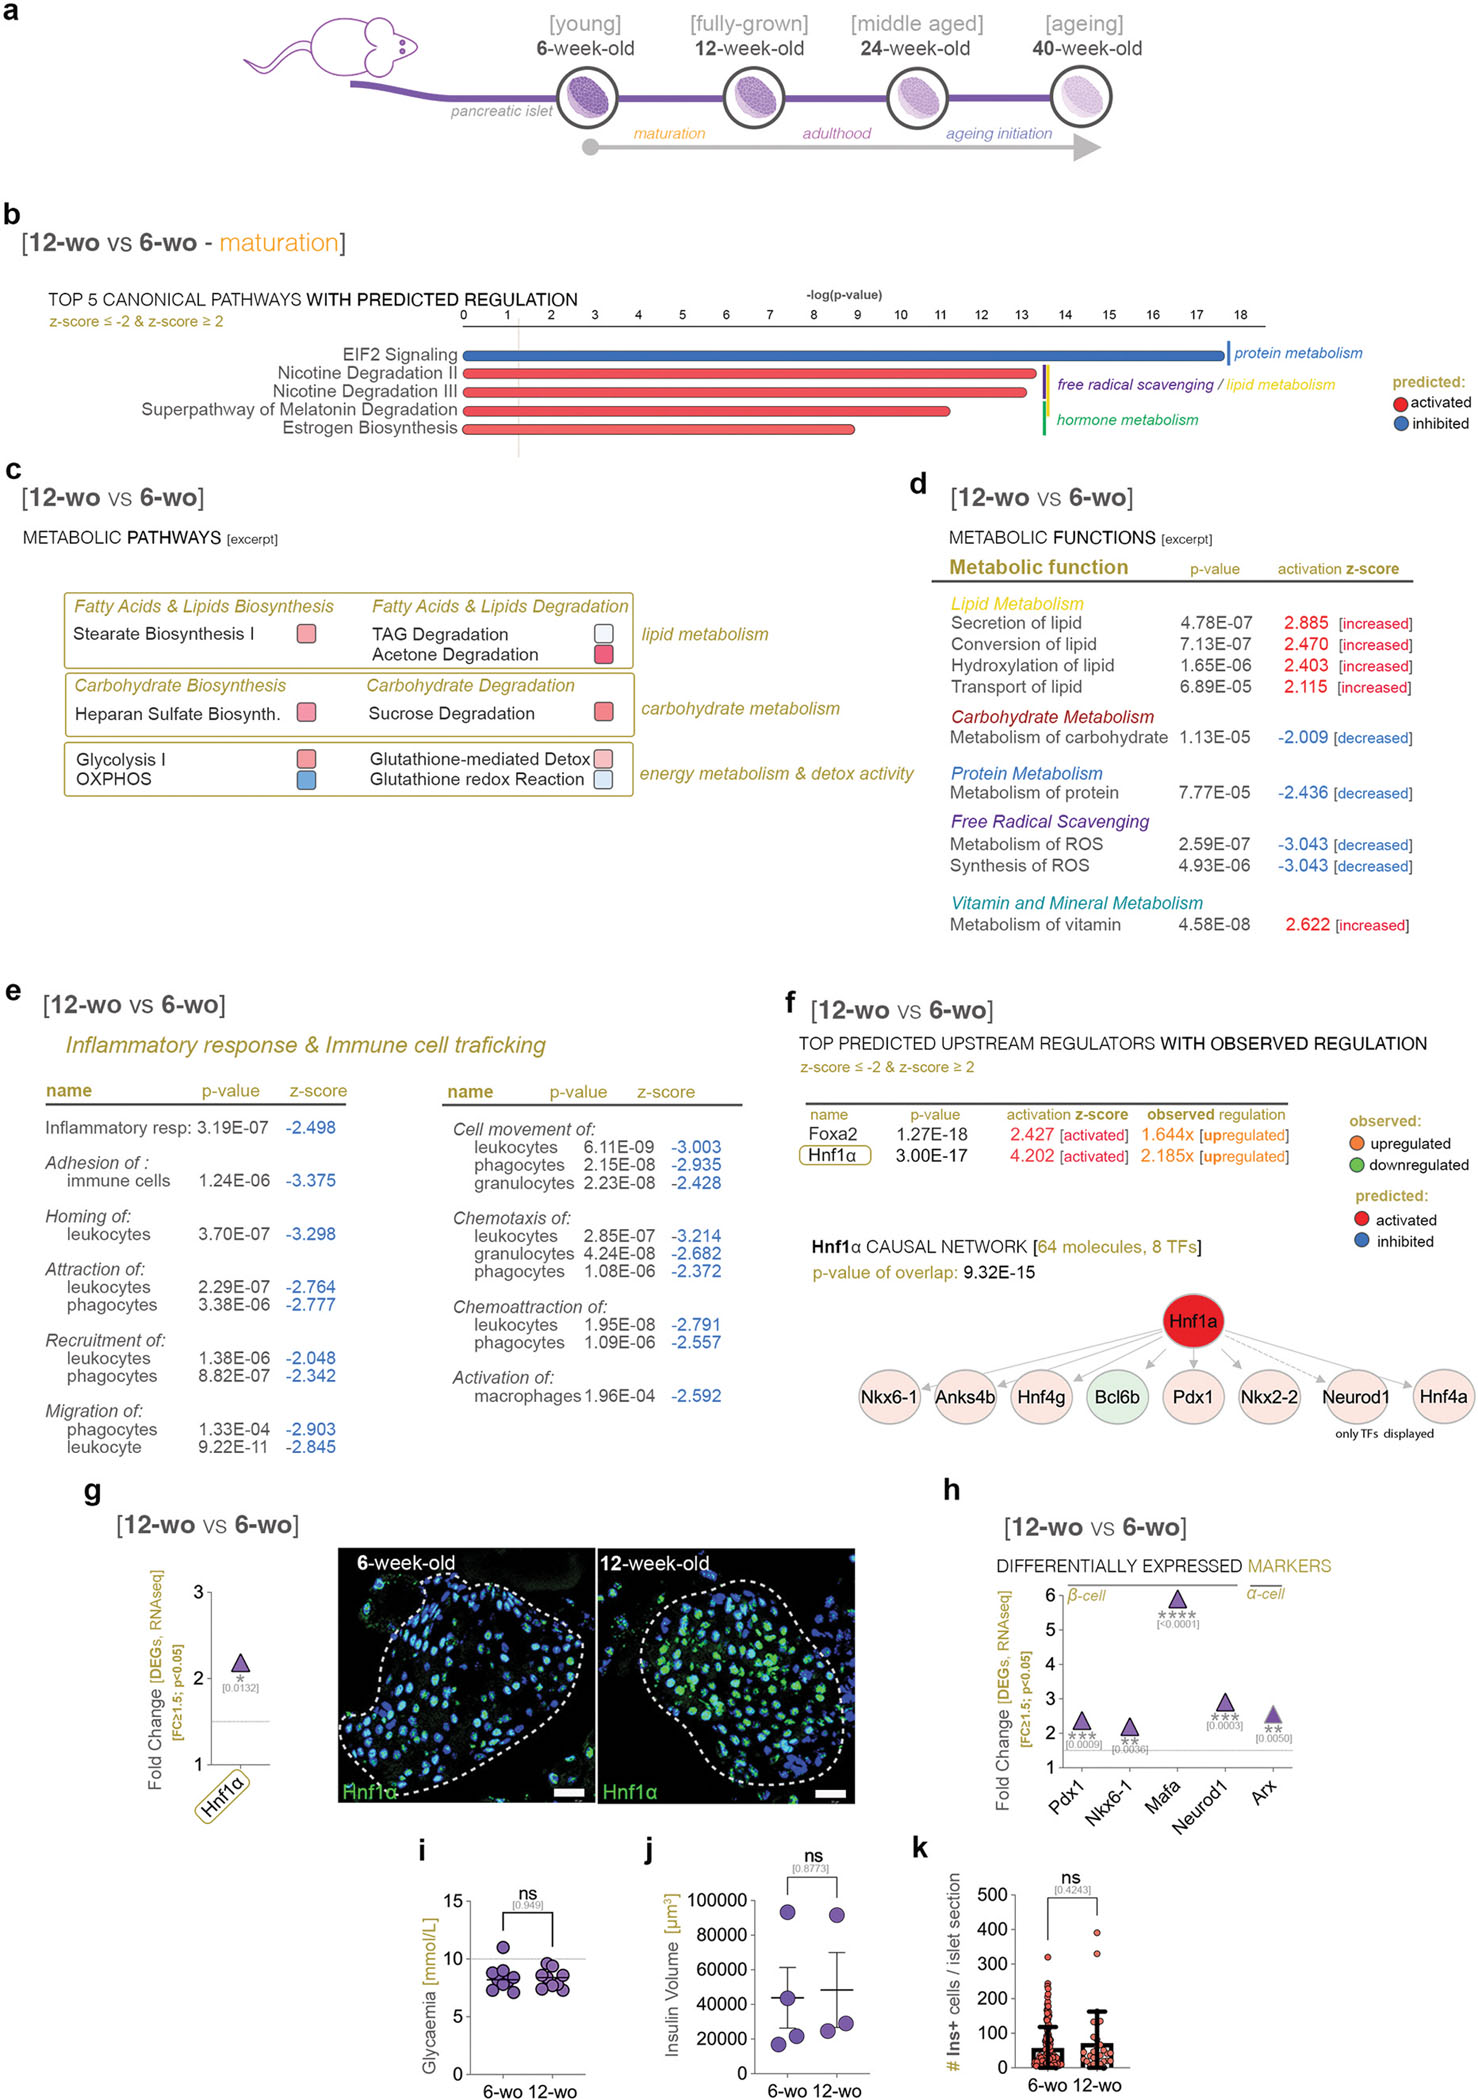
The islet transcriptional landscape characterizing the normal maturation stage based on the differentially regulated landscape between fully-grown and young adults. a) Scheme illustrating the age timeline with the four points of analysis; b) IPA-generated top 5 canonical pathways with predicted activation pattern (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue); c) Metabolic pathways with predicted activation pattern (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue); d) Metabolic functions with predicted activation pattern (z-score ≥ 2 – activated; z-score ≤ −2 – inhibited); e) Immune response and immune trafficking processes with activity pattern based on the differential transcriptional landscape between fully-grown and young mice; f) Top predicted upstream regulators with observed differential expression and IPA-generated *Hnf1a* causal network (red – activated; orange – upregulated; green – downregulated); g) Graph displaying the observed statistically significant upregulation FC ≥ 1.5, p < 0.05) of *Hnf1a* in the RNAseq dataset and immunofluorescence images of Hnf1*α* staining in young and fully-grown adults (scale – 20 μm, green – Hnf1*α*); h) Graph displaying the observed upregulation (FC ≥ 1.5, p < 0.05) of selected differentially expressed alpha- and beta-cell markers based on RNAseq data; i) Graph depicting the recorded glycemia in 6- and 12-week-old mice (non-parametric Mann-Whitney test, each data point represents one distinct animal); j) Automated insulin volume quantification based on Imaris rendering of insulin signal in 6- and 12-week-old mice (unpaired t-test with Welch’s correction, each data point represents one distinct animal, an average of 26 islets were assessed / mouse; k) Graph depicting the manual quantification of the number of insulin positive (Ins+) cells per islet section in 6- and 12-week-old mice (unpaired t-test with Welch’s correction, each data point represents one distinct islet section, at least 3 mice were analyzed per condition) *p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 2.**
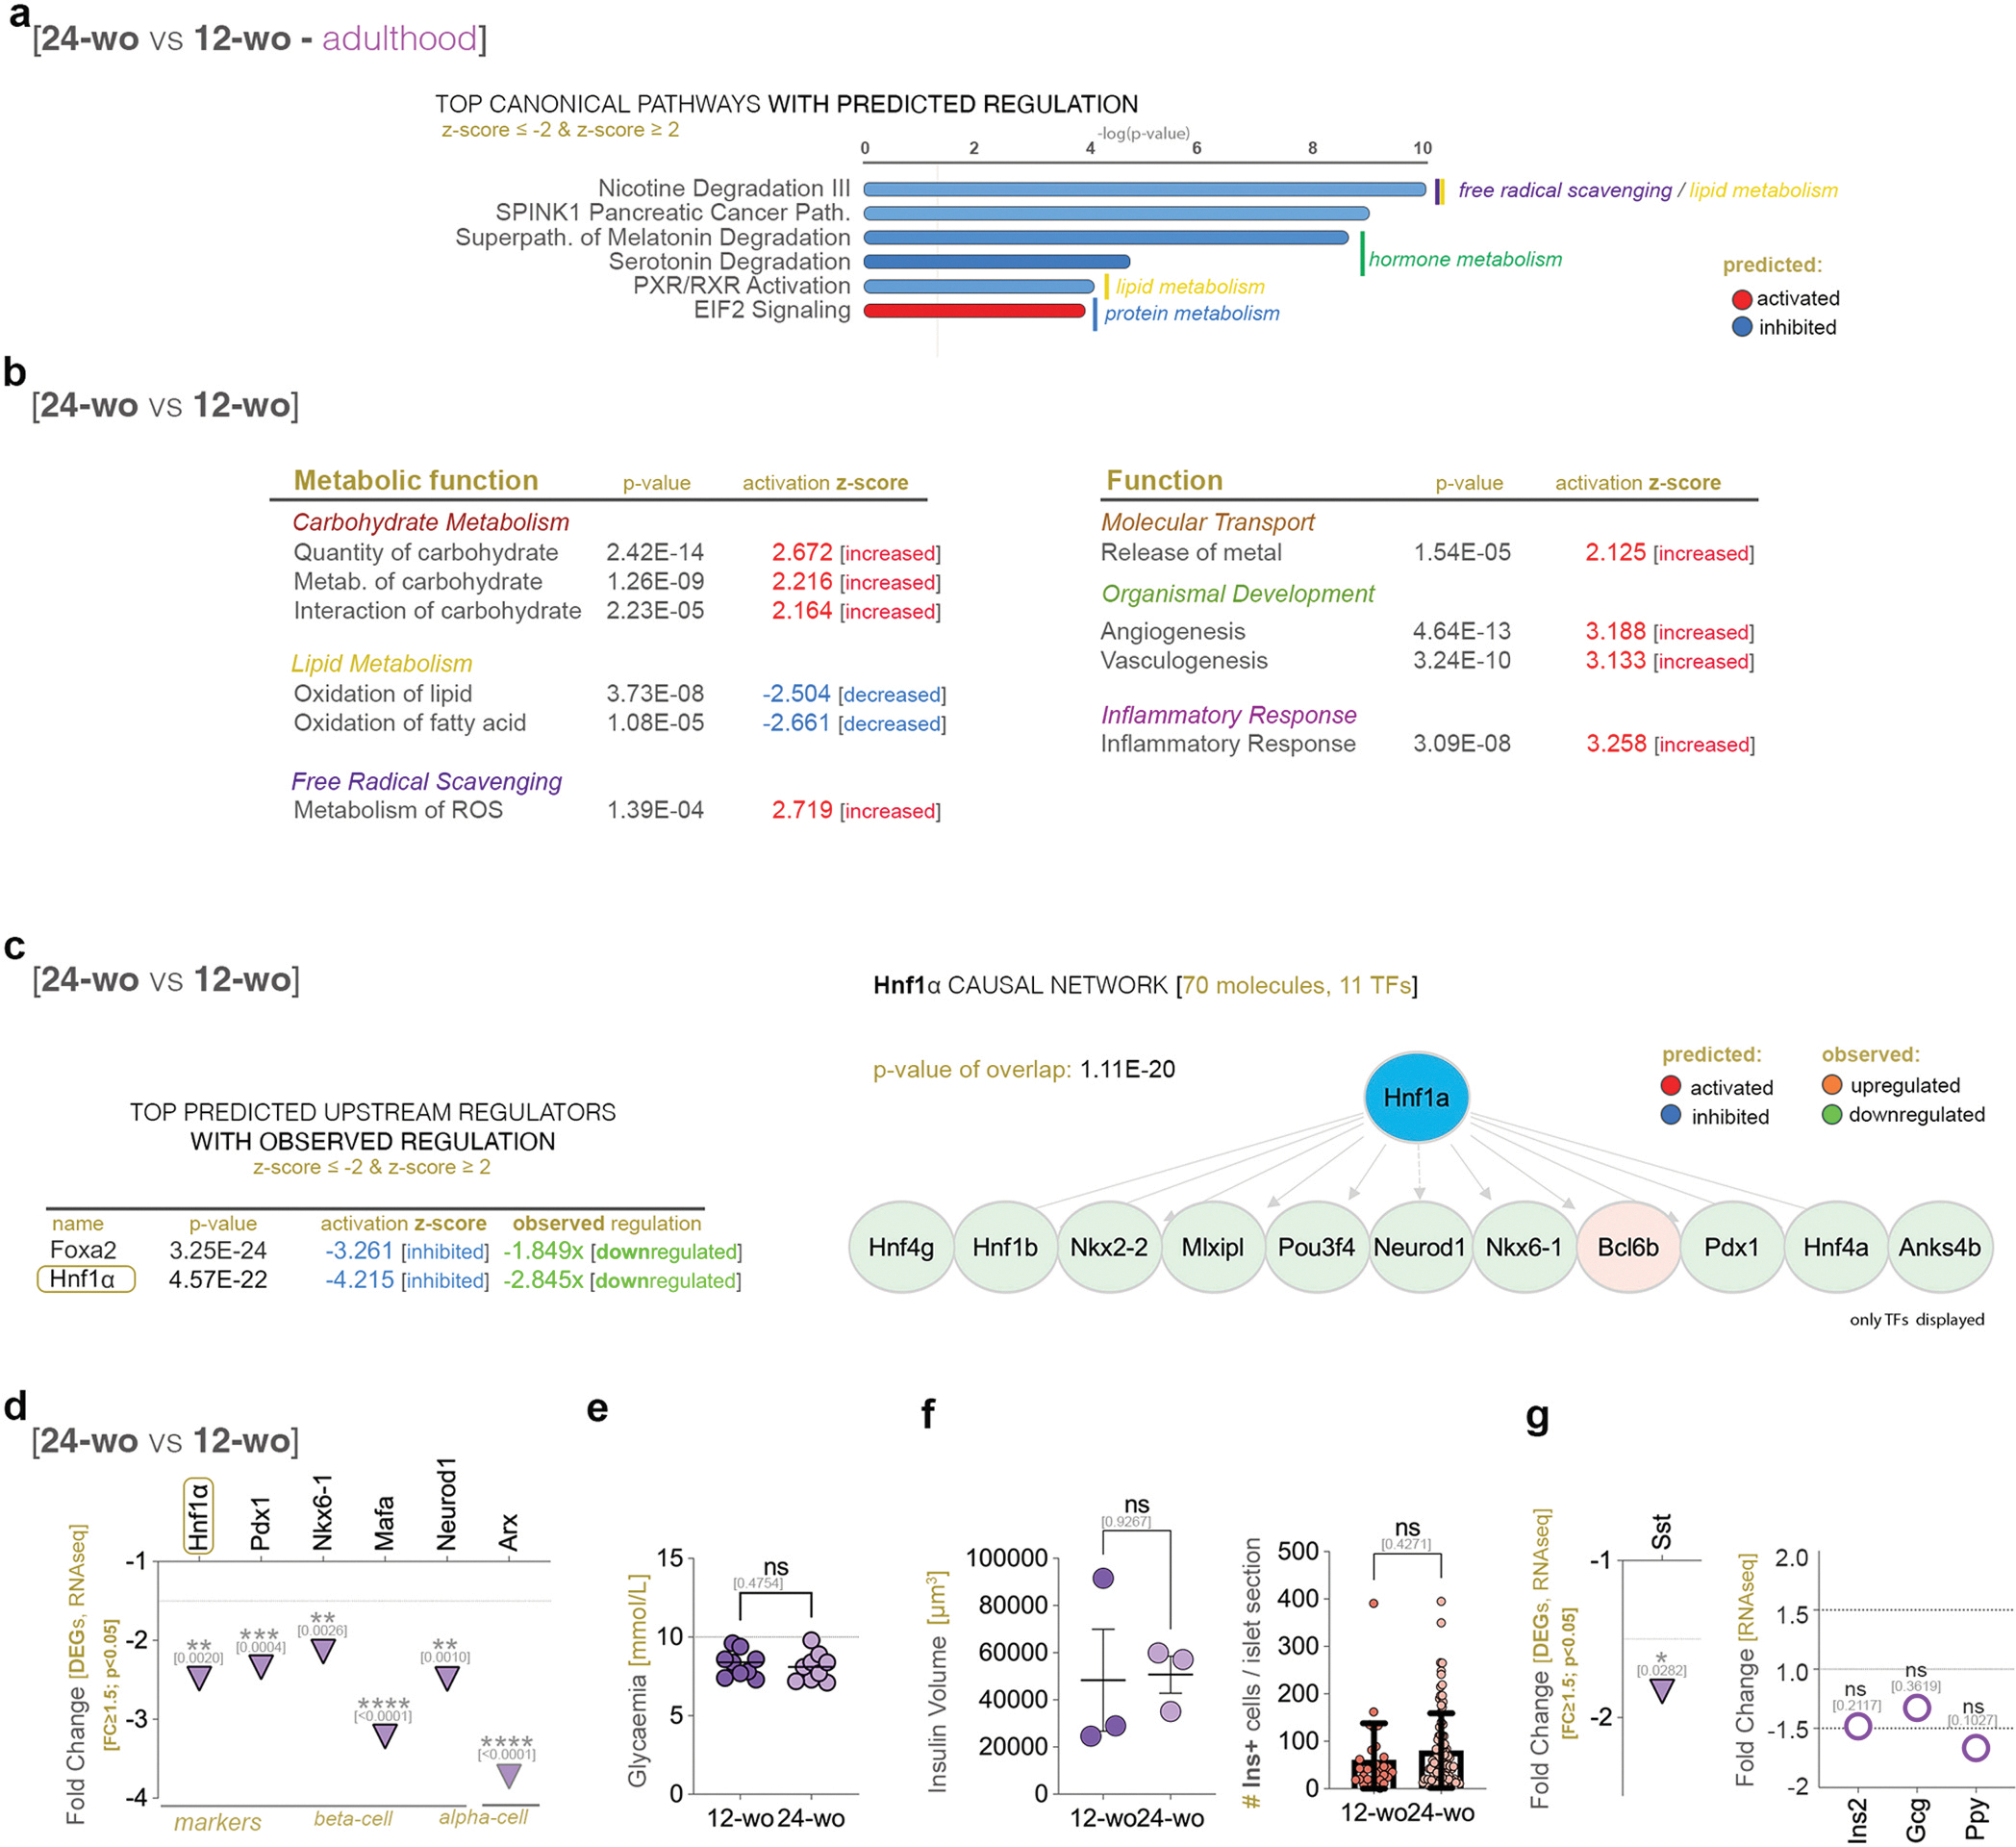
The islet transcriptional landscape during adulthood, based on the differentially regulated landscape between middle-aged and fully-grown adults. a) Top 5 canonical pathways with predicted activation pattern (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue); b) Metabolic functions with predicted activation pattern (z-score ≥ 2 – activated; z-score ≤ −2 – inhibited) characterizing the adulthood stage; c) Top predicted upstream regulators with observed differential expression and IPA-generated *Hnf1a* causal network (red – activated; orange – upregulated; green – downregulated); d) Graph displaying the observed downregulation of *Hnf1a* and selected differentially expressed alpha- and beta-cell markers based on RNAseq data (FC ≥ 1.5, p < 0.05); e) Graph depicting the recorded glycemia in 12- and 24-week-old mice (non-parametric Mann-Whitney test, each data point represents one distinct animal) f) Graphs depicting the automated insulin volume quantification (unpaired t-test with Welch’s correction, each data point represents one distinct animal, an average of 26 islets were assessed / mouse) and manual quantification of the number of insulin positive (Ins+) cells per islet section (unpaired t-test with Welch’s correction, each data point represents one distinct islet section, at least 3 mice were analyzed per condition) in 12- and 24-week-old mice; g) Graphs displaying the observed statistically significant (FC ≥ 1.5, p < 0.05) *Sst* downregulation and the unchanged regulation of the other islet hormones in the RNAseq dataset. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 3.**
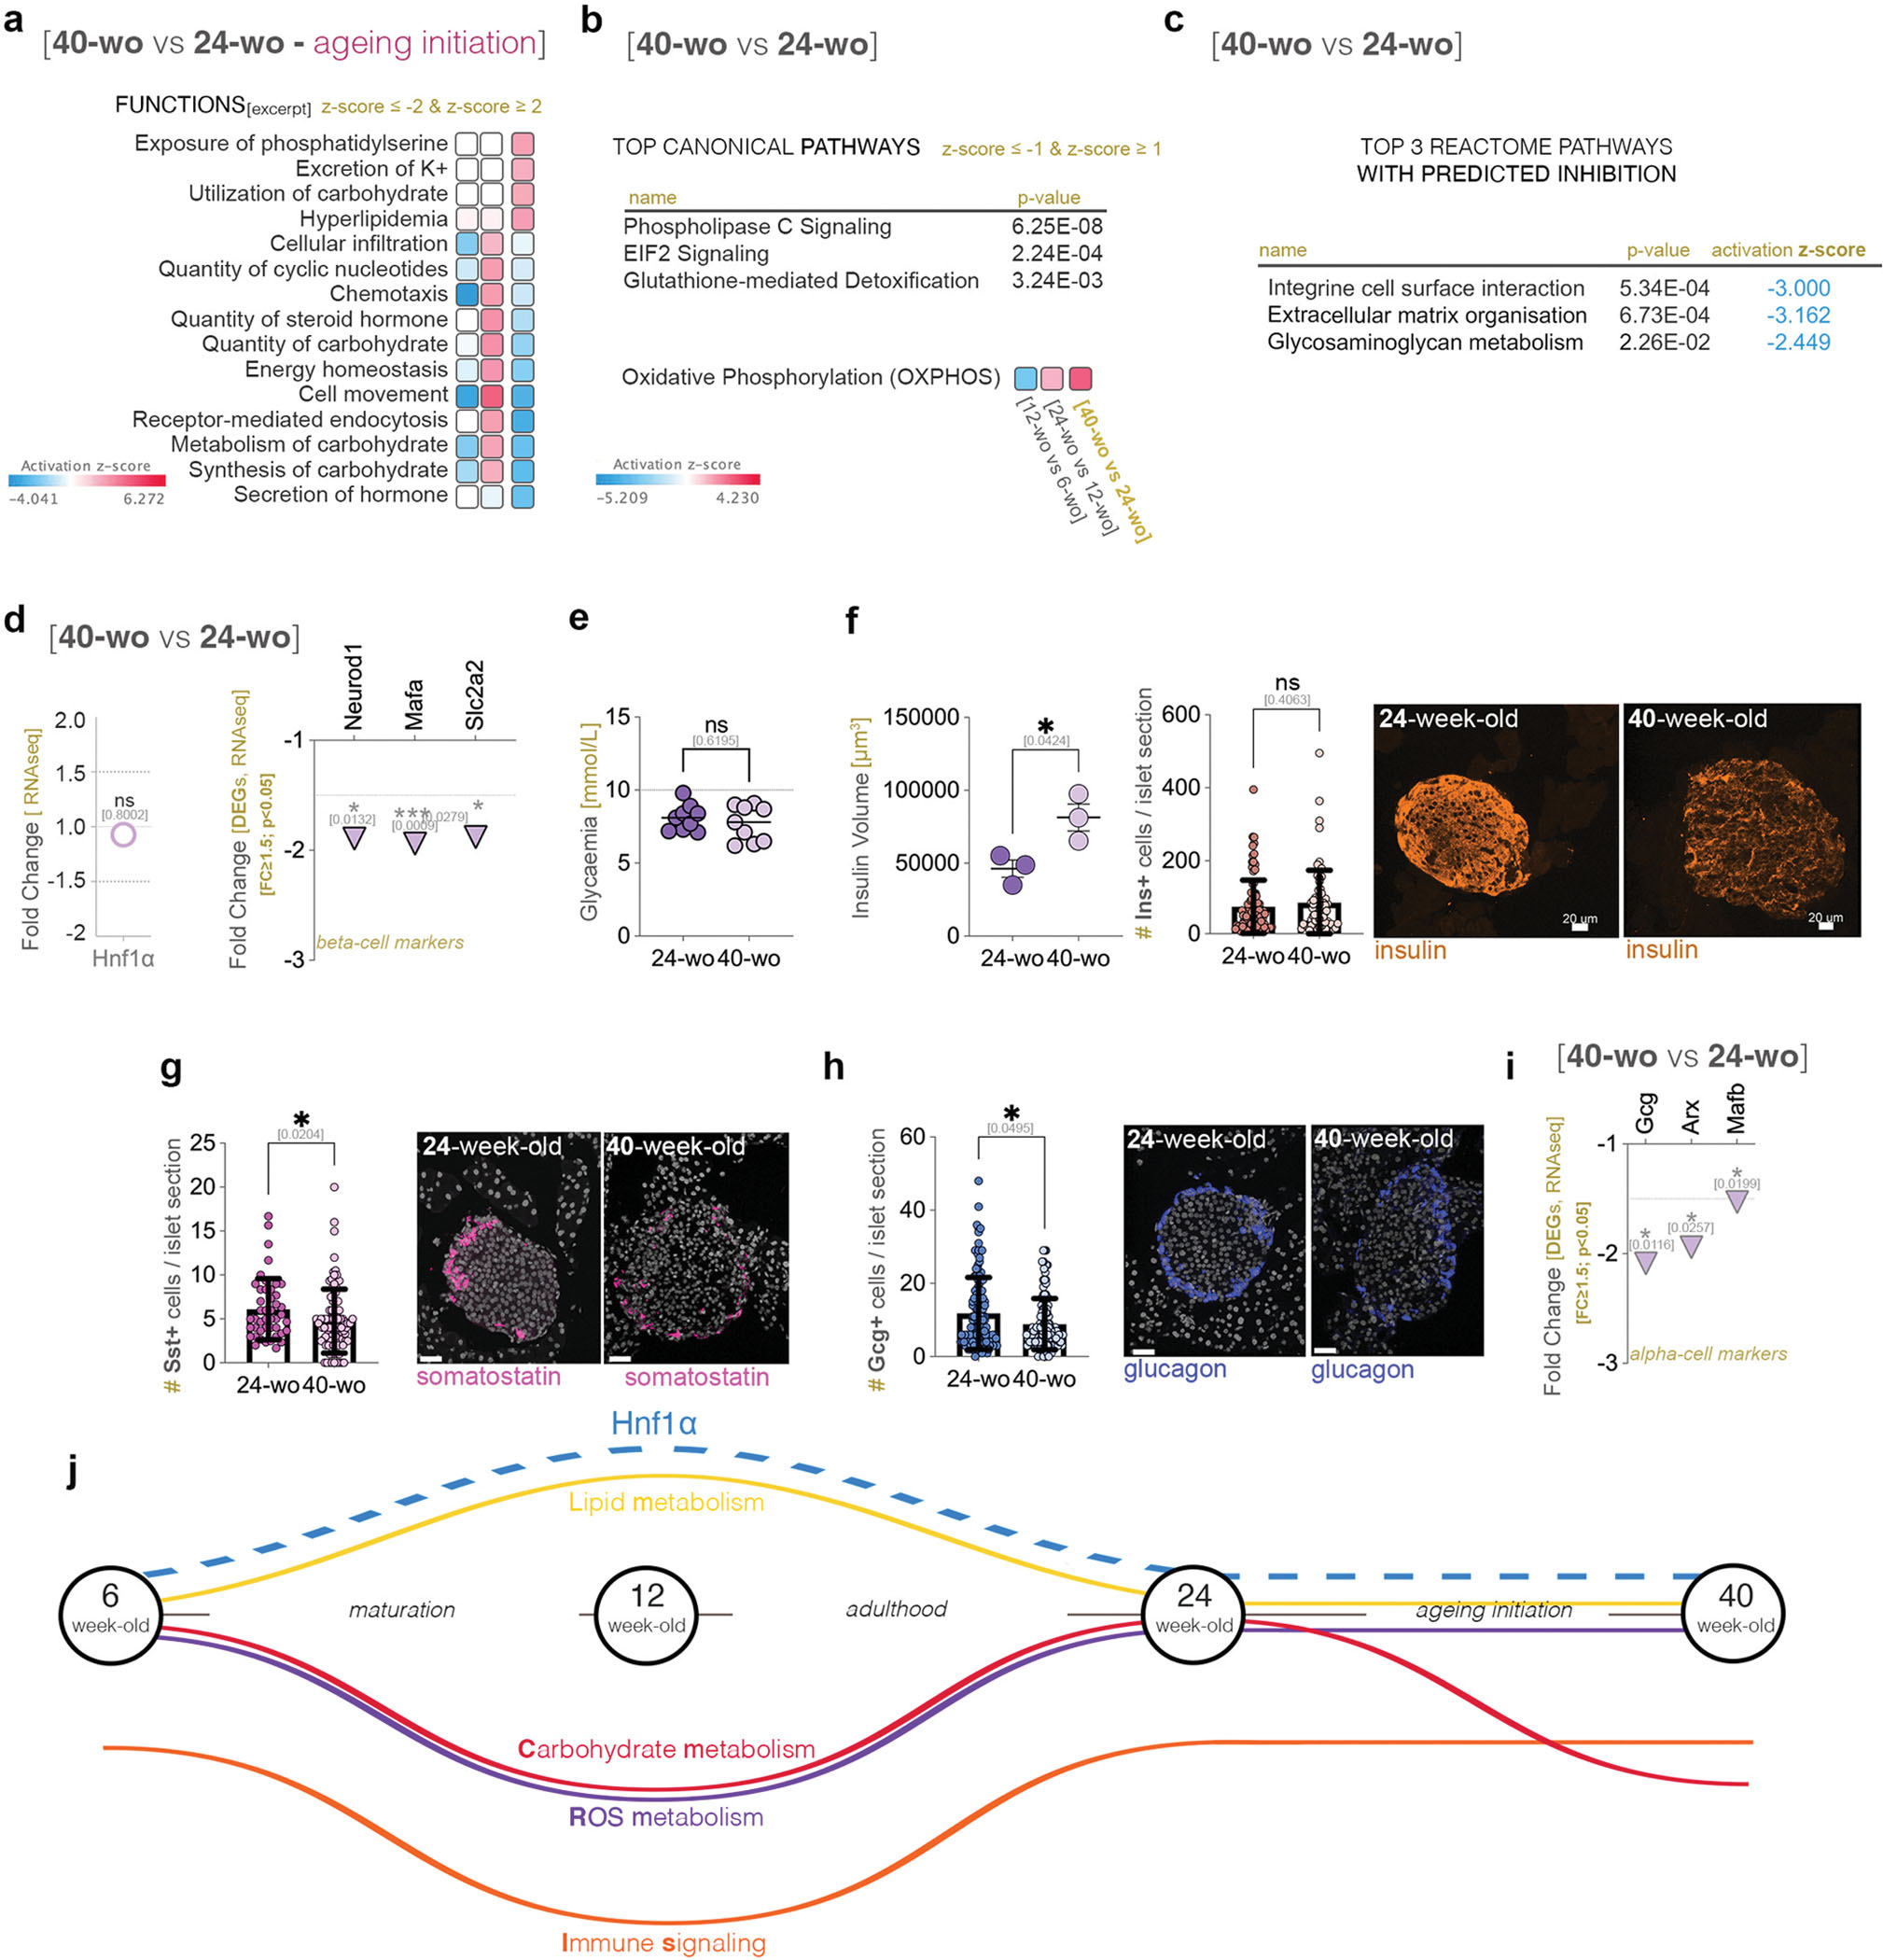
The islet transcriptional landscape characterizing the ageing initiation stage based on the differentially regulated landscape between ageing and middle-aged adults. a) Comparison analysis of the molecular and cellular functions activity pattern between the different stages (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue); b) Top canonical pathways of the analyzed transcriptional landscape; c) Top Reactome pathways with inferred inhibition; d) Graphs of the observed regulation of *Hnf1a* and selected beta-cell markers during ageing initiation, based on RNAseq data (FC ≥ 1.5, p < 0.05); e) Graph depicting the recorded glycemia in 24- and 40-week-old mice (unpaired t-test with Welch’s correction, each data point represents one distinct animal); f) Graphs depicting the automated insulin volume quantification (non-parametric Mann-Whitney test, each data point represents one distinct animal, an average of 22 islets were assessed / mouse; scale – 20 μm; orange - insulin) and manual quantification of the number of insulin positive (Ins+) cells per islet section (unpaired t-test with Welch’s correction, each data point represents one distinct islet section, at least 3 mice were analyzed per condition) between middle-aged and ageing adults as well as representative immunofluorescence images (scale – 20 μm); g) Graph depicting the manual quantification of the number of somatostatin positive (Sst+) cells per islet section (non-parametric Mann-Whitney test, each data point represents one distinct islet section, an average of 50 islets were assessed / mouse; and 3 mice were analyzed per condition) and representative immunofluorescence images of Sst staining in middle-aged and ageing adults (scale – 20 μm, light blue – somatostatin); h) Graph depicting the manual quantification of the number of glucagon positive (Gcg+) cells per islet section (non-parametric Mann-Whitney test, each data point represents one distinct islet section, an average of 44 islets were assessed / mouse; and 3 mice were analyzed per condition) and representative immunofluorescence images of Sst staining in middle-aged and ageing adults (scale – 20 μm, blue – glucagon). i) Graph displaying the observed statistically significant downregulation of *Gcg* and key alpha cell markers in the RNAseq dataset (FC ≥ 1.5, p < 0.05); j) Overview scheme of the main regulatory activity patterns and Hnf1a regulation. (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 4.**
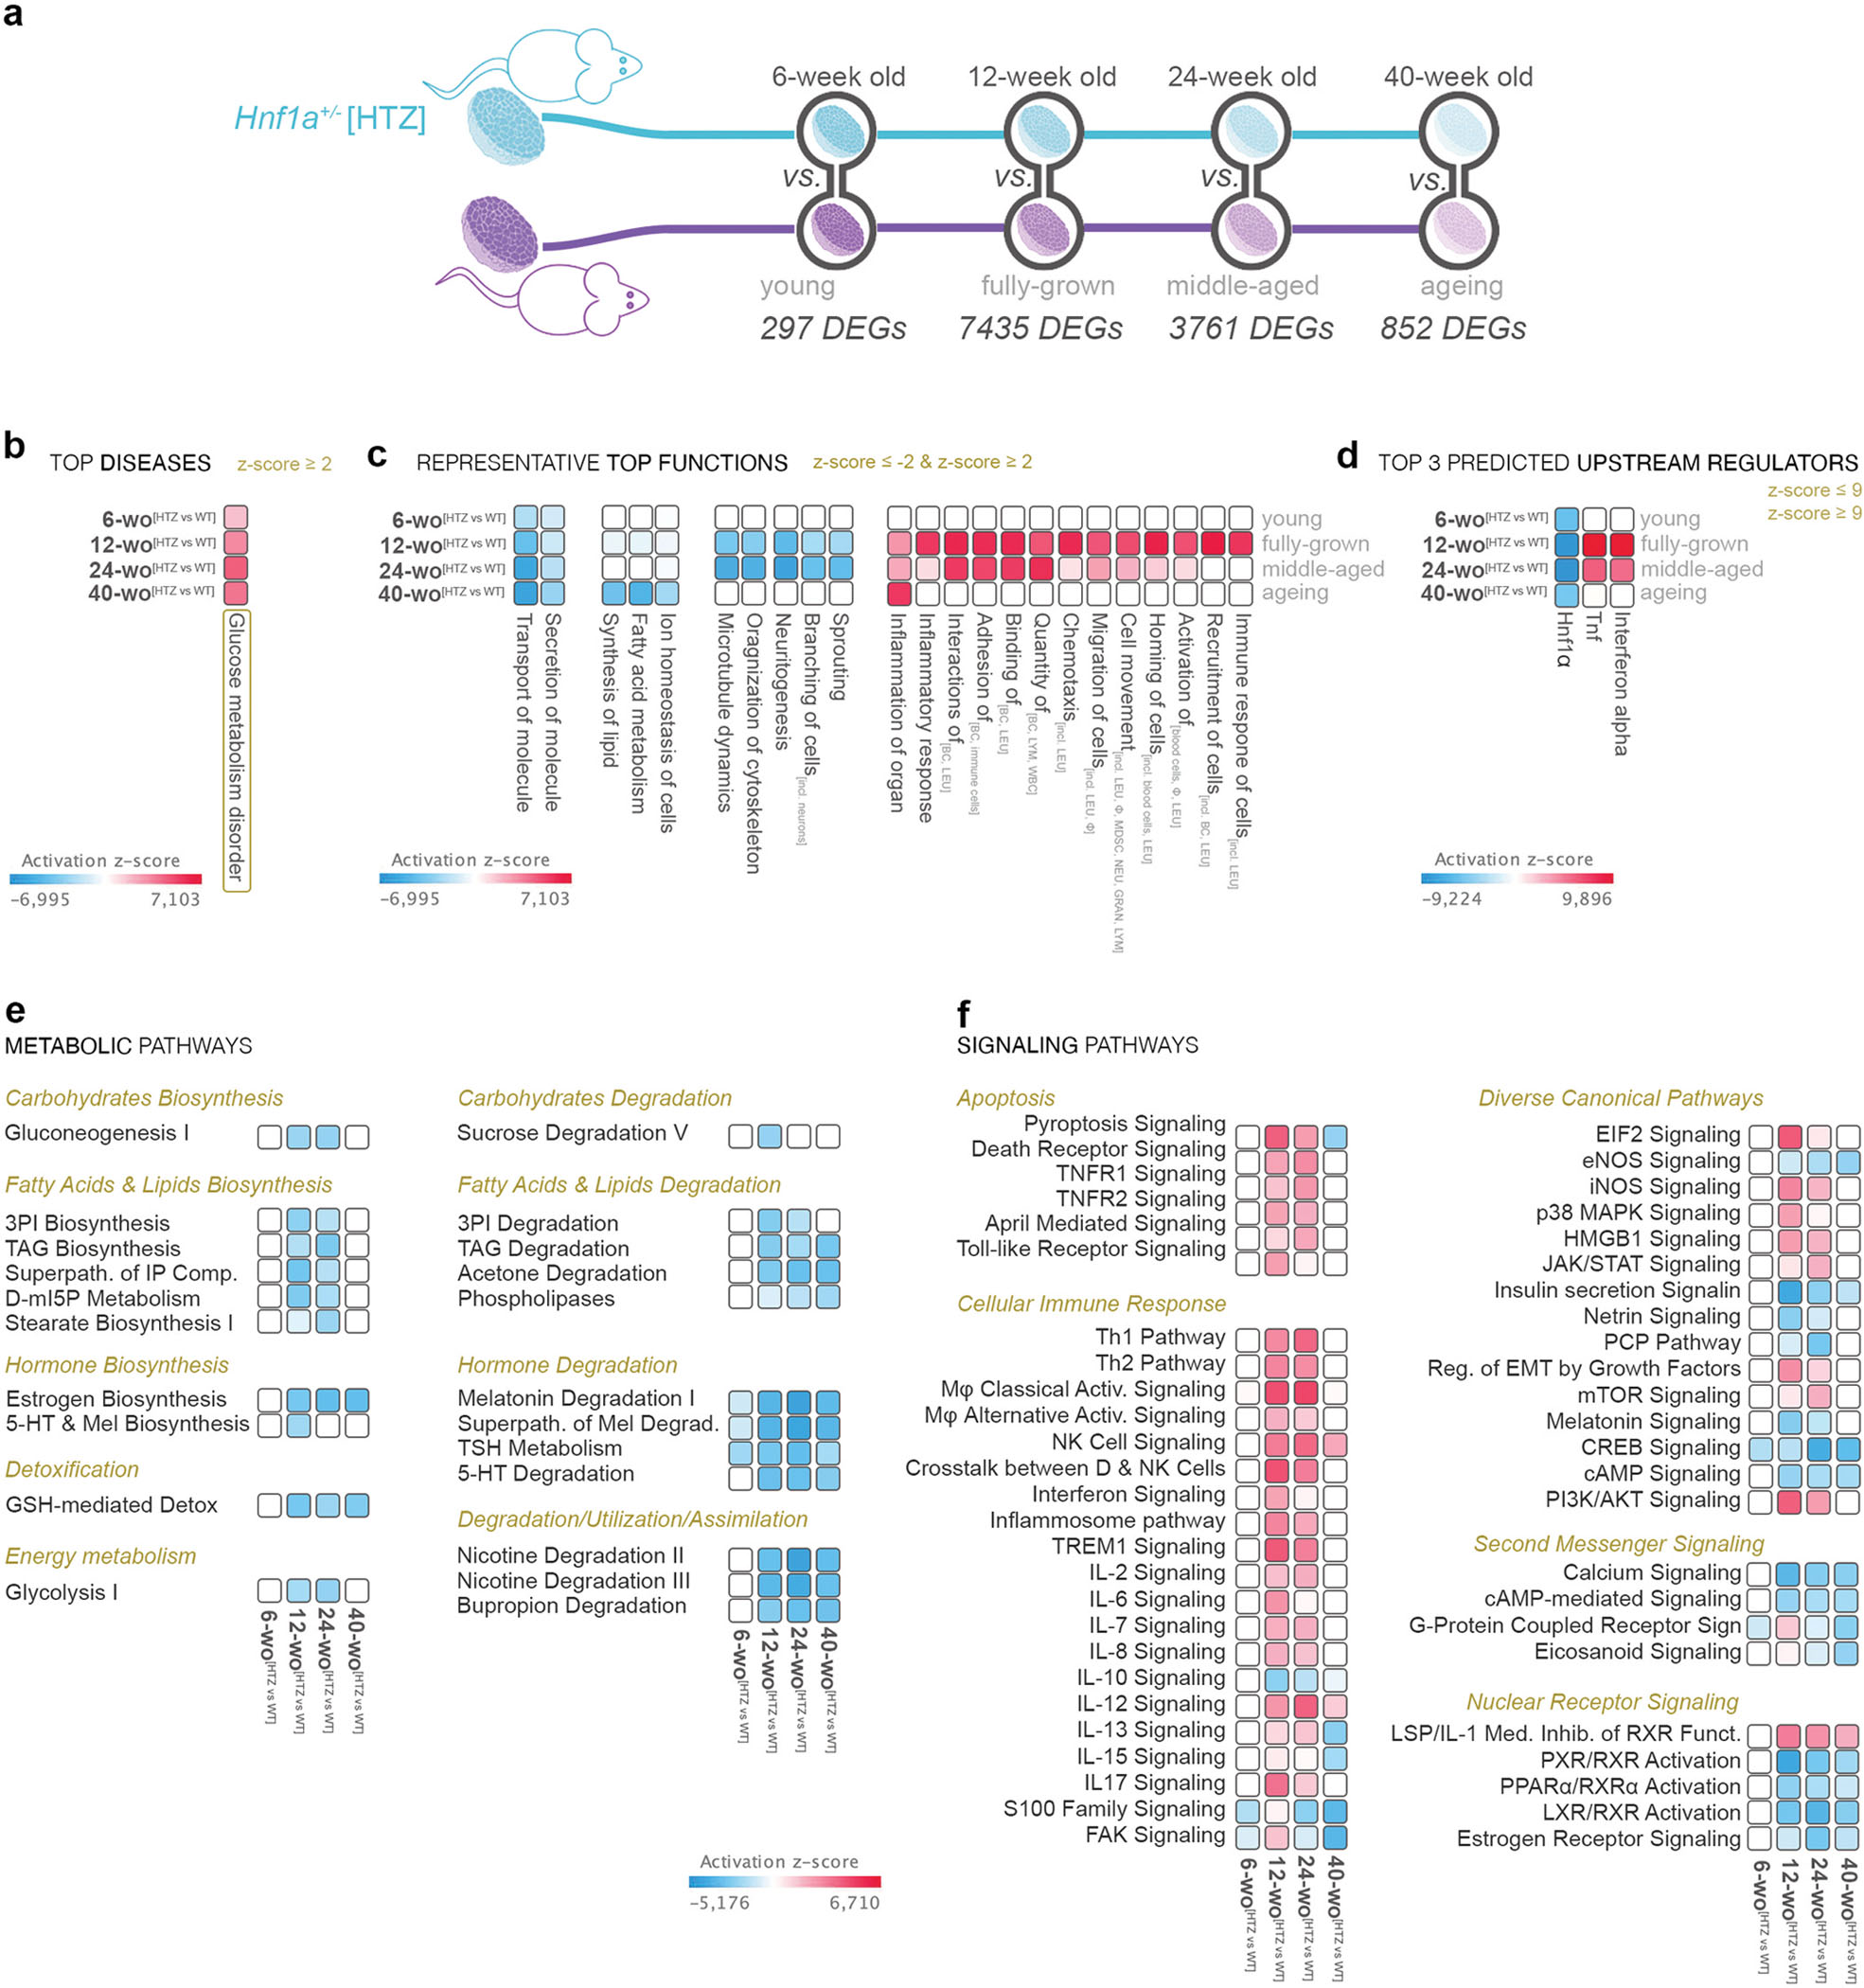
The pathway comparison of the age-specific impact of suboptimal *Hnf1a* levels. a) Scheme illustrating the compared ageing timelines with the four points of comparison analysis; b) The predicted activity pattern of glucose metabolism disorder amongst the four points of analysis (z-score ≥ 2 – activated – red); c) Comparison analysis of top representative functions, d) predicted upstream regulators, e) metabolic and f) signaling pathways amongst the four age stages (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue). (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 5.**
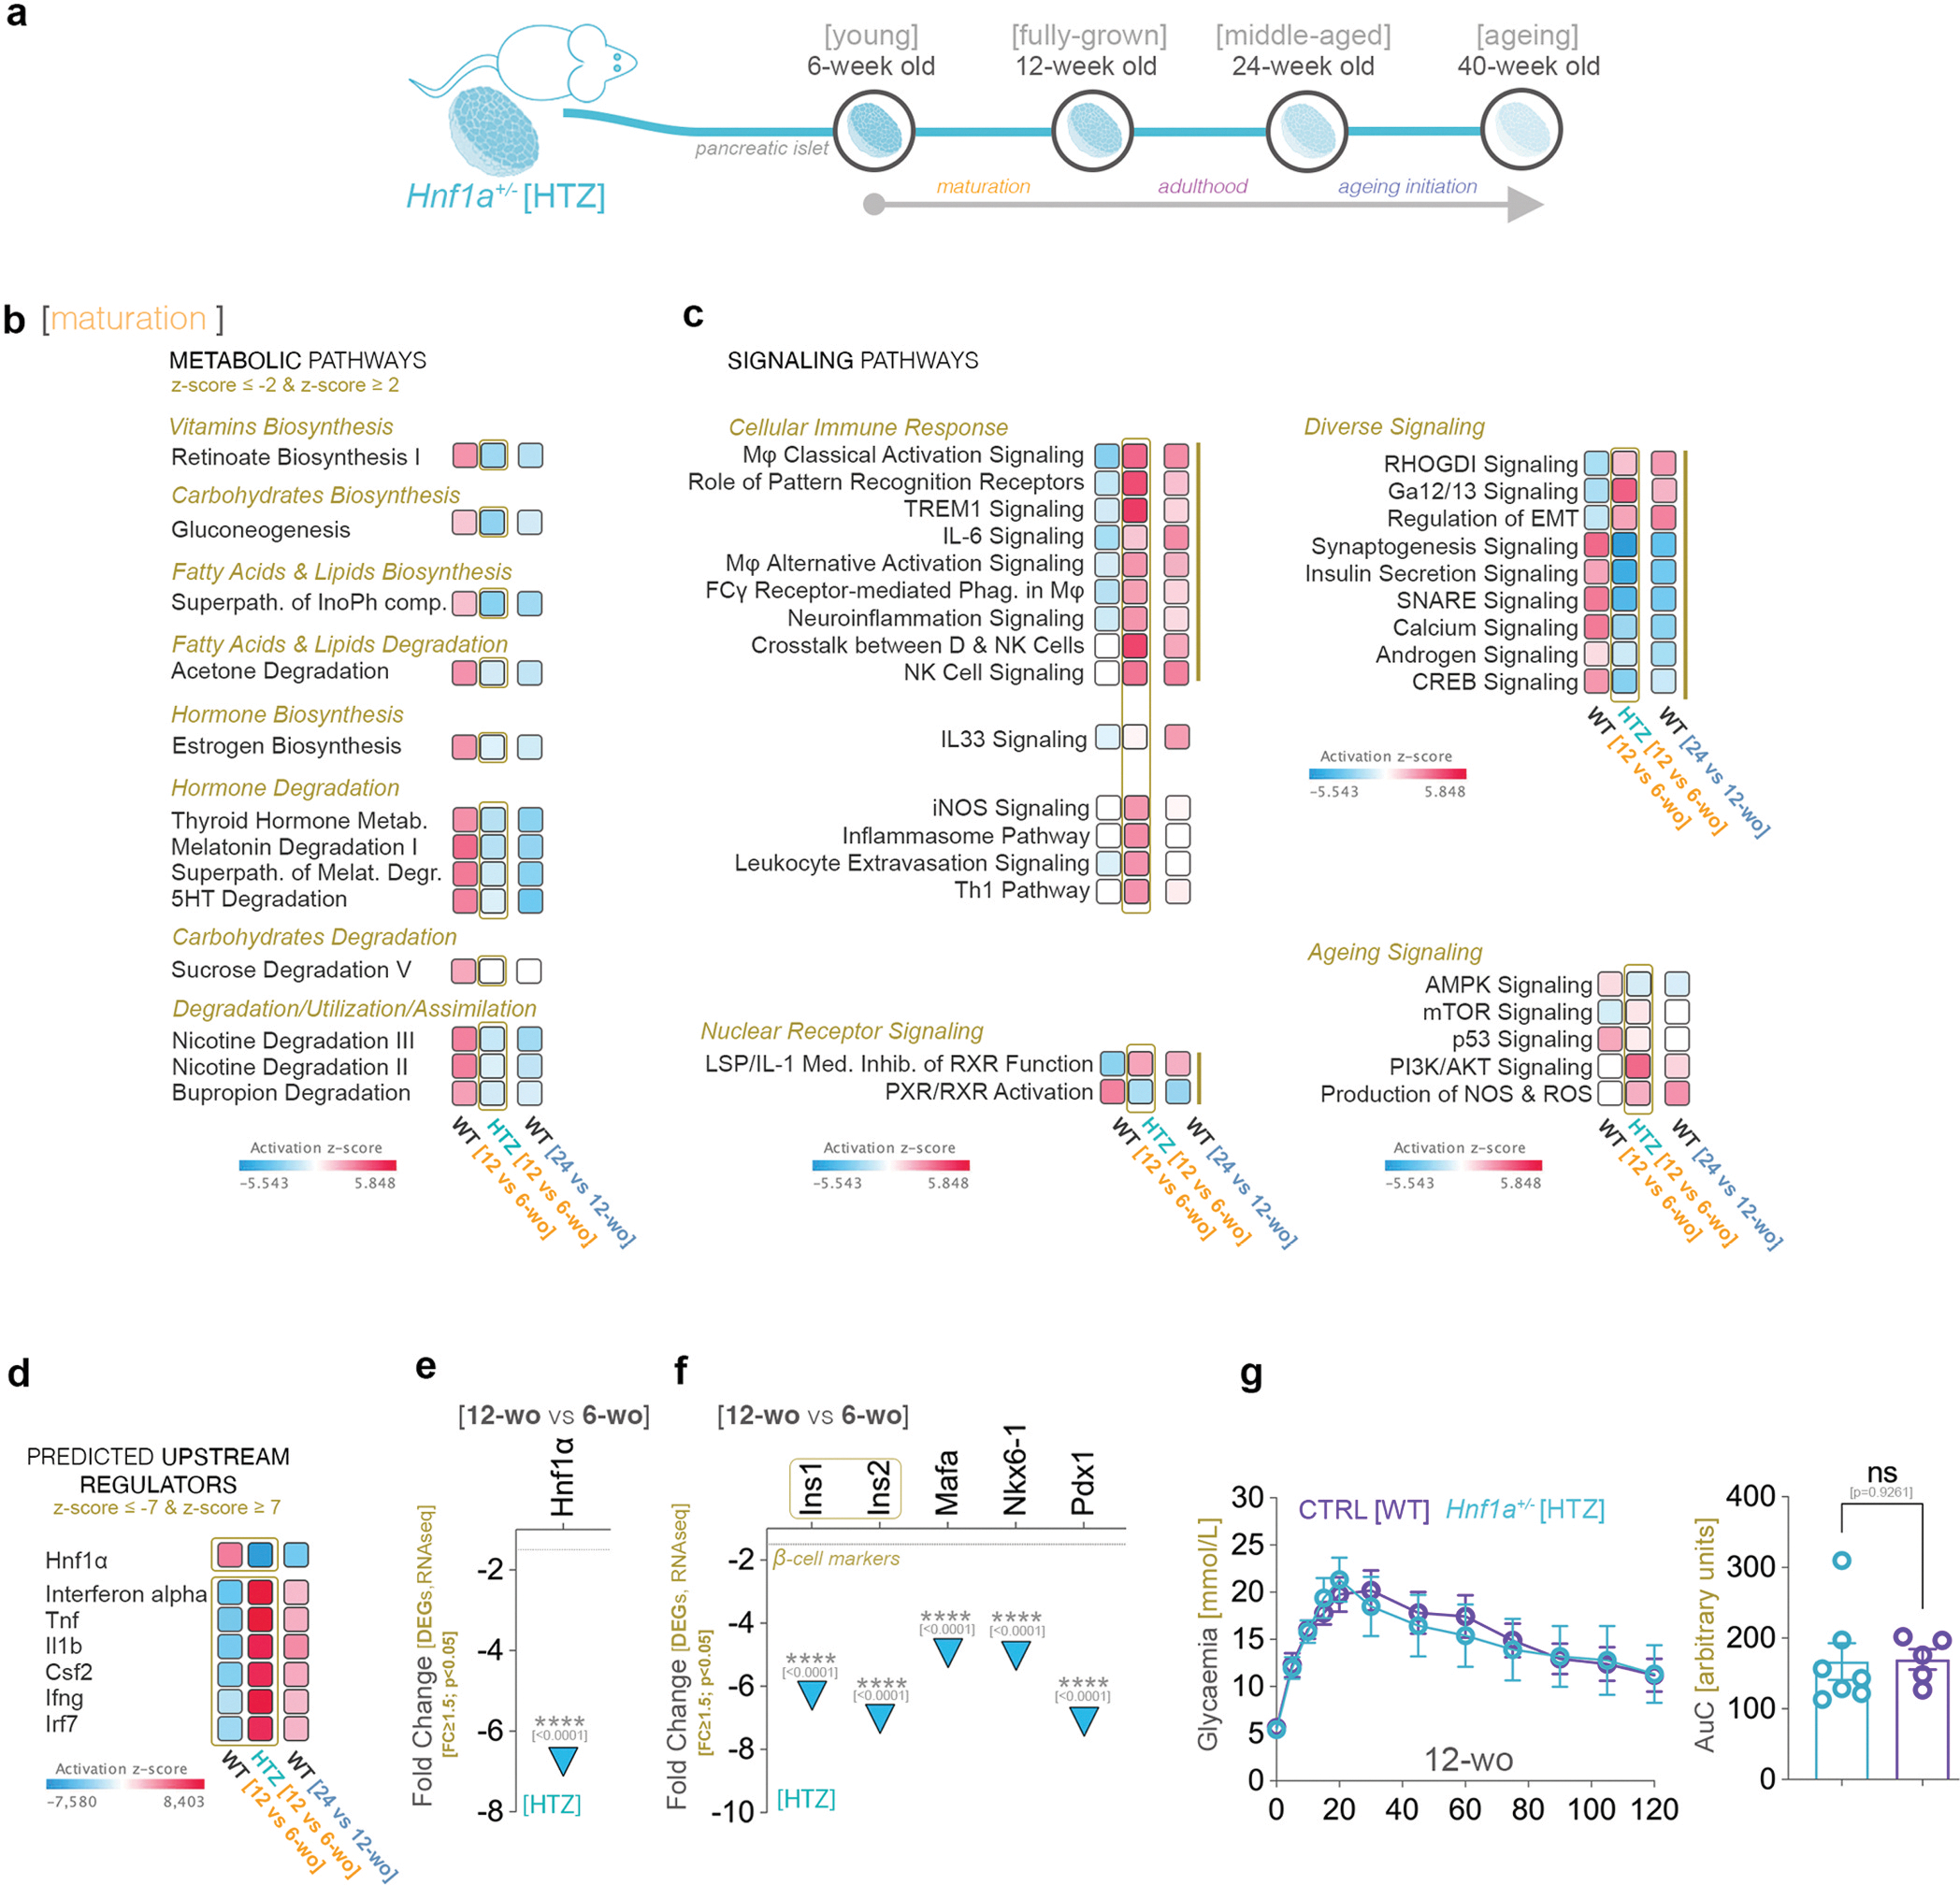
The age dynamic in mice with suboptimal *Hnf1a* levels. a) Scheme illustrating the timeline and the four points of analysis used in the *Hnf1*Hnf1*α* ^HTZ^ mice; b) Comparison analysis of metabolic and c) cellular immune response signaling pathways between the maturation and adulthood stages of control animals and the maturation stage of *Hnf1*Hnf1*α* ^HTZ^; d) Comparison analysis of predicted upstream regulators between the maturation and adulthood of control animals and the maturation stage of *Hnf1α* ^HTZ^ (z-score ≥ 7 – activated – red; z-score ≤ −7 – inhibited - blue). e) Graph displaying the observed downregulation of *Hnf1a* during the maturation stage in *Hnf1α* ^HTZ^ (FC ≥ 1.5, p < 0.05); f) Graph displaying the observed downregulation selected differentially expressed beta-cell markers, including the insulin genes, based on RNAseq data (FC ≥ 1.5, p < 0.05); g) Graph depicting the IPGTT dynamic (intra-peritoneal glucose tolerance test) and associated area under curve (AUC) comparing the glucose tolerance of the control and *Hnf1*Hnf1*α* ^HTZ^ mice in fully-grown (12-week-old) animals (non-parametric Mann-Whitney test, each data point represents one distinct islet section, each data point represents one distinct animal). (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 6.**
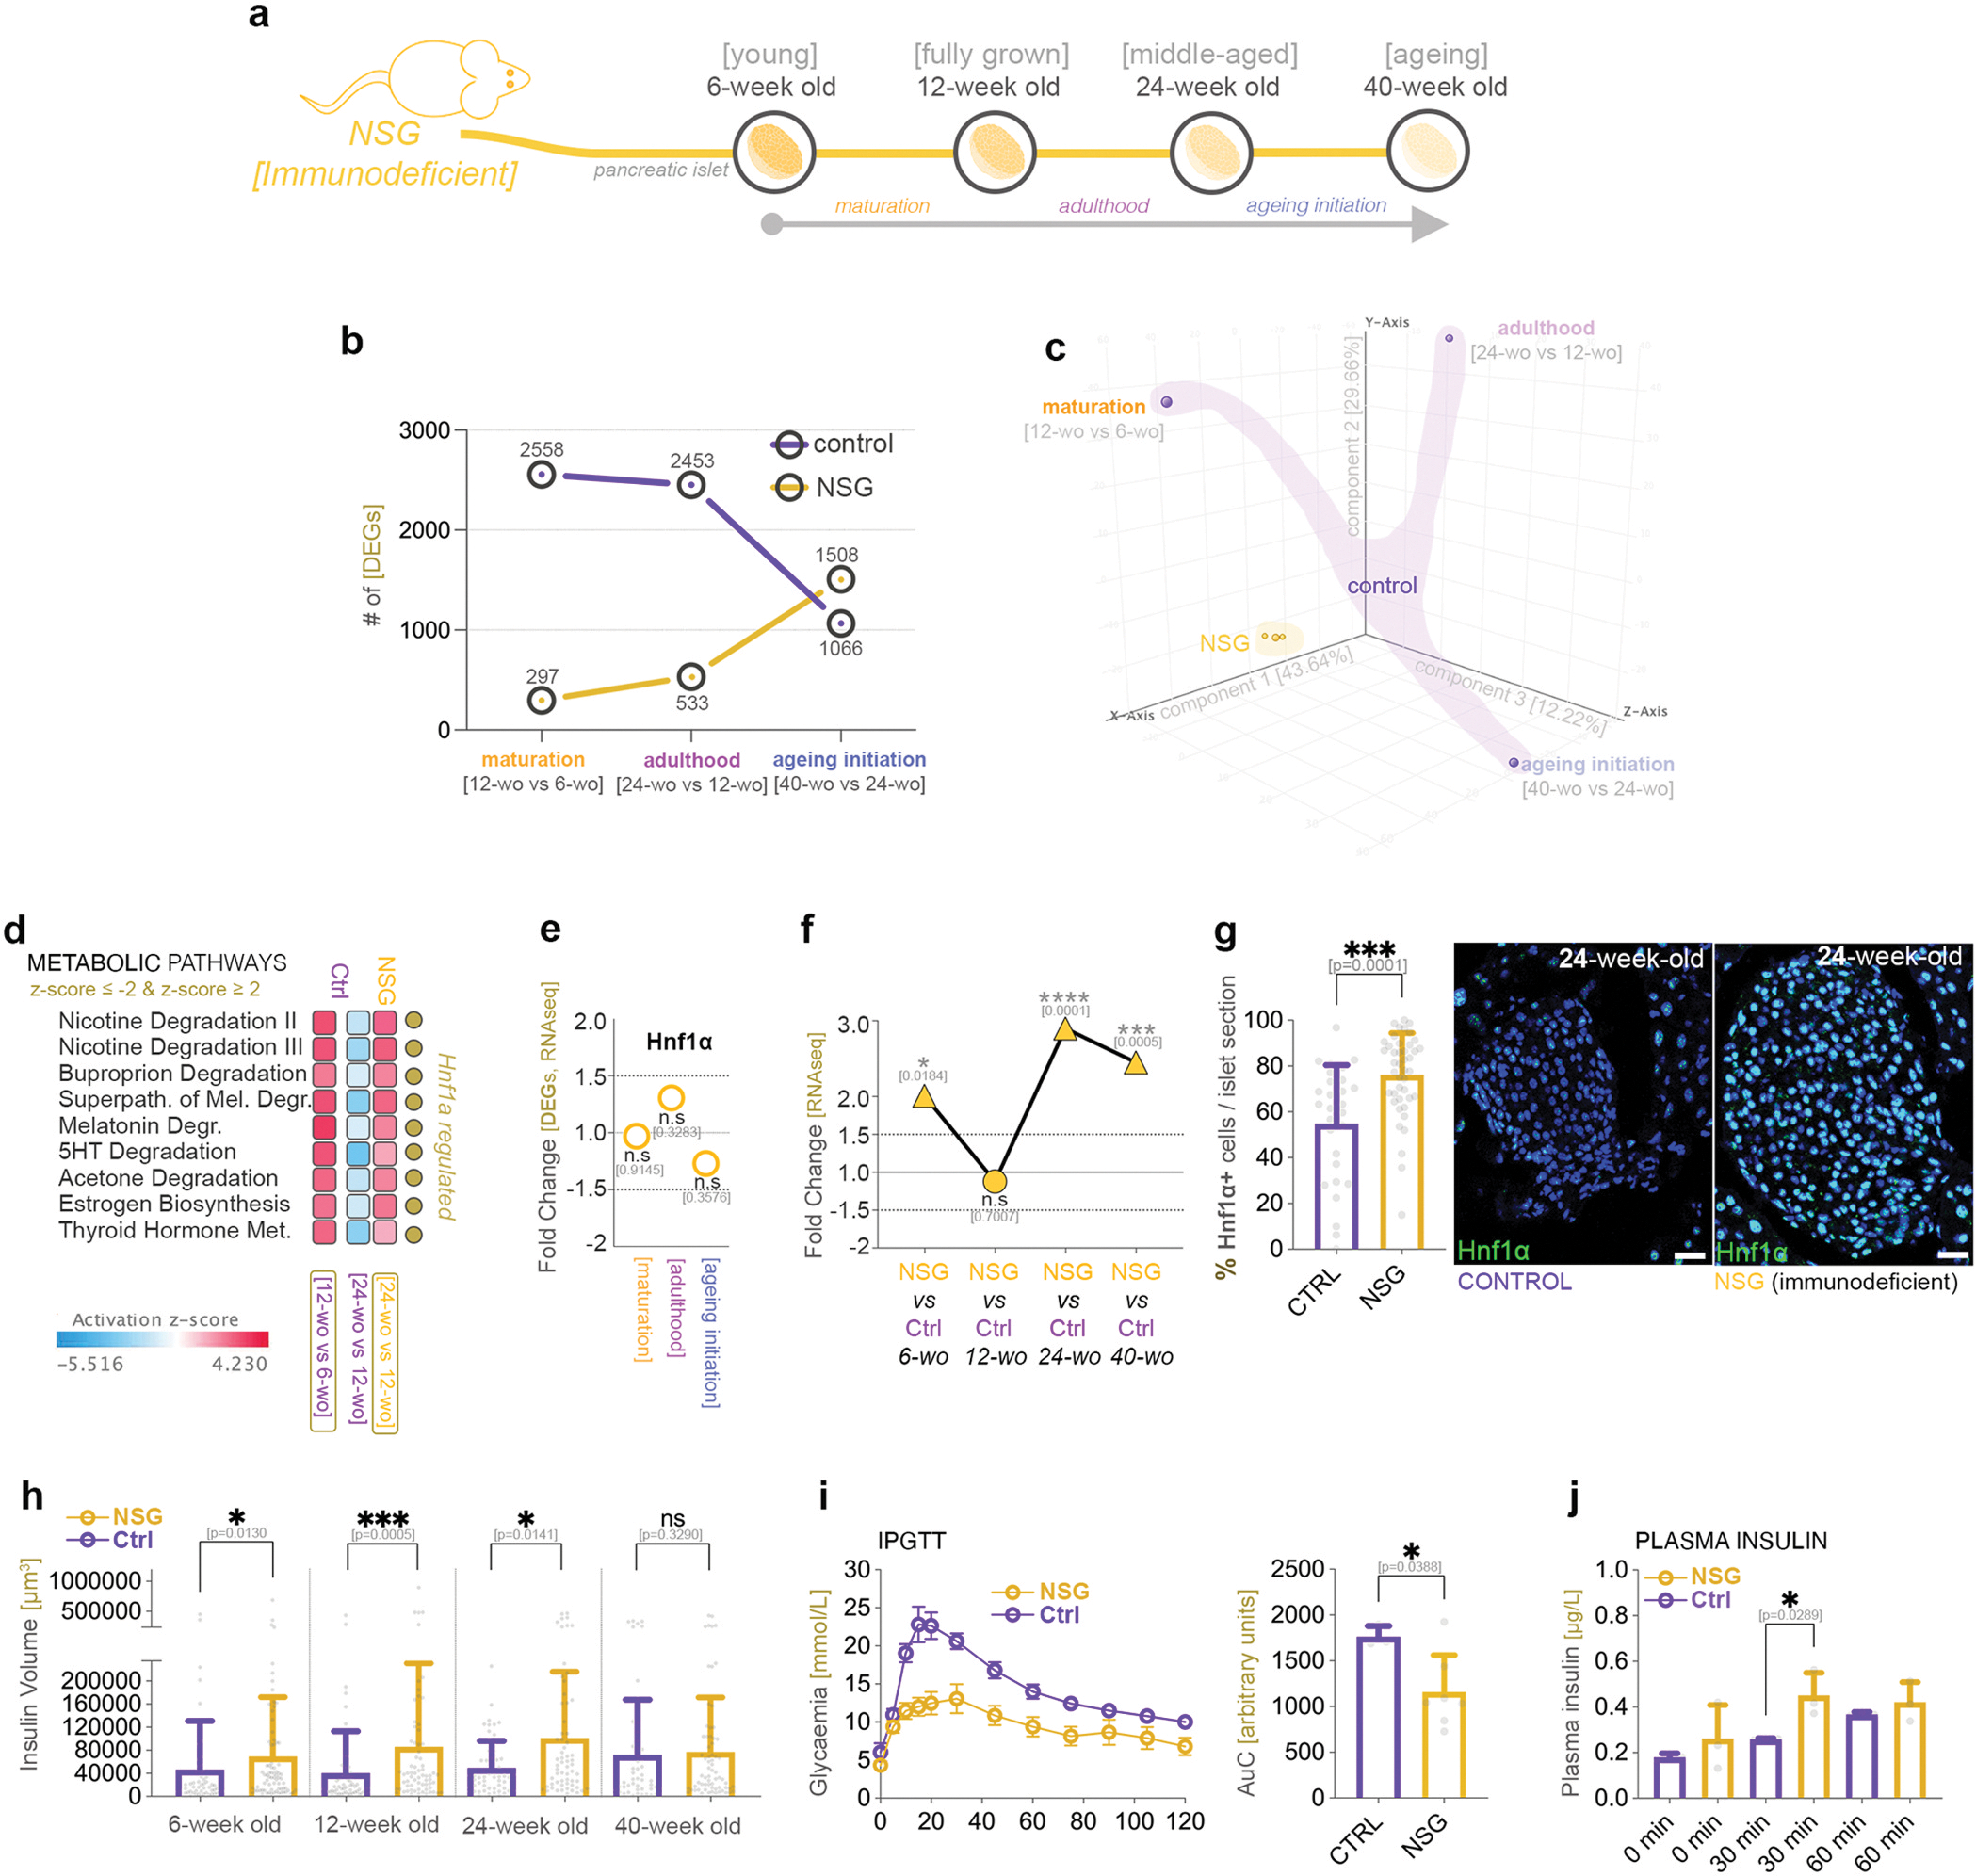
The age dynamic in immunodeficient mice. a) Scheme illustrating the ageing timeline and the four points of analysis used in the *NSG* immunodeficient mice; b) Graph depicting the number of differentially expressed genes (DEGs, FC ≥ 1.5, p < 0.05) during maturation, adulthood and ageing initiation in NSG and immunocompetent control mice; c) 3D PCA plot of the NSG and immunocompetent control stages (3 components); d) Comparison analysis of the metabolic pathways between the immunocompetent control mice and immunodeficient NSG animals (z-score ≥ 2 – activated – red; z-score ≤ −2 – inhibited - blue); e) Graphs displaying the observed non-significant regulation of *Hnf1α* in the RNAseq dataset during the maturation, adulthood and ageing initiation in NSG mice; f) Graph depicting the differential expression of *Hnf1α* (FC ≥ 1.5, p < 0.05) between NSG and control immunocompetent mice; g) Graph depicting the manual quantification of the number of Hnf1*α* positive cells per islet section (non-parametric Mann-Whitney test, each data point represents one distinct islet section, an average of 12 islets were assessed / mouse; and 3 mice were analyzed per condition) and representative immunofluorescence images of Hnf1*α* staining in NSG and control middle-aged adults (scale – 20 μm, green – Hnf1*α*); h) Direct comparison of insulin volume between NSG and control mice along the timeline (non-parametric Mann-Whitney test, each data point represents one distinct animal); i) IPGTT dynamic and corresponding AUC comparing glucose tolerance between the control and *NSG* mice (non-parametric Mann-Whitney test, each data point represents one distinct islet section, each data point represents one distinct animal); j) Graph depicting the plasma insulin in control and *NSG* mice (unpaired t-test with Welch’s correction, each data point represents one distinct animal) (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

**Fig. 7.**
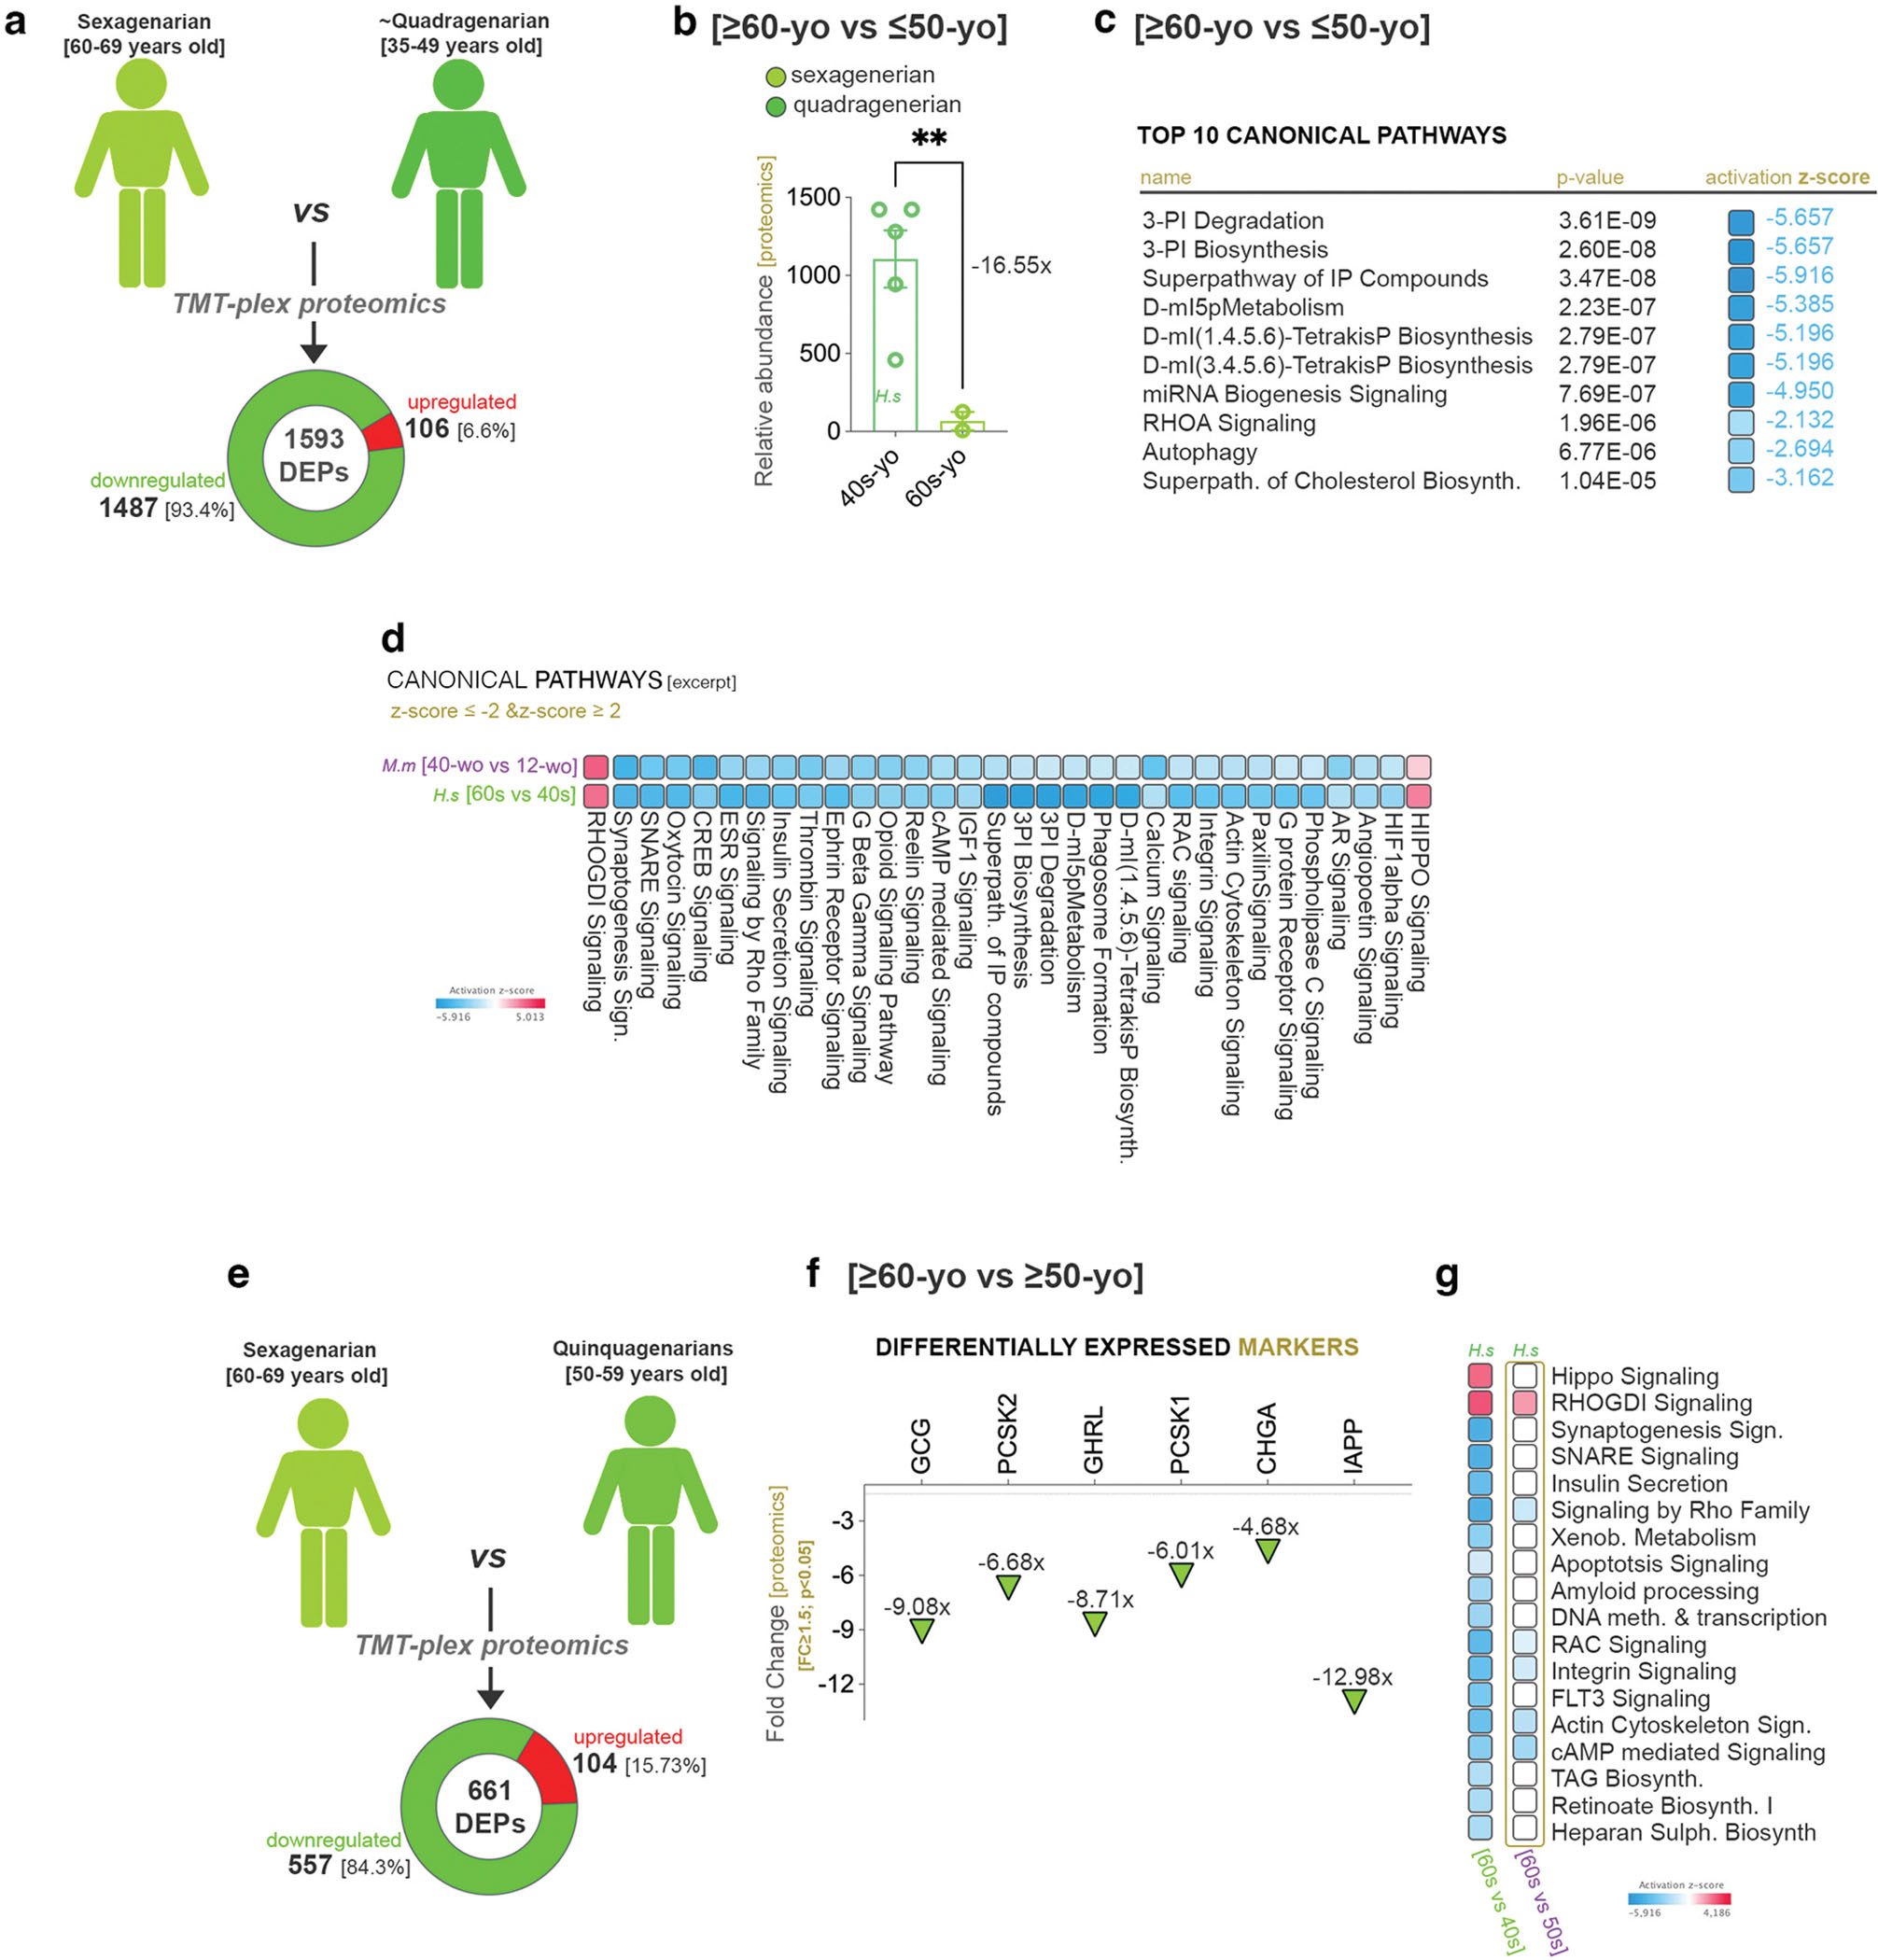
TMT-plex proteomics comparison between human islets of different age groups. a) Scheme illustrating the experimental setup and the number of proteins with different abundance (DEPs) between sexagenarian and quadragenerian human islets (FC ≥ 1.5, p < 0.05). b) Graph of the decreased Hnf1a protein abundancy in sexagenarians (each data point represents one distinct donor islet). c) Top 10 canonical pathways of the analyzed differential islet proteome landscape between sexagenarians and quadragenerians. d) Comparison pathway analysis between the differential landscapes characterizing the sexagenarians and mice. e) Scheme illustrating the experimental setup and the number of proteins with different abundance (DEPs) between sexagenarian and quinquagenarian human islets (FC ≥ 1.5, p < 0.05). f) Graph of key hormone and islet cell markers with decreased protein abundancy levels in sexagenarians. g) Comparison pathway analysis between the differential proteome landscapes of the two islet age groups’ comparisons (60 s vs 40 s and 60 s vs 50 s). (*p<0.05, **p<0.01, ***p<0.001, ****p<0.0001).

## Data Availability

Data will be made available on request.

## Appendix A. Supporting information

Supplementary data associated with this article can be found in the online version at doi:10.1016/j.mad.2024.111951.

# Supplementary material for: The age-dependent regulation of pancreatic islet landscape is fueled by a HNF1a-immune signaling loop
**Source:** Mech Ageing Dev. Author manuscript; Available in PMC 2025 Dec 16.
**Supplement:** Table S2

Table S1. Checklist for reporting human islet preparations used in research

Adapted from Hart NJ, Powers AC (2018) Progress, challenges, and suggestions for using human islets to understand islet biology and human diabetes. Diabetologia <https://doi.org/10.1007/s00125-018-4772-2>

^aIf you have used more than eight islet preparations, please complete additional forms as necessary

^bFor example, IIDP, ECIT, Alberta IsletCore

^cPlease specify the therapy/therapies

^dTime of islet culture at the isolation centre, during shipment and at the receiving laboratory

^ePlease specify the test and the results

Table S1. Checklist for reporting human islet preparations used in research (continuation)

Adapted from Hart NJ, Powers AC (2018) Progress, challenges, and suggestions for using human islets to understand islet biology and human diabetes. *Diabetologia* <https://doi.org/10.1007/s00125-018-4772-2>

^aIf you have used more than eight islet preparations, please complete additional forms as necessary

^bFor example, IIDP, ECIT, Alberta IsletCore

^cPlease specify the therapy/therapies

^dTime of islet culture at the isolation centre, during shipment and at the receiving laboratory

^ePlease specify the test and the results

# Supplementary material for: The age-dependent regulation of pancreatic islet landscape is fueled by a HNF1a-immune signaling loop
**Source:** Mech Ageing Dev. Author manuscript; Available in PMC 2025 Dec 16.
**Supplement:** Table S1

SUPPLEMENTARY FIGURES LEGENDS:

Supplemental Figure 1. **Normal Chronological Timeline**

**a)** Top Molecular and Cellular Functions characterizing the normal maturation period (12-week-old vs 6-week-old). **b)** Molecular functions with predicted activation pattern characterizing the normal maturation period (z-score ≥ 2 – activated; z-score ≤ -2 – inhibited). **c)** Graph displaying the observed regulation of the main islet hormones during characterizing the normal maturation period. **d)** Representative confocal images of insulin staining (red – insulin; blue – DAPI; scale – 100 µm) in 6- and 12-week-old mice **e)** The activity pattern of metabolic functions characterizing the ageing initiation period. **f)** Comparison analysis of the molecular and cellular functions activity pattern between the different stages (z-score ≥ 2 – activated – red; z-score ≤ -2 – inhibited - blue); **g)** Top predicted upstream transcription regulators with observed regulation during the normal ageing initiation stage. **h)** Graph displaying the observed regulation of *Ins2*, *Sst* and *Ppy* during the normal ageing initiation.

Supplemental Figure 2. **The Hn1Mouse Model**

**a)** The Hnf1****mouse model design strategy. **b)** Evolution of glycemia in mice homozygous and heterozygous for *Hnf1a* defloxing (18 mice / condition) and their specific control (12 mice). **c)** Weight gain in mice homozygous and heterozygous for *Hnf1a* defloxing and their specific control (12 mice / condition). **d)** Graph displaying the observed downregulation (FC ≥ 1.5, p < 0.05) of *Hnf1* in *Hnf1a*^HTZ^ mice at 12 weeks of age as revealed by RNAseq. **e)** Graph depicting the observed downregulation of selected differentially expressed (FC ≥ 1.5, p < 0.05) beta-cell markers in *Hnf1a^[HTZ^*^]^ mice as revealed by RNAseq.

Supplemental Figure 3. **Activity patterns during Hnf1^HTZ^ postnatal development timeline**

**a-c)** Different pathway activity patterns revealed by comparison pathway analysis between the maturation and adulthood stage of control animals and the maturation stage of *Hnf1*^HTZ^; **d)** Metabolic pathways and **e)** immune signaling comparison analysis between maturation and adulthood stage in the *Hnf1*^HTZ^; **f)** Graph displaying the observed significant upregulation of *Hnf1a* in Hnf1^HTZ^ mice during adulthood (FC ≥ 1.5, p < 0.05);

Supplemental Figure 4. **Timeline in the immunodeficient NSG model**

**a)** The activity pattern of pathways involved in amino acids metabolism; **b,c)** Graphs displaying the observed non-significant regulation in the RNAseq dataset of the main islet hormones **(b)** and key beta- and alpha-cell markers **(c)** along the timeline in the immunodeficient NSG model. **d)** Graph depicting the differential expression (FC ≥ 1.5, p < 0.05) of beta-cell specific markers between NSG (immunodeficient) and matched controls (immunocompetent) along the timeline (6-, 12-, 24- and 40-week-old) as revealed by RNAseq.

How the deposited data were processed for this re-analysis (not part of the article)

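RNA of islets from male NSG mice of 6, 12, 24 and 40 weeks was measured in 17 libraries (4, 4, 4 and 5). The islets of immunocompetent control mice and of mice with reduced Hnf1a, and the human islet proteomics, were not analysed here. The authors isolated islets with collagenase, a Histopaque gradient and collection by hand, extracted the RNA with an RNeasy kit and had stranded mRNA libraries made, with depletion of ribosomal RNA. At the Qiagen sequencing centre the reads were trimmed with at most 2 ambiguous nucleotides allowed, mapped and quantified per gene with the RNA-seq Analysis tool of CLC Genomics Workbench, on GRCm38 according to the submitters' processing notes. The annotation release and whether counting used the strand are not given in the sources used here. The authors' own comparisons used the Empirical analysis of DGE tool of CLC, an implementation of the exact test of edgeR for 2 groups, with lists at a fold change of at least 1.5 and p under 0.05. Its statistics section names FDR-corrected p-values.

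The authors deposited TPM (transcript levels divided by gene length) for 41740 genes, which sum to 1000000 in every library, with no further scaling between libraries. TPM values are relative within a library: when a few abundant genes take a smaller part, the values of all other genes are higher. TPM keep no read depth, so no interval for counting error and no count test could be had. An exact 0 is reported only as a gene listed at 0. Of the 41740 gene identifiers, 41682 matched the GENCODE annotation of GRCm38 used here for names and coordinates. Within an age, the correlation of log2 values between libraries was 0.919 to 0.988, and no 2 libraries had the same values, so each counted as a replicate of its own.

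From the deposited TPM values, log2(TPM + 0.5) was computed for the 13646 genes with at least 1 TPM in at least 4 libraries. These values were fitted with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with trend and robust), with the 4 ages as groups, so that all 17 libraries share 1 estimate of the spread. The contrasts were 12 against 6, 24 against 12 and 40 against 24 weeks. A gene was past the threshold at a Benjamini-Hochberg adjusted p under 0.05 over all genes tested and a fold change of at least 1.5. Counts at an unadjusted p, or adjusted over a list alone, use the same fold. The design planned a count test for deposited counts and this one for normalized values, and the second was used. In simulated data 100 of the 13646 genes were changed by a log2 value of 1, and 100 others by 2. Genes changed by 1 were recovered in 6% (maturation), 10% (adulthood) and 16% (ageing initiation) of cases, and genes changed by 2 in 68%, 78% and 87%. The noise was drawn independently for each gene, whereas 1 component held 61% of the variance of the 500 most variable genes in the real libraries. Recovery in the real data may therefore differ.

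Gene lists were compared with all other genes by camera, with a preset correlation between genes of 0.01 and with an estimated one, adjusted over all lists of a contrast. A list's score in a library is the mean log2 value of its members, and 2 ages were compared by a two-sided exact permutation test. The separation of the ages was measured as the share of variance between ages over the 500 genes with the largest variance, with random permutations of the labels of the 4 ages or all arrangements of 2 ages. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The genes named are the alleles of the strain and the genes the paper names for NSG islets, up to 8 genes with the largest rise and 8 with the largest fall per contrast among those past the threshold whose values do not overlap between the ages, with a mean of at least 1 TPM in the higher age and a given gene name, and up to 4 members with the lowest p of each list described. A gene named outside this rule is said to be so.

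The alternatives were median-ratio rescaling, no filter and a filter of 5 TPM, a pseudocount of 0.1 or 1, a fit of only the 2 ages compared, sample quality weights, the intestinal, acinar and sympathetic marker scores as covariates singly and together, unadjusted p-values, no fold threshold, other gene sets for the separation, and each library left out in turn. After the values were seen, fits without the libraries that hold intestinal or sympathetic transcripts, also with rescaling, a fit with rescaling and the acinar score, and quality weights estimated gene by gene (because the default estimate stopped before it converged) were added. Ingenuity Pathway Analysis was not run.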

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

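The tests of the acinar share, of the cell type scores, of library 9 and of the clock genes were chosen after the results were seen; the counts of other splits of the libraries and the test planned for P450 and UDP-glucuronosyltransferase genes were not.

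Of 244 comparisons of a library with the others of its age, 35 had a highest or lowest value whose gap to the nearest library, over the range of the age, lay above Dixon's critical value. By chance 12.2 are expected if the values are normally distributed and the comparisons independent. Many of the items move together in the same few libraries, so 35 against 12.2 tests no excess. Library 9 stood apart at 24 weeks. It had the highest hormone share, 24.6% against 4.77 to 7.71% in the other 3 libraries, and the lowest acinar score, 11 against 12 to 12.2. Its values were the highest of that age for Ins2 (138000 TPM, the others 26500 to 43500), Ins1 (77400, the others 15600 to 24400), Gcg (12900, the others 2070 to 3920), Sst (11000, the others 2240 to 3600) and Ppy (6630, the others 1100 to 1750). The same held for Pdx1 (145 TPM, the others 24.5 to 38.6), Nkx6-1 (210, the others 38.3 to 56.2), Neurod1 (80.7, the others 9.76 to 17.5), Arx (2.94, the others 0.557 to 0.869), Mafb (13, the others 2.67 to 4.29), Necab2 (21, the others 3.34 to 5.25), Barhl1 (4.07, the others 0.522 to 0.977), Hnf1a (8.7, the others 3.44 to 4) and Prkdc (5.41, the others 0.738 to 1.43). Rnase2b was lowest there, at 7.79 TPM against 25.8 to 27.2 TPM.

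Library 2 stood apart at 40 weeks, with a hormone share of 37.7% against 20.3 to 25%, an acinar score of 9 against 10.9 to 11.4, Ins2 at 216000 TPM (the others 115000 to 140000), Ins1 at 125000 TPM (the others 66800 to 79600) and Mafa at 600 TPM (the others 317 to 383). Its scores were also the highest of that age for branched-chain amino acid degradation (4.16, the others 3.75 to 3.84), aminoacyl-tRNA synthetases (5.29, the others 4.61 to 4.78) and ribosomal proteins (7.99, the others 7.62 to 7.68). Library 4 of 40 weeks had the highest score of intestinal epithelium markers (5.31, the others 0.0882 to 0.233), of P450 genes (0.414, the others -0.608 to -0.503), of UDP-glucuronosyltransferases (1.55, the others -0.38 to -0.198), of sulfotransferases (0.691, the others -0.0266 to 0.169), of 17-beta hydroxysteroid dehydrogenases (3.02, the others 1.81 to 2.04) and of interferon-stimulated genes (4, the others 1.91 to 2.35). At 24 weeks library 9 had the highest score of intestinal markers (3.22, the others -0.299 to -0.113) and of UDP-glucuronosyltransferases (0.536, the others -0.642 to -0.539). Library 5 of 40 weeks had the highest Dbp (73.6 TPM, the others 7.23 to 10.6) and Nr1d1 (55.3 TPM, the others 16.8 to 22.8).

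Most genes had higher values at 40 than at 24 weeks, while the acinar share went from 42.2% to 21.4%. Within the 12 libraries of 6 to 24 weeks, the median log2 value of a library changed by -0.0558 (standard error 0.0045) per percent of acinar share, which predicts a shift of 1.16 (standard error 0.0936) between 24 and 40 weeks, where 0.96 was observed. The slope sets a library's median against a share of the same TPM, so the fixed sum alone pushes it below 0. It also takes in every other difference that goes with the acinar share. The mean hormone share rose as well, from 10.9% at 24 weeks to 25.9% at 40 weeks. A shift of about this size therefore goes with such a difference in acinar share. How much of it the fixed sum alone gives was not tested. Whether all other cell types stayed in fixed proportion to each other cannot be told apart from a change among them: after rescaling, the lowest adjusted exact p of 7 cell type scores was 0.148 (endothelial score higher by 0.365, exact p = 0.0317), and with 4 against 5 libraries 1 score alone cannot go below an adjusted p of 0.056. A change of the islets with age, and a change with age in how much acinar tissue accompanied the islets, stay open and were not tested.

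Libraries 9 and 4 held high values of P450 and UDP-glucuronosyltransferase genes together with transcripts of intestinal epithelium. Of 79 genes of these lists, 21 were over 1 TPM and over 2 times every other library of the age in library 9. Of these 21 genes 15 were also raised in library 4, which had 20 raised genes (5.32 expected if independent, Fisher's exact test, p = 9.71e-08), and any other library had at most 2. This p takes the 79 genes as independent of each other, which was not tested, so it may be too small. Intestinal tissue in library 9 is a candidate source for the 15 shared genes, as a hypothesis: Fabp2 was at 65.1 TPM there and at 530 TPM in library 4, and the collection of islets by hand is the step that would remove such tissue. The raised genes that were not shared include Ugt2b34, at 52.3 TPM in library 9. It reached 44.5 TPM at 12 weeks and 49 TPM in 40-week libraries other than library 4. Library 9 also had the lowest acinar share of its age (21.9%), and for such genes the 2 were not told apart. Summed over all 79 genes, the other 3 libraries of 24 weeks were at 28.3 ± 7.83 TPM (SD) and the 4 of 12 weeks at 46 ± 28.1 TPM (SD), against 148 TPM in library 9. That is a difference of -17.2% (standard error 14.4) of that between library 9 and 12 weeks. A rise shared by the libraries of 24 weeks therefore does not account for this sum in library 9. Over the 21 genes the value was -16.2% (standard error 10.9), but these were picked as lower in the other 24-week libraries, so it tests nothing. A change in library 9 alone stays open. The test planned for P450 and UDP-glucuronosyltransferase genes that rose during adulthood could not be made, since 0 of them did.

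Dbp and Nr1d1, genes of the circadian clock, were higher at 40 than at 24 weeks. After median-ratio rescaling the median of their log2 fold changes was 1.32, from 2.26 before, so the scaling of the values to a fixed sum is not the whole cause. Collection of the libraries at different phases of the clock may contribute but cannot be told apart from age: Arntl, which cycles in antiphase to Dbp, had a within-age correlation with Dbp of -0.952 (permutation p = 1e-05, the smallest they can give; Spearman's rho -0.846, p = 8e-05; adjusted over 4 pairs 2e-05 and 0.00016), of -0.583 without library 5, where a bound of -0.6 was set, and of -0.306 without libraries 5 and 16, the 2 farthest from the median. Each library was left out before the values were centred on the mean of their age; with library 5 left out only after centring, the first of these is -0.81. For Tef, Nr1d1 and Npas2 the correlations with Dbp were 0.985, 0.86 and -0.916, then 0.89, 0.589 and -0.365 without library 5 and 0.798, 0.623 and -0.0673 without libraries 5 and 16. In library 5 Dbp was at 73.6 TPM and Arntl at 0.603 TPM, against 6.45 to 11.6 TPM of Arntl in the other 40-week libraries. Without library 5 the rescaled changes were 0.92 for Dbp (adjusted p = 0.109) and 0.87 for Nr1d1 (adjusted p = 0.105). As deposited, Dbp was at 5.52 to 15.4 TPM at 6 weeks and 1.08 to 4.96 TPM at 12 weeks. Nr1d1 was at 11.6 to 21.3 TPM and 2.24 to 10.1 TPM, so the levels of both genes did not rise steadily with age.

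Other splits of the same libraries into groups of the same sizes showed how far the counts of differentially expressed genes could come from chance. In each number of splits given below, the real split is counted as well. During maturation the count was 1, and 4 of 35 splits gave as many (highest other 9824), so chance cannot be excluded. During adulthood the count was 0, which every split reaches whatever the values (35 of 35, highest other 11936), so a count of 0 tests nothing. During ageing initiation the count was 8925, and 4 of 100 splits, drawn from 126 possible, gave as many (highest other 11762). This is under the bound of 5 in 100 set before, but narrowly. The splits not drawn could move the share past the bound, so chance is not excluded. The count was at most 2 without library 2, 4, 5, 6, 7 or 8. Splits that call many more genes than the real one point to a structure of the samples other than age. After rescaling, the counts of 0, 3 and 67 were reached by 35 of 35, 4 of 35 and 3 of 100 splits (highest others 1, 1072 and 1402).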

How the results depend on the processing

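The fits without libraries 4 and 9, without 8, 11 and 15, or without all 5, those that join rescaling with them or with the acinar score, rescaling for the separation, and quality weights estimated gene by gene were chosen after the values were seen. The default estimate of the quality weights stopped before it converged and gave library 6 a weight of 679 (gene by gene, 11.9), so values with default quality weights rest on a weighting close to 1 library at 24 weeks. DESeq2 size factors and its Wald test, scaling by library size alone, the exact test of edgeR and other prior counts need counts and were not run. The deposited values show no depth, so what depth limits cannot be said. No paired analysis was possible because the library numbers run from 1 to 17 over the series and no 2 ages share a number. In all, 102 results were given 2941 values, and unless a value says otherwise the cause of a change was not tested.

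The count of differentially expressed genes during maturation (1) was 64 at an unadjusted p, 6 with only the 2 ages, 8 with default quality weights (1 gene by gene), and 0 with median-ratio rescaling, without a filter, with a pseudocount of 1 and without libraries 8, 11 and 15. With rescaling it was also 0 without libraries 4 and 9, without 8, 11 and 15 and without all 5, and 2 with the acinar score. The count during adulthood (0) was 82 unadjusted, 3 with rescaling, 1 with the stricter filter, 7143 with default quality weights (84 up, 7059 down) and 39 with those estimated gene by gene (22 up, 17 down), 1 with the intestinal score, 3 with the acinar score, 5 with all 3 scores, 4 without libraries 4 and 9 and 7 without all 5. With rescaling it was 94 without libraries 4 and 9, 30 without all 5 and 4 with the acinar score. The count during ageing initiation (8925) was 67 with rescaling, 0 without a filter, 2 with the intestinal score, 0 with the acinar score, 0 with all 3 and 1 without libraries 8, 11 and 15. With rescaling it was 2013 without libraries 4 and 9 (877 up, 1136 down), 5 without 8, 11 and 15, 2633 without all 5 (1325 up, 1308 down) and 1 with the acinar score. It was 12692 with default quality weights and 12650 with those estimated gene by gene, 9920 with the sympathetic score, 11814 without libraries 4 and 9 and 11438 without all 5. With 1 library left out, the counts were 0 to 1 (0 without 4 and 10 to 17), 0 to 4 (2 without 2, 4 without 9) and 0 to 12075 (0 without 2, 5 or 7, 1 without 4 or 8, 2 without 6, 6072 without 1, 9076 without 3, 12075 without 9).

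Hnf1a during maturation (-0.01) was 0.01 with rescaling, also without libraries 4 and 9 (0.01) and with the acinar score (0.012), and 0.037 with default quality weights (-0.07 gene by gene), with -0.24 to 0.27 when 1 library was left out (positive without 12, 13, 16 or 17). During adulthood (0.32) it was -0.077 with default quality weights (0.05 gene by gene), and 0.039 to 0.55 with 1 library left out (0.045 without 9, 0.039 without 13, 0.55 without 10). During ageing initiation (0.61) it was -0.34 with rescaling (adjusted p = 0.0816), -0.058 with the acinar score and -0.080 with all 3. With rescaling it was -0.44 without libraries 4 and 9 (adjusted p = 0.0186), -0.42 without 8, 11 and 15 (0.154), -0.59 without all 5 (0.011) and -0.33 with the acinar score (0.856). It was past the threshold with default quality weights (0.71, adjusted p = 2.19e-08), with those estimated gene by gene (0.74, adjusted p = 8.72e-06) and without libraries 4 and 9 (0.86, 0.0372), each as a rise, and as a fall with rescaling without all 5 libraries. It was 0.46 to 0.89 with 1 library left out (0.0193 without 9).

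Of the 12 hormone and marker genes, 10 were past the threshold during adulthood with default quality weights (0 gene by gene) and 1 with rescaling without libraries 4 and 9, against 0. During ageing initiation the count of 10 was 0 with rescaling, without a filter, with the intestinal score, the acinar score or all 3, without libraries 8, 11 and 15, and with rescaling without 8, 11 and 15 or with the acinar score. With rescaling it was 2 without libraries 4 and 9 and 3 without all 5. With 1 library left out it was 0 to 12 (0 without 2, 4, 5, 6, 7 or 8). Arx at ageing initiation was -0.086 with rescaling and the acinar score. For 11 of the markers (Hnf1a apart), the sign differed from the fit as reported in some alternative for 5 during maturation, 5 during adulthood and 1 during ageing initiation, and without 1 library for 10, 8 and 0.

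Of the lists, branched-chain amino acid degradation during maturation had a relative median of 0.02 with rescaling while the test turned up. Flavin monooxygenases during adulthood had -0.35 with all 3 scores (adjusted p = 0.0164). Methionine and cysteine metabolism at ageing initiation had an adjusted p of 0.11 with all 3 scores (-0.12) and 0.383 with an estimated correlation (-0.295), and branched-chain amino acid degradation 0.995 (-0.39). Over 3 alternatives of the set test at this stage, other amino acid genes had -0.70 to -0.26 with the call kept in all 3. Ribosomal proteins had -0.67 to -0.19 with the call lost in 1. With 1 library left out, the relative medians were -0.056 to 0.10 for methionine and cysteine metabolism, -0.095 to 0.16 for branched-chain degradation and -0.19 to 0.058 for other amino acid genes during maturation, and -0.26 to 0.025 for UDP-glucuronosyltransferases, -0.36 to -0.11 for flavin monooxygenases (adjusted p = 0.038 without 9), 0.040 to 0.20 for monoamine and aldehyde oxidation (below 0.05 without 4, 6, 9 or 13) and -0.013 to 0.35 for glycolysis during adulthood. During ageing initiation they were -0.32 (without 9) to -0.18 (without 6) for oxidative phosphorylation, which was called, lower, with rescaling, and whose test was upward without 5 (adjusted p = 0.948), -0.18 to 0.14 for glycolysis (0.14 without 8; below 0.05, lower, without 6 or 7) and 0.38 to 0.68 for circadian clock genes (below 0.05 without 5). During maturation they were -0.23 to 0.0051 for alpha-cell markers (not called without 13 or 17, adjusted p = 0.24 and 0.149), -0.082 to 0.55 for MHC class II (below 0 without 11 or 17, called without 12 or 16) and 0.0060 to 0.31 for dendritic cell markers (called without 10, 12, 14 or 16; test downward without 17), and during adulthood -0.59 to 0.86 for sympathetic markers (-0.59 without 8, and not called without 10). With an estimated correlation, the calls kept were those of the Atf4 genes during adulthood and ageing initiation, of other amino acid genes at ageing initiation and of acinar markers at ageing initiation, among the lists reported.

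The separation of the ages at ageing initiation (32.2%) was 25.6% and 36.01% with a pseudocount of 0.1 or 1 (exact permutation p = 0.0556 each), 29.85% with rescaling (exact p = 0.0635), and 80.67% without all 5 libraries and 66.22% with rescaling as well (p = 0.0667 each, the smallest those libraries allow). With 1 library left out it was 23.96 to 52.26% (p above 0.05 without any of 1 to 8), and over all ages 29.44 to 44.49% (p above 0.05 without any of 1 to 6, 8, 11, 12 and 14 to 17).

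Every gene reported with a call and a fold change at ageing initiation lost the call without library 2, 4, 5, 6, 7 or 8 (Hba-a2, adjusted p 0.0605 to 0.15), Ppy, Grpr and Hist1h1e also without 1, and Hist1h1e also without 3, 11, 12, 15 or 16. Arx gained a call without 3, 9, 10 or 13. Chac1 during adulthood was called in 10 of 19 alternatives.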

Differences from the paper's values

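The fits with some libraries left out together with rescaling, and the one with rescaling and the acinar score, were chosen after the values were seen.

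The paper's number of differentially expressed genes during maturation is 297, and 1 was found here. The paper's Table S3 lists 533 genes for adulthood and 1508 for ageing initiation, and 0 and 8925 were found here. The paper's methods give a fold change of at least 1.5 and p under 0.05 for its lists, and its statistics section names FDR-corrected p-values; the counts here use adjusted p-values with the same fold. At an unadjusted p the counts were 64 during maturation, 82 during adulthood and 10295 during ageing initiation. All of the alternatives set before the data were examined gave counts that also differ from the paper's by over 1.5 times, at each of the 3 stages. During ageing initiation the count was 2013, within 1.5 times of the paper's, with median-ratio rescaling without libraries 4 and 9, a setting chosen after seeing the values. How many of the paper's own genes it drops was not counted, since the copy of Table S3 used here holds 1506 of the 1508 names, 532 of the 533 and 296 of the 297.

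For Hnf1a during ageing initiation the paper's fold change is about -1.3 in Fig. 6e, read by eye, with a fall written as a negative number. It was 1.53 here, written the same way, but the 2 are unlike measures. The paper's model corrects fold changes for library size, and 1.53 comes from TPM with no scaling between libraries. The median log2 fold change of all genes in these TPM was 0.94 at this stage. A value was taken not to differ from the paper's if it had the same sign and lay within 1 standard error of it on the log2 scale. Of the alternatives set before the data were examined, median-ratio rescaling (-1.26), the acinar score as a covariate (-1.04) and all 3 scores as covariates (-1.06) met this rule. The values of -1.04 and -1.06 are themselves close to no change. All other alternatives differed, each single library left out included (1.38 to 1.85). Of the settings chosen after seeing the values, those with rescaling also gave a fall, as log2 fold changes of -0.44, -0.42, -0.59 and -0.33. During maturation and adulthood the values here, -1.01 and 1.25, did not differ from the paper's by the same rule.

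The paper reports that neither the 3 main islet hormones nor key beta- or alpha-cell markers were deregulated along the NSG timeline. The 12 genes examined here are not that set: they hold 5 hormone genes (Ins1, Ins2, Gcg, Sst and Ppy), 6 transcription factors of beta or alpha cells and Hnf1a. Of these 12, 0 were past the threshold during maturation and adulthood (none at an unadjusted p under 0.05 with the same fold in limma), and 10 were at ageing initiation. Of all 13646 genes tested, 8925 were past it at ageing initiation. The count of 10 of the 12 was 0 with median-ratio rescaling, without a filter, and with the intestinal score, the acinar score or all 3 scores as covariates, and without library 2, 4, 5, 6, 7 or 8.

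The paper infers from its pathway comparison an activity pattern, initiated during adulthood of the NSG mice, for the metabolic pathways that low Hnf1a deregulates. The 6 lists of oxidizing and conjugating enzymes examined here are not the paper's pathways, and its pathway tool was not run. No tested member was past the threshold at that stage (none at an unadjusted p under 0.05 in limma). Of the P450 genes, UDP-glucuronosyltransferases and sulfotransferases, only 6 of 58, 3 of 21 and 5 of 21 were high enough to be tested. In simulated data the test recovered 10% of genes changed by a log2 value of 1 at this stage. The absence of calls therefore does not argue against the paper's inference. The paper also states that the life stages of NSG mice did not separate, in a principal component analysis that held immunocompetent controls as well. Those controls were not analysed here. The measure here is another one, the share of variance between ages, which is above 0 for shuffled labels too. Here age held 34.8% of the variance (permutation test, p = 0.0476), with p above 0.05 without any 1 of libraries 1 to 6, 8, 11, 12 and 14 to 17 (at most 0.129, without library 2), and the ages of maturation and adulthood did not separate (exact permutation p = 0.629 and 0.857).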

Other observations

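Interferon-stimulated genes and macrophage markers, as sets under a preset correlation, were higher at 12 weeks than at 6 and at 24 weeks. During maturation 22 interferon-stimulated genes had a median log2 fold change of 0.79 relative to all genes (camera, adjusted p = 1.3e-36, and adjusted p = 0.172 with an estimated correlation), and during adulthood one of -0.30 (adjusted p = 5.59e-09, and 0.697 with an estimated correlation). Mx1, an antiviral GTPase, was at 1 ± 0.385 TPM (SD, n = 4) at 6 weeks, 5.06 ± 4.75 TPM (SD, n = 4) at 12 weeks and 1.47 ± 0.893 TPM (SD, n = 4) at 24 weeks, and Irf7, a regulator of interferon genes, at 2.45 ± 0.582, 10.4 ± 9.69 and 3.96 ± 3.4 TPM. The 14 macrophage markers went the same way (0.39, adjusted p = 2.1e-08, and 0.442 with an estimated correlation, then -0.59, adjusted p = 8.11e-17, and 0.19 with an estimated correlation), with C1qb, a complement gene, at 12.5 ± 3.84, 23 ± 16.4 and 11.6 ± 3.47 TPM. The 9 genes of MHC class I had 0.41 during maturation (adjusted p = 2.15e-06, and 0.356 with an estimated correlation), and 6 genes of MHC class II and 5 dendritic cell markers had -0.74 and -0.61 during adulthood (adjusted p = 2.23e-08 and 5.12e-09, and 0.204 and 0.14 with an estimated correlation), and did not pass during maturation (0.17 each, adjusted p = 0.31 and 0.0592). H2-Aa was at 24.3 ± 16.5 TPM at 12 weeks and 12.6 ± 7.54 TPM at 24 weeks. No member of these lists was past the threshold at these stages in limma, over all genes or when adjusted over the list alone; at an unadjusted p under 0.05 there was 1 interferon-stimulated gene at each stage and none of the others. The interferon list holds genes seen in Table S3. The 12-week means of the interferon-stimulated genes rest on libraries 10 and 11, whose interferon scores were 2.84 and 3.03 against 0.876 and 1.11 in libraries 12 and 13, and the adjusted p of the macrophage markers during maturation was 0.0589 without library 11 (0.12).

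During maturation the cell cycle list was lower and the stromal list higher as sets under a preset correlation, with no call for any member as deposited. The 13 cell cycle genes had a relative median of -0.38 (camera, adjusted p = 2.25e-19, and 0.172 with an estimated correlation). Mki67, a marker of dividing cells, was at 1.91 ± 1.15 TPM (SD, n = 4) at 6 weeks and 0.76 ± 0.528 TPM (SD, n = 4) at 12 weeks (log2 fold change -0.90, standard error 0.349, adjusted p = 1 from limma), and Top2a, a topoisomerase, at 1.71 ± 1.1 and 0.682 ± 0.412 TPM. None was past the threshold in limma, over all genes or when adjusted over the list alone (3 lower at an unadjusted p under 0.05), and 4 were lower over the list alone after median-ratio rescaling. The cell cycle list holds genes seen in Table S3. The 10 fibroblast and stromal markers had a relative median of 0.44 (adjusted p = 5.83e-12, and 0.213 with an estimated correlation; 0 past the threshold, 0 over the list alone and 1 unadjusted), with Dcn, a proteoglycan of the matrix, at 12 ± 3.56 and 23.3 ± 14.1 TPM.

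During ageing initiation 16 of 22 acinar markers fell and none rose (17 when adjusted over the list alone), with a median of -2.14 relative to all genes (camera, adjusted p = 6.13e-126, and 0.00144 with an estimated correlation). Cuzd1, a zymogen granule protein, went from 588 ± 189 TPM (SD, n = 4) to 230 ± 121 TPM (SD, n = 5), a log2 fold change of -1.54 (standard error 0.435, adjusted p = 0.0365 from limma), and Ptf1a, the factor that sets acinar identity, from 14.5 ± 6.3 to 5.28 ± 3.17 TPM. All 24 genes of beta-cell identity and function rose (24 over the list alone), with a relative median of 0.60 (adjusted p = 0.00726, and 0.995 with an estimated correlation), among them Glp1r, the receptor of GLP-1, from 73.3 ± 67.5 to 171 ± 49.2 TPM (log2 fold change 1.55, standard error 0.453, adjusted p = 0.0365). Over 3 alternatives of the set test this relative median was 0.25 to 0.60, and the call was lost in 2. The 5 erythroid genes rose as well (5 over the list alone, relative median 1.13, adjusted p = 0.0013, and 0.565 with an estimated correlation), with Hba-a1 from 29 ± 29.6 to 103 ± 42.4 TPM (2.15, standard error 0.475, adjusted p = 0.0365); its reads may be shared with Hba-a2. After median-ratio rescaling none of the genes of these 3 lists was past the threshold over all genes, and 22 acinar genes were lower and 5 beta-cell and 5 erythroid genes higher over the list alone. The acinar list holds genes seen in Table S3. Of all 13646 genes tested, 8815 rose and 110 fell at this stage. Those past the threshold numbered 0 without library 2, 5 or 7, 1 without library 4 or 8 and 2 without library 6.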
